# Estrogen receptor coregulator binding modulators (ERXs) effectively target estrogen receptor positive human breast cancers

**DOI:** 10.7554/eLife.26857

**Published:** 2017-08-08

**Authors:** Ganesh V Raj, Gangadhara Reddy Sareddy, Shihong Ma, Tae-Kyung Lee, Suryavathi Viswanadhapalli, Rui Li, Xihui Liu, Shino Murakami, Chien-Cheng Chen, Wan-Ru Lee, Monica Mann, Samaya Rajeshwari Krishnan, Bikash Manandhar, Vijay K Gonugunta, Douglas Strand, Rajeshwar Rao Tekmal, Jung-Mo Ahn, Ratna K Vadlamudi

**Keywords:** estrogen receptor, coregulators, coagulator binding modulator, endocrine therapy, breast cancer, *E. coli*, Mouse, Other

## Abstract

The majority of human breast cancer is estrogen receptor alpha (ER) positive. While anti-estrogens/aromatase inhibitors are initially effective, resistance to these drugs commonly develops. Therapy-resistant tumors often retain ER signaling, via interaction with critical oncogenic coregulator proteins. To address these mechanisms of resistance, we have developed a novel ER coregulator binding modulator, ERX-11. ERX-11 interacts directly with ER and blocks the interaction between a subset of coregulators with both native and mutant forms of ER. ERX-11 effectively blocks ER-mediated oncogenic signaling and has potent anti-proliferative activity against therapy-sensitive and therapy-resistant human breast cancer cells. ERX-11 is orally bioavailable, with no overt signs of toxicity and potent activity in both murine xenograft and patient-derived breast tumor explant models. This first-in-class agent, with its novel mechanism of action of disrupting critical protein-protein interactions, overcomes the limitations of current therapies and may be clinically translatable for patients with therapy-sensitive and therapy-resistant breast cancers.

**DOI:** http://dx.doi.org/10.7554/eLife.26857.001

## eLife digest

Around 70% of breast cancers in women need one or both of the female hormones (estrogen and progesterone) to grow. To treat these 'hormone-dependent' cancers, patients receive drugs that either block the production of estrogen or directly target a receptor protein that senses estrogen in the cancer cells. Unfortunately, many breast cancers develop resistance to these drugs. This resistance is often caused by genetic mutations that alter the estrogen receptor; for example, the receptor may develop the ability to interact with other proteins in the cell known as coregulators to promote tumor growth.

Developing new drugs that prevent estrogen receptors from interacting with coregulators may provide more options for treating hormone-dependent breast cancers. Here, Raj et al. developed a new small molecule named ERX-11 that is able to inhibit the growth of human breast cancer cells that are sensitive to existing drugs as well as cells that have become drug-resistant.

For the experiments, hormone-dependent breast cancer cells from humans were transplanted into mice. This procedure usually causes the mice to develop tumors, but giving the mice ERX-11 by mouth stopped estrogen receptors from interacting with coregulators and blocked the growth of tumors. Furthermore, ERX-11 does not appear to have any toxic effects on the mice, indicating that it may also be safe for humans.

The findings of Raj et al. suggest that ERX-11 is a promising new drug candidate for treating some breast cancers. The next steps are to examine the effects of ERX-11 on mice and other animals in more detail before deciding whether this molecule is suitable for clinical trials. In the longer term, molecules similar to ERX-11 could also be developed into drugs to treat other types of cancer that are also caused by abnormal interactions of coregulator proteins.

**DOI:** http://dx.doi.org/10.7554/eLife.26857.002

## Introduction

Endocrine therapies for estrogen receptor alpha (ER)-positive breast cancer involve modulation of ER signaling using either antiestrogens (AE) or aromatase inhibitors (AI). However, most patients develop resistance to these drugs, and disease progression is common, with progression to metastases (Musgrove and Sutherland, 2009; Ma et al., 2015). ER signaling is complex and involves coregulators (McDonnell and Norris, 2002; O'Malley and Kumar, 2009). Therapy-resistant tumors often retain ER-expression and ER-signaling. While multiple mechanisms maintain ER signaling in therapy-resistant tumors, ER signaling is mediated by the interactions between activated ER and critical coregulator proteins (Dasgupta and O'Malley, 2014; Lonard et al., 2007).

Alterations in the concentration or activity of selective coregulators enable ER-signaling from AE-ER complexes, effectively converting the antagonist to an agonist (O'Hara et al., 2012; Kurebayashi, 2003). Over a third (38%) of ER coregulators identified in breast cancer are over-expressed (Lonard et al., 2007; Lonard and O'Malley, 2012; Cortez et al., 2014), such as SRC3 (AIB1) (List et al., 2001; Azorsa et al., 2001), SRC2 (Kurebayashi et al., 2000), and PELP1 (Habashy et al., 2010). These deregulated coregulators contribute to mammary tumorigenesis (Cortez et al., 2014), therapy resistance and metastases (Kumar et al., 2009; Shou et al., 2004; Burandt et al., 2013; Girard et al., 2014).

Recent studies revealed that breast tumors acquire mutations in the ER ligand binding domains (L536N, Y537S, Y537N and D538G) that facilitate constitutive activity of these mutant ER (MT-ER) in the absence of ligand (Toy et al., 2013; Robinson et al., 2013; Jeselsohn et al., 2014; Merenbakh-Lamin et al., 2013). Tumors with MT-ER interact with oncogenic coregulators to drive ER-dependent transcriptional programs and proliferation and are poorly responsive to AEs and AIs (Toy et al., 2013; Robinson et al., 2013; Jeselsohn et al., 2014; Merenbakh-Lamin et al., 2013; Toy et al., 2017).

Thus, there is a strategic need for drugs that disrupt interactions between ER and critical coregulators to block ER signaling. In this study, we have synthesized a series of small organic molecules to emulate the nuclear receptor (NR) box motif, important for ER coregulator interactions. We have identified a small molecule named as ER coregulator binding modulator-11 (**ERX-11**), with potent anti-proliferative activity against ER-driven breast tumors. ERX-11 interacts with ER and blocks the interaction between ER and coregulators. In ER-expressing breast cancer cells, ERX-11 blocks the proliferation and induces apoptosis. ERX-11 has no activity against ER-negative breast cancer cells.

## Results

### Screening and identification of ER coregulator binding modulator 11 (ERX-11)

The peptidomimetic D2 blocks the interaction between the androgen receptor (AR) and NR-box containing coregulators, such as PELP1, with an IC50 of 40 nM (Ravindranathan et al., 2013). String analyses of the PELP1 interactome suggested an equally robust interaction between PELP1 and ER as that between PELP1 and AR (Figure 1—figure supplement 1A). However, D2 was unable to block the interaction between PELP1 and ER (data not shown) and required much higher concentrations (µM range) to block the proliferation of ER-driven MCF-7 breast cancer cells (Figure 1—figure supplement 1B).

Since sequences flanking the NR-box may influence the affinity and selectivity of coregulator interactions (McInerney et al., 1998), we hypothesized that a longer oligo-benzamide scaffold may more effectively target the interaction between ER and coregulators. This strategy generated a series of tris-benzamides (see Appendix 1—chemical structures 1—22) (Figure 1A) that added a functional group (R) to the D2 bis-benzamide, corresponding to the amino acid side chain groups found at the i-3/4 or i + 7 position surrounding the NR-box sequences (Figure 1A, Figure 1—figure supplement 2G). Importantly, each of these small molecules were named as ER coregulator binding modulators (ERXs, where X refers to their multiple potential and unknown targets) had differential activities in ER-positive breast cancer cells (Figure 1A, Figure 1—figure supplement 1C), confirming our hypothesis that the sequences flanking the core LXXLL motif could determine specificity and activity. The ERXs maintained the structural requirement for mimicking helices (confirmed by molecular modeling (MacroModel, Schrodinger, NY) (Figure 1—figure supplement 2A, shown for ERX-11).

**Figure 1.**
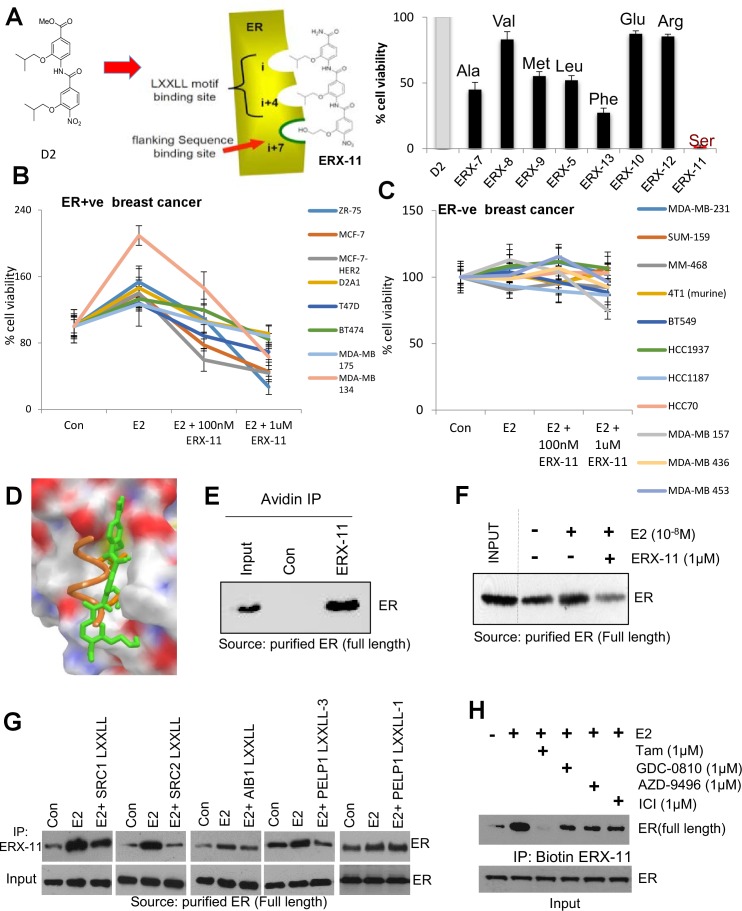
Derivation and characterization of ERX-11. Structure of ERX-11, as a derivative of the D2 peptidomimetic with a hydroxyethyl moiety in the flanking position to mimic a Serine (**A**, left panel). Effect of 500 nM of each peptidomimetic on the growth of MCF-7 cells using MTT cell viability assay is shown as percentage inhibition of the growth of E2-treated control cells (**A**, right panel). Effect of increasing doses of ERX-11 on the cell viability of ER-positive (**B**) and ER-negative (**C**) breast cancer cells using the MTT cell viability assay. Molecular docking studies on the interactions between ERX-11 and ER using AutoDock Vina. Superimposition of the docked ERX-11 (green) on the crystal structure (PDB code 1L2I) of the LXXLL motif (orange) (**D**). Purified full-length ER was incubated with biotin-control or biotin-ERX-11 in the presence of E2. ERX-11 interaction with purified ER was analyzed using avidin bead pulldown and western blotting (**E**). Purified full-length ER was incubated with biotin-ERX-11 in the presence of E2 ± free ERX-11 (1 µM). ERX-11 ability to compete with the binding of biotin ERX-11 with ER was analyzed using avidin pulldown assay (**F**). Purified full-length ER was incubated with biotin-ERX-11 in the presence of E2 ±LXXLL peptides (1 µM) from various coregulators SRC1, SRC2, AIB1, and PELP1. LXXLL peptides ability to compete with the binding of biotin ERX-11 with ER was analyzed using avidin pulldown assay (**G**). Purified full-length ER was incubated with biotin-ERX-11 in the presence of E2 ± GDC0810, AZD-9496, ICI, and Tam (1 µM) and their ability to compete with the binding of biotin ERX-11 with ER was analyzed using avidin pulldown assay (**H**). **DOI:** http://dx.doi.org/10.7554/eLife.26857.003

**Figure 1—figure supplement 1.**
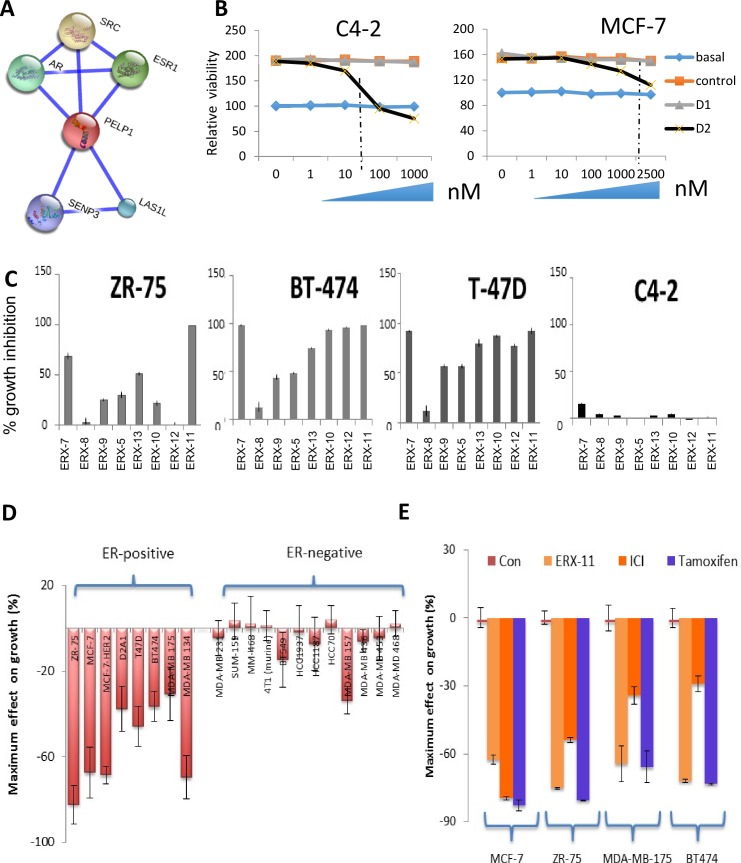
Derivation of the α-helix mimetic ERX-11 and structural design, synthesis and activity of the α-helix mimetic. (**A**) String analyses depicting the interactome of PELP1, especially with ER and AR using string-db.org software v 10.4. (**B**) Effect of increasing concentrations of D1 and D2 peptidomimetic on the cell viability of C4-2 prostate cancer cells and MCF-7 breast cancer cells. (**C**) Effect of ERXs on the growth inhibition of ZR-75, BT474, T47D and C4-2. (**D**) Waterfall graph displaying the effect on growth by 1 μM ERX-11 in a number of ER-positive and ER-negative cell lines. (**E**) Waterfall graph comparing the activity of ERX-11 in ER-positive cell lines to fulvestrant (ICI) or tamoxifen. **DOI:** http://dx.doi.org/10.7554/eLife.26857.004

**Figure 1—figure supplement 2.**
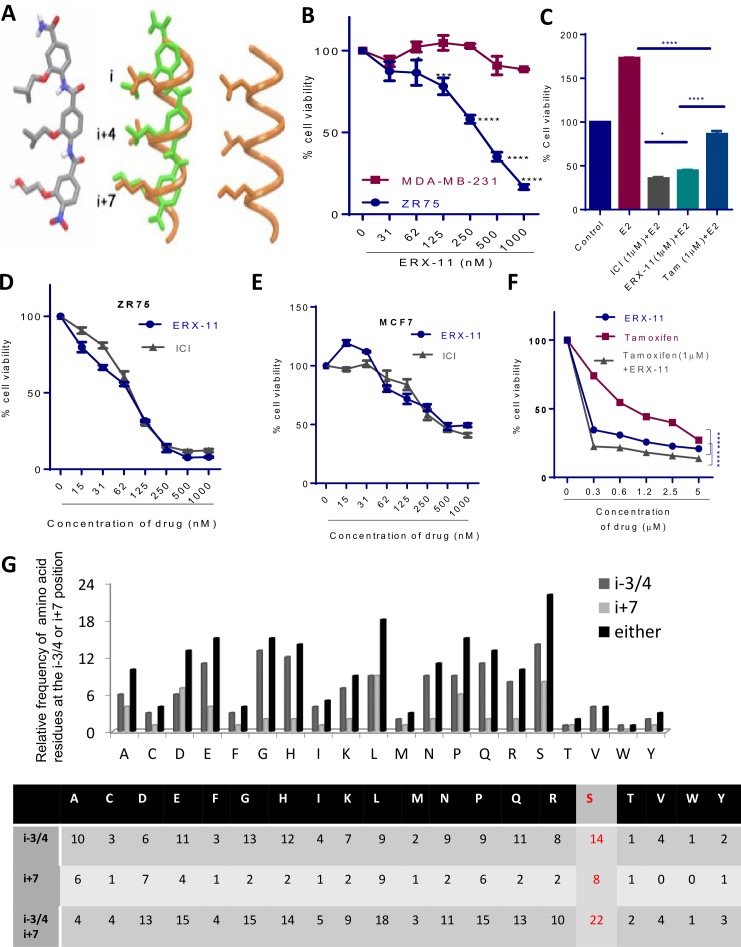
Characterization of ERX-11 activity. (**A**) The lowest energy conformation of ERX-11 (left), Superimposition of the energy-minimized ERX-11 (green) on an α-helix (orange) (middle) and an α-helical LXXLL motif containing a Ser at its flanking sequence (orange) (right). (**B**) Effect of increasing doses of ERX-11 on the cell viability of MDA-MB-231 and ZR-75 cell lines in the presence of E2. (**C**) ZR-75 cells were stimulated with E2 (10^−8^M) for 7 days in the presence of ERX-11 (1 µM) or tamoxifen (1 µM) or ICI (1 µM) and cell viability was measured by MTT assay. (*p<0.05, ****p<0.0001). (**D, E**) ZR-75 and MCF-7 cells were stimulated with E2 (10^−8^M) for 7 days in the presence of indicated concentrations of ICI or ERX-11 and cell viability was measured by MTT assay. (**F**) ZR-75 cells were stimulated with E2 (10^−8^M) for 7 days in the presence of indicated concentrations of ERX-11 or tamoxifen or in combination and cell viability was measured by MTT assay (****p<0.0001). (**G**) Relative frequency of various amino acid residues at the i-3/4 or i + 7 position flanking the core LXXLL domain in a large number of proteins with known LXXLL domains. **DOI:** http://dx.doi.org/10.7554/eLife.26857.005

**Figure 1—figure supplement 3.**
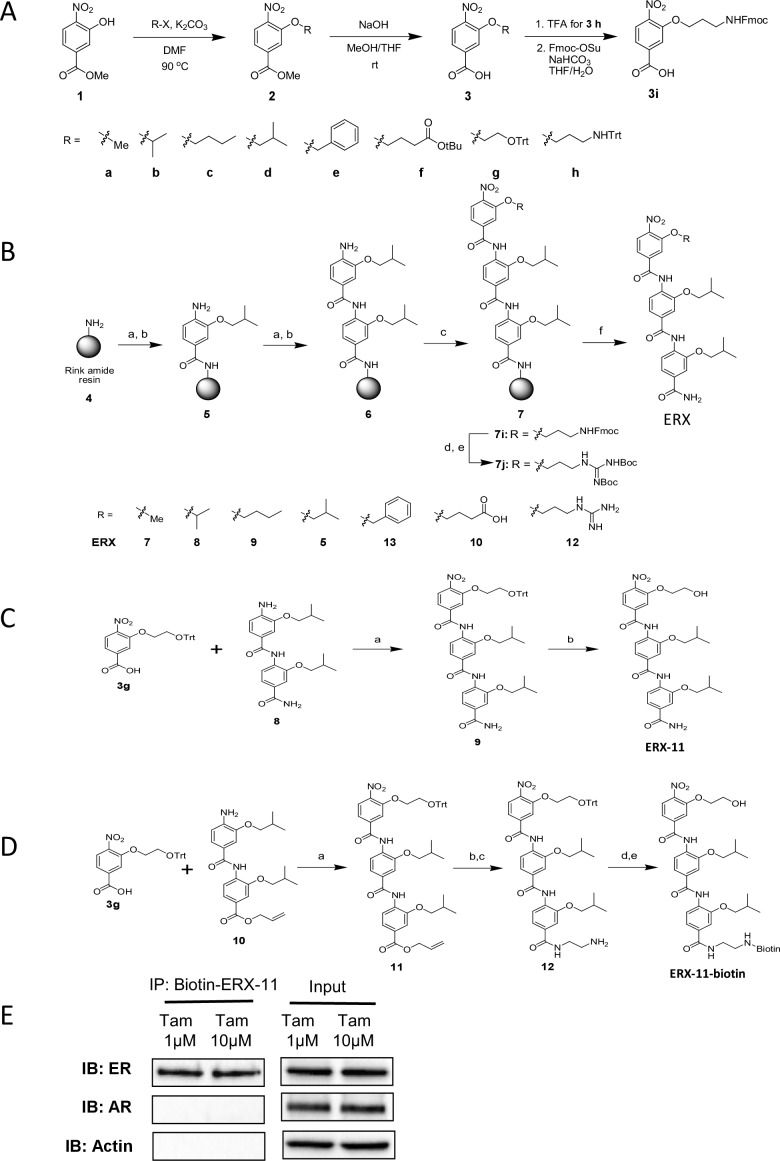
Derivation of the α-helix mimetic ERX-11 and synthesis of tris-benzamide peptidomimetics. (**A**) Synthesis of 3-alkoxy-4-nitrobenzoic acids. (**B**) Solid-phase synthesis of tris-benzamdies (Reagents and conditions: (**a**) **3d**, HATU, DIEA, DMF, rt, 24 hr; (**b**) SnCl_2_⋅2H_2_O, AcOH/HCl/THF, rt, 24 hr; (**c**) **3**, HATU, DIEA, DMF, rt, 24 hr; (**d**) Piperidine for **7i**; (**e**) N,N-Di-Boc-1H-pyrazole-1-carboxamide, DIEA, DMF, rt, 12 hr for **7** j; (**f**) TFA/TIS/H_2_O (95:2.5:2.5), rt, 1 hr). (**c**) Synthesis of ERX-11 (Reagents and conditions: (**a**) HATU, DIEA, DMF, rt, 24 hr; (**b**) TFA, rt, 30 min) (**D**) Synthesis of biotinylated ERX-11. (**E**) Pull down of ER from Tamoxifen-resistant MCF-7 cells using biotinylated ERX-11 was not affected by the presence of Tamoxifen. **DOI:** http://dx.doi.org/10.7554/eLife.26857.006

Within this series of tris-benzamides, one compound (**ERX-11**) with a hydroxyethyl functional group mimicking a serine residue (Figure 1A) was consistently able to block 17-β-estradiol (E2)-induced proliferation in 8/8 ER-positive breast cancer cell lines (Figure 1B, Figure 1—figure supplements 1C, D and 2B), with an IC50, ranging from 250 to 500 nM. In contrast, no effect of ERX-11 was noted in 11/12 ER-negative cells, with modest activity in the MDA-MB-157 cell line (Figure 1C). ERX-11 was as effective as tamoxifen or ICI in reducing the growth of ZR-75 and MCF-7 cells (Figure 1—figure supplements 1E and 2C,D,E), and the combination of ERX-11 and tamoxifen was not additive (Figure 1—figure supplement 2F). While several compounds, including selective estrogen receptor modulators, have been shown to have similar activity against ER-positive breast cancers, the novel chemical structure, potential for a unique mechanism of action led to the designation of ERX-11 as a lead compound. We then established a protocol for large-scale batch synthesis (Figure 1—figure supplement 3A–C).

### ERX-11 interacts with ER

Since ERX-11 mimics the NR-box, we expected its direct binding to ER. Modeling studies using Autodock (The Scripps Research Institute, La Jolla, CA) indicated that ERX-11 could bind to the AF-2 domain of ER (Figure 1D). Using biotinylated ERX-11 (synthesis described in Figure 1—figure supplement 3D), we showed that ERX-11 interacts in vitro with purified ER protein (Figure 1E). Addition of ‘cold’ ERX-11 efficiently competed for the binding of purified ER protein to biotinylated ERX-11 (Figure 1F). Further, short 15mer peptides, corresponding to NR box sequences within the SRC1, SRC2, AIB1 and PELP1 proteins, efficiently disrupted the interaction between biotinylated ERX-11 and purified ER (Figure 1G). However, not all LXXLL peptides interfere ERX-11 interaction with ER, as only peptide surrounding the third PELP1 LXXLL motif, but not the first PELP1 LXXLL motif blocked ERX-11 interaction suggesting ERX-11 can only block some LXXLL interactions (*Figure 1G, last two panels*). Further, pre-incubation of the purified ER protein with selective estrogen receptor degraders (SERDs) GDC-0810 or AZD-9496, or fulvestrant (ICI) was unable to block the interaction between ER and ERX-11 (Figure 1H). In contrast, tamoxifen was able to block the interaction between purified ER and ERX-11 (Figure 1H), suggesting similarities in the ER-binding pockets of ERX-11 and tamoxifen.

We then demonstrated that biotinylated ERX-11 could pull down endogenous ER in ZR-75 nuclear extracts (Figure 2A). These data indicate that ERX-11 directly interact with ER, both as purified protein and within a cellular context. Unbiased evaluation, using immunoprecipitation mass spectrometric (IPMS) analyses of the biotinylated ERX-11 pulldown in MCF-7 cells, identified ER as one of the top ERX-11 interactors (Figure 2B, Table 1). Pathways analysis revealed that ERX-11-binding proteins were involved in the activation of transcriptional regulation (Figure 2—figure supplement 1). Importantly, ERX-11 pulldown included a number of proteins other than ER, including a weak affinity for the progesterone receptor (PGR) and several ER-associated proteins (Table 1). Immunoprecipitation analyses in MCF-7 cells validated the strong affinity of ERX-11 for ER, and weak affinity for the PR-A isoform but not GR, AR or PR-B isoforms (Figure 2C).

**Figure 2.**
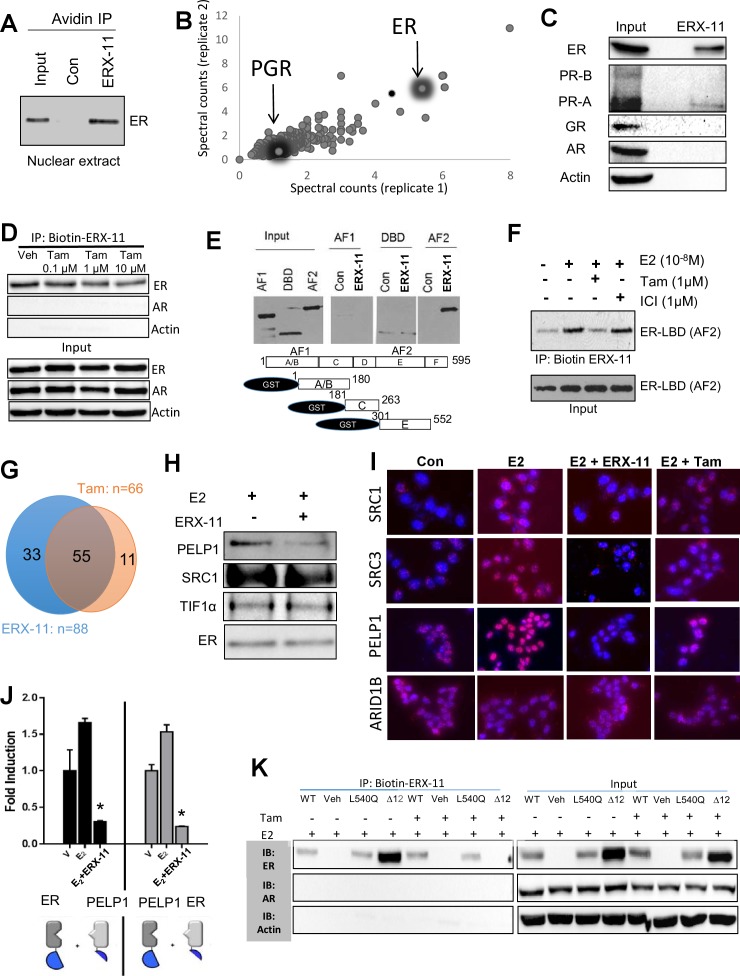
ERX-11 interacts with ER and blocks its interactome. Interaction with endogenous ER was evaluated in nuclear lysates prepared from ZR-75 cells stimulated with E2, incubated with biotin-control or biotin-ERX-11 and analyzed by avidin pull-down assay (**A**). Nuclear lysates from MCF-7 cells were incubated with biotinylated ERX-11 for 2 hr and then subject to a streptavidin column. The bound proteins were eluted and subjected to analyses by mass spectroscopy. The fold-enrichment in binding over basal is depicted for two independent replicates (x axis = replicate one and y axis = replicate 2). Relative binding of ER and PGR are shown (**B**). MCF-7 nuclear lysates were incubated with biotinylated ERX-11 and then subject to a streptavidin column. The bound proteins were eluted and evaluated by western blotting compared to equivalent amount of input (**C**). ZR-75 cells were incubated with tamoxifen and its ability to interfere ERX-11 binding to ER was analyzed by immunoprecipitation followed by western blotting (**D**). To confirm ERX-11 binding to ER-ligand-binding domain (AF2), a GST pull-down assay was performed. Biotinylated ERX-11 interacted with the GST-AF2 domain of ER but not with the GST-AF1- or GST- DNA-binding domain of ER (**E**). Purified ER-AF2 domain was incubated with biotin-ERX-11 in the presence of E2 ±ICI or tamoxifen (1 µM). ICI and tamoxifen ability to compete with binding of biotin ERX-11 with ER-AF2 domain was analyzed using avidin pull-down and western blotting (**F**). Venn diagram shows the overlap between the ER-binding proteins immunoprecipitated from nuclear lysates from E2-stimulated MCF-7 cells following treatment with vehicle or ERX-11 or tamoxifen (**G**). Co-immunoprecipitation analyses show the effect of ERX-11 on the interaction of ER with coregulators PELP1, SRC1, TIF1α in MCF-7 cells (**H**). Proximity ligation assay validated the ability of ERX-11 and tamoxifen to disrupt the interactions between ER and coregulators such as PELP1, SRC1, SRC3/AIB1 and ARID1B in MCF-7 cells (**I**). NanoBiT assay: expression plasmids were created to express either ER or PELP1 in conjunction with the large bit or the small bit of the NanoBiT luciferase enzyme. If the proteins directly interact within the cell, the two parts of the NanoBiT luciferase enzyme come together and create a quantifiable luminescent signal. The effect of ERX-11 on the interaction between the two sets of ER and PELP1 constructs is shown (**J**). Validation of the binding of ERX-11 to the ER-AF2 domain was further explored using AF2-domain mutants of ER stably transfected in ER-negative MDA-MB-231 breast cancer cell lines. Biotinylated ERX-11 was then used to pull-down ER from these cell lines (**K**). Data shown are the means of ±SEM performed in triplicate wells. *p<0.05. **DOI:** http://dx.doi.org/10.7554/eLife.26857.007

**Figure 2—figure supplement 1.**
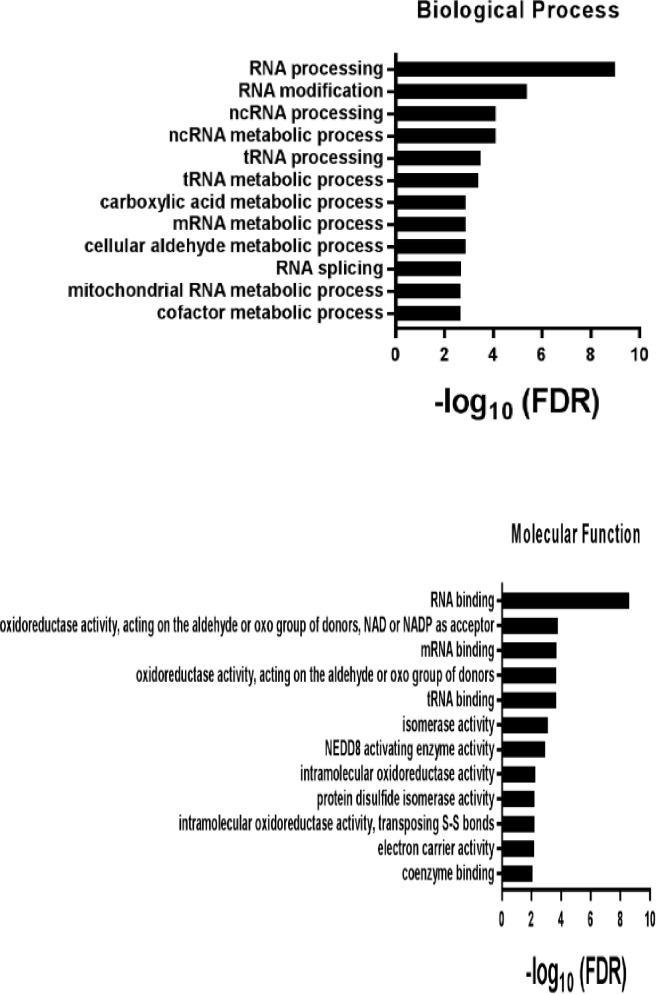
Pathways analysis in terms of either biological processes or molecular functions revealed that ERX-11-binding proteins were involved in the activation of multiple pathways leading to transcriptional regulation. **DOI:** http://dx.doi.org/10.7554/eLife.26857.008

**Figure 2—figure supplement 2.**
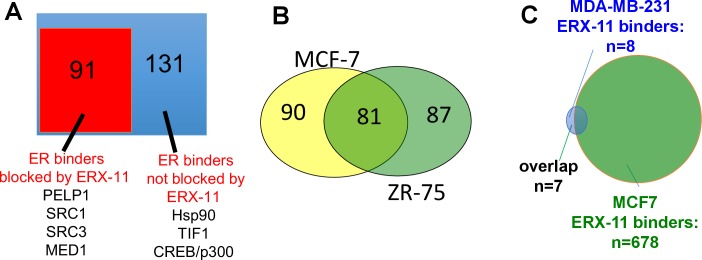
Characterization of ERX-11 interactions with ER. (**A**) Nuclear lysates from E2-stimulated MCF-7 cells treated with vehicle or ERX-11 were subjected to immunoprecipitation with ER antibody. The immunoprecipates were analyzed by mass spectroscopy. The blue box represents the 222 proteins bound to ER in MCF-7 cells, whereas the orange box shows the 91 proteins whose binding to ER is disrupted by ERX-11 (**B**) Venn diagram shows the overlap between proteins binding with biotinylated ERX-11 in MCF-7 and ZR-75 cells. (**C**) Nuclear lysates from MDA-MB-231 cells treated with vehicle or biotin-ERX-11 were subject to immunoprecipitation using avidin beads. The avidin-biotin-ERX-11 precipitates were analyzed by mass spectroscopy. **DOI:** http://dx.doi.org/10.7554/eLife.26857.009

**Figure 2—figure supplement 3.**
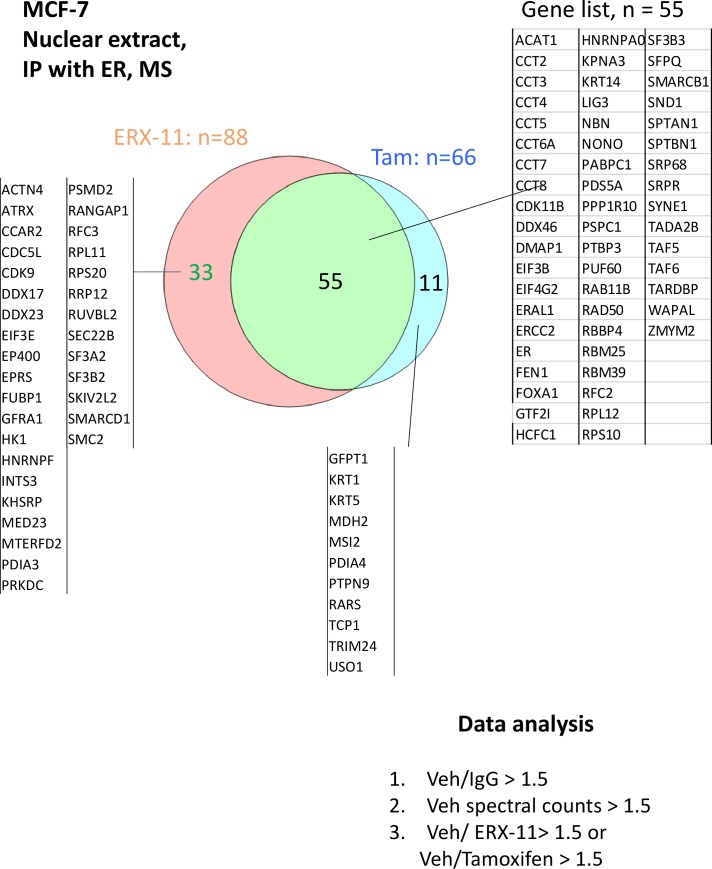
Analyses of the ER-binding proteins blocked by ERX-11 or Tamoxifen. **DOI:** http://dx.doi.org/10.7554/eLife.26857.010

**Figure 2—figure supplement 4.**
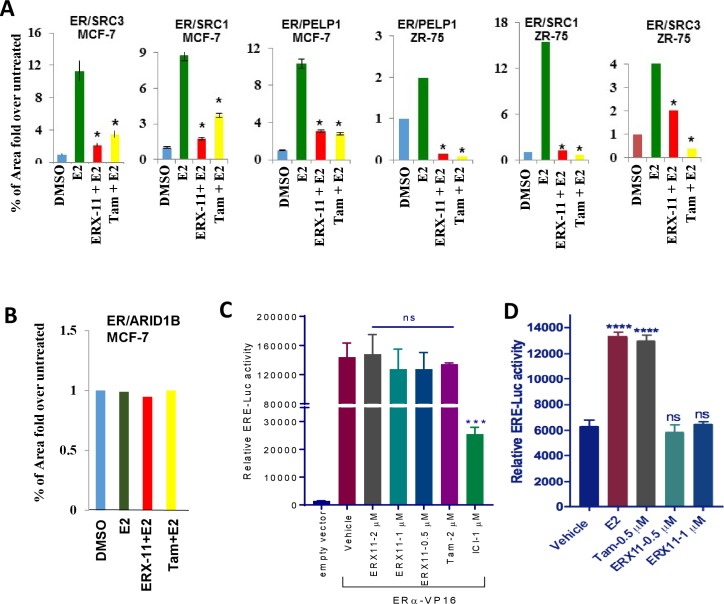
Effect of ERX-11 on inhibition of ER -coregulators interactions. (**A**) Quantification of the effect of ERX-11 on the proximity ligation between ER and PELP1 or SRC1 or SRC3 in MCF-7 and ZR-75 cells. (**B**) Quantification of the effect of ERX-11 on the proximity ligation between ER and ARID1B in MCF-7 cells. (**C**) ZR-75 cells were co-transfected with ERα-VP16 and ERE-Luc reporter constructs. After 24 hr, cells were treated with vehicle or ERX-11 or Tam or ICI and ERE-Luc activity was measured. (**D**) Ishikawa cells were transfected with ERα and ERE-Luc reporter constructs and after 24 hr treated with indicated concentrations of E2, Tam or ERX-11. After 24 hr, reporter activity was measured. **DOI:** http://dx.doi.org/10.7554/eLife.26857.011

**Figure 2—figure supplement 5.**
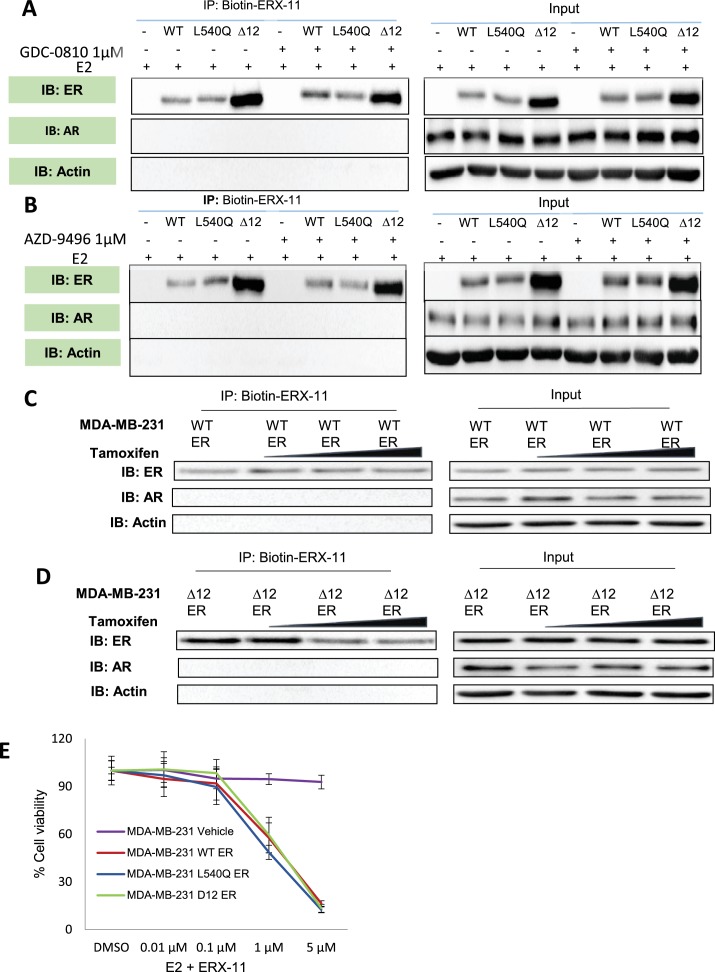
Effect of SERDs or tamoxifen on ERX-11 interactions with ER. (**A**) Effect of 1 μM of a SERD, GDC-0810, on the ability of ERX-11 to pulldown ER in MDA-MB-231 cells stably transfected with WT-ER, L540Q ER or ▲12 ER. Input is shown on the right. (**B**) Effect of 1 μM of a SERD, AZD-9496, on the ability of ERX-11 to pulldown ER in MDA-MB-231 cells stably transfected with WT-ER, L540QER or ▲12 ER. Input is shown on the right. (**C, D**) MDA-MB-231-expressing WT-ER or ▲12 ER were treated with tamoxifen 1 µM, 5 µM, 10 µM for 30 min, E2 (1 nM) for 90 min, and subjected to biotin-ERX-11 pull down followed by western blotting. (**E**) ER was introduced into ER-negative breast cancer model MDA-MB-231 by transfecting WT-ER, or L540QER, or ▲12ER and treated with ERX-11 and cell viability was measured using MTT assays. **DOI:** http://dx.doi.org/10.7554/eLife.26857.012

**Figure 2—figure supplement 6.**
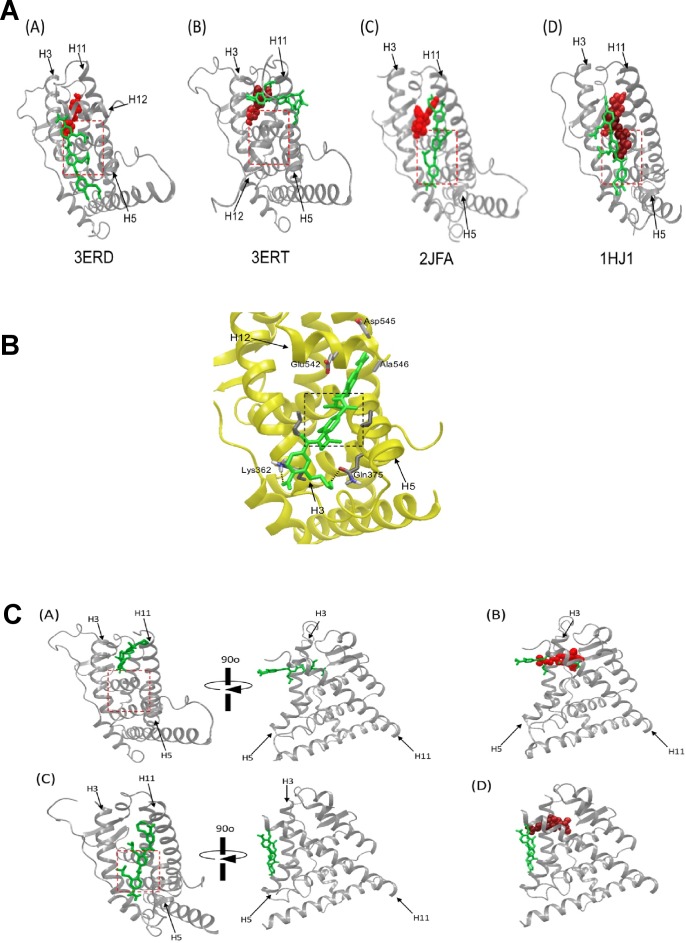
Models showing the putative interactions of ERX-11 with residues in the ER protein. (**A**) Docking studies of ERX-11 on different ER crystal structures shows that ERX-11 (green) can interact with ER, either in the presence of agonist diethylstilbesterol (red) (A: 3ERD.pdb), an antagonist, tamoxifen (red) (B: 3ERT.pdb), a corepressor peptide (red) (C: 2JFA.pdb) or a fulvestrant analog (ICI164,384) (red) (D:1HJ1). Importantly, tamoxifen displaces ERX-11 from its preferred binding site on ER to a secondary site. The AF2-binding pocket is outlined in the red dotted box. (**B**) Model showing the side chains and interactions of ERX-11 with residues in the ER protein using 1L2I.pdb structure. (**C**) Docking structure of ERX-11 on ER crystal structures of 3ERT and 5ACC with the deletion of the helix 12. (**A**) ERX-11 (green) binds to the tamoxifen-binding site, away from the AF2 domain (boxed in red). (**B**) Superimposition of ERX-11 (green) and tamoxifen (red) showing the overlap in their binding sites. (**C**) ERX-11 (green) still binds to the AF2 domain with the deletion of the helix 12 of 5ACC. (**D**) Superimposition of ERX-11 (green) and SERD (red) showing no overlap in their binding sites. **DOI:** http://dx.doi.org/10.7554/eLife.26857.013

**Figure 2—figure supplement 7.**
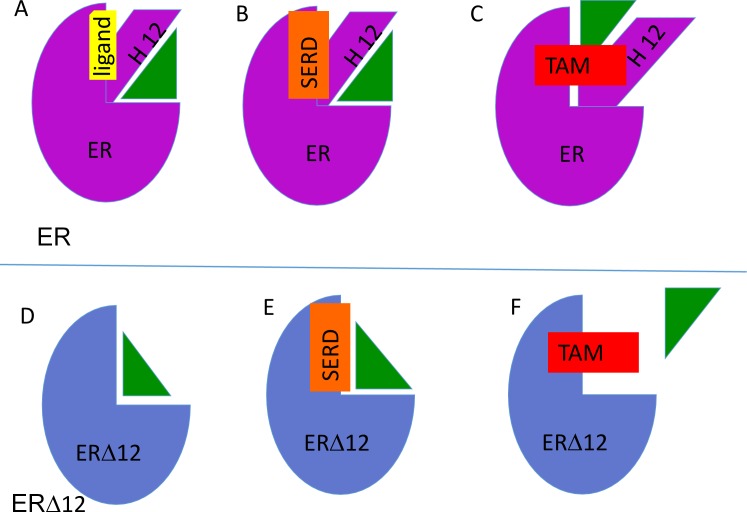
Model describing interaction between ER (purple) and ERX-11 (green) in presence of agonist (yellow) (**A**), SERD (orange) (**B**) or tamoxifen (red)(**C**). Note that in the presence of tamoxifen, ERX-11 binds to a secondary weaker affinity site on ER. Similarly, the interaction between ER▲12 (blue) and ERX-11 is modeled in the absence of agonist (**D**), SERD (**E**) or tamoxifen (**F**). Note that in the presence of tamoxifen, ERX-11 does not bind to a secondary site on ER▲12. **DOI:** http://dx.doi.org/10.7554/eLife.26857.014

**Table 1.** Top proteins pulled down by biotinylated ERX-11 in MCF-7 cells, as identified by IP-MS. The column marked E2 represents spectral counts for the protein bound to biotinylated control eluted from avidin column, under conditions of E2 stimulation. The column marked E2 +ERX-11 represents spectral counts for proteins bound to biotinylated ERX-11 eluted from an avidin column with E2 stimulation. The column marked E2 + ERX-11/E2 represents the ratio of binders. **DOI:** http://dx.doi.org/10.7554/eLife.26857.015

**Protein**	**Description**	**Length (AA)**	**Mw (Da)**	**PSMs**	**Peptide seqs**	**% Coverage**	**E2**	**E2 + ERX-11**	**E2 +** **ERX-11/E2**
P38117	ETFB_HUMAN Electron transfer flavoprotein subunit beta OS = *Homo sapiens* GN = ETFB PE = 1 SV = 3	255	37501.10	12	7	34.10	1	7.00	5.00
Q96PZ0	PUS7_HUMAN Pseudouridylate synthase seven homolog OS = *Homo sapiens* GN = PUS7 PE = 1 SV = 2	661	75186.30	20	14	26.30	1.00	7.98	10.99
O95336	6 PGL_HUMAN 6-phosphogluconolactonase OS = *Homo sapiens* GN = PGLS PE = 1 SV = 2	258	27601.60	13	8	41.50	0.99	6.00	6.04
Q8TD06	AGR3_HUMAN Anterior gradient protein three homolog OS = *Homo sapiens* GN = AGR3 PE = 1 SV = 1	166	19194.90	14	9	47.00	0.99	5.96	7.03
P18754	RCC1_HUMAN Regulator of chromosome condensation OS = *Homo sapiens* GN = RCC1 PE = 1 SV = 1	421	48241.20	27	13	55.30	1.99	11.92	7.00
O60506	HNRPQ_HUMAN Heterogeneous nuclear ribonucleoprotein Q OS = *Homo sapiens* GN = SYNCRIP PE = 1 SV = 2	623	69739.70	20	20	48.50	1.97	10.82	3.50
P03372	ESR1_HUMAN Estrogen receptor OS = *Homo sapiens* GN = ESR1 PE = 1 SV = 2	595	66335.20	36	15	30.80	1.83	9.88	5.93
E9PCR7	E9PCR7_HUMAN 2-oxoglutarate dehydrogenase, mitochondrial OS = *Homo sapiens* GN = OGDH PE = 2 SV = 1	1038	115728.00	39	25	32.80	3.98	18.88	4.00
O43488	ARK72_HUMAN Aflatoxin B1 aldehyde reductase member 2 OS = *Homo sapiens* GN = AKR7A2 PE = 1 SV = 3	359	39653.80	22	11	39.80	1.99	8.96	5.51
O95994	AGR2_HUMAN Anterior gradient protein two homolog OS = *Homo sapiens* GN = AGR2 PE = 1 SV = 1	175	22277.70	29	12	65.70	2.97	11.92	4.68
P19338	NUCL_HUMAN Nucleolin OS = *Homo sapiens* GN = NCL PE = 1 SV = 3	710	76766.50	99	35	48.00	14.00	50.98	2.43
O43148	MCES_HUMAN mRNA cap guanine-N7 methyltransferase OS = *Homo sapiens* GN = RNMT PE = 1 SV = 1	476	57831.90	16	9	29.40	1.99	6.97	3.50
Q562R1	ACTBL_HUMAN Beta-actin-like protein 2 OS = *Homo sapiens* GN = ACTBL2 PE = 1 SV = 2	376	42084.00	14	14	39.10	2.00	7.00	3.00
Q9Y5A9	YTHD2_HUMAN YTH domain family protein 2 OS = *Homo sapiens* GN = YTHDF2 PE = 1 SV = 2	579	62457.80	15	12	23.10	2.00	6.99	3.00
P16152	CBR1_HUMAN Carbonyl reductase [NADPH] 1 OS = *Homo sapiens* GN = CBR1 PE = 1 SV = 3	277	30427.90	20	11	56.70	2.99	9.98	2.33
Q9UBS4	DJB11_HUMAN DnaJ homolog subfamily B member 11 OS = *Homo sapiens* GN = DNAJB11 PE = 1 SV = 1	358	40578.70	21	12	35.20	3.00	10.00	2.67

The interaction between ER and ERX-11 within the cells was partially disrupted by high doses of tamoxifen (Figure 2D). Further, in the tamoxifen-resistant cell line, MCF-7-TamR, even high doses of tamoxifen could not disrupt the interaction between ERX-11 and ER (Figure 1—figure supplement 3E). The differences between these results and the in vitro results may be attributed to the context in which ER is presented within the cell.

Using GST-fused ER domain constructs, we validated that ERX-11 interact with the GST-AF2 domain of ER but not with the GST-AF1 or GST-DNA-binding domain of ER (Figure 2E). Further, ER-AF2 interaction with ERX-11 was disrupted by tamoxifen but not ICI (Figure 2F). These data clearly establish the interaction between ER and ERX-11 through the AF-2 domain.

### ERX-11 blocks ER interactions with coregulators

Using an unbiased approach with IPMS, we showed that ERX-11 significantly disrupted the interactions of 91 nuclear ER-binding proteins with ER in MCF-7 cells (Figure 2—figure supplement 2A), including well-characterized ER coregulators, such as SRC1, SRC3, and PELP1. Global analyses revealed that these proteins may be involved in a number of critical cellular pathways including transcription, cell cycle and regulation of cell death (Table 2). These findings were validated by IPMS studies in ZR-75 cells, which showed a significant overlap with MCF-7 cells in the coregulators disrupted by ERX-11 (Figure 2—figure supplement 2B). Of the top 10 coregulators, whose interactions with ER were negatively influenced by ERX-11, five contained LXXLL motifs with serine at i-3/4 and i+7/8 flanking position of the LXXLL motifs Table 3. Interestingly in the MDA-MB-231 TNBC model cells, we found that biotinylated ERX-11 was able to stringently interact only with a small number of proteins (n = 8) (Figure 2—figure supplement 2C).

**Table 2.** Top biological processes of coregulators, whose interactions with ER are disrupted by ERX-11 in MCF-7 cells. **DOI:** http://dx.doi.org/10.7554/eLife.26857.016

**Biology processes**	**Genes**
**RNA processing**	CD2BP2 CHERP CPSF1 CPSF2 CPSF3L CSTF3 DDX17 DDX20DDX23 DHX15 DHX9 DKC1 GEMIN5 HNRNPA3 HNRNPK HNRNPLL HNRNPLL HNRNPR INTS2 INTS4 INTS5 NCBP1 PCF11 POLR2A PPP2R1A PRPF31 PRPF40a PUF60 RBM10 RBM14 SART1 SF1 SF3A3 SF3B1 SF3B3 Sfrs15 SKIV2L2 SMC1A SRRM1 SSB SYNCRIP THOC2 TRNT1 U2AF2 XRN2 ZCCHC8
**Transcription**	ADNP CCNL1 CSDA CTNND2 DIDO1 DMAP1 EIF2S2 ERCC2 FOXA1 GTF2I GTF3C1 GTF3C KDM3B KDM5B LRPPRC MCM2 MED1 MED24 NCOA3 PELP1 POLR2A POLR3C PSIP1 PUF60 RBM14 RFX1 SAP130 SF1 SMARCA2 SMARCA4 SMARCC2 SMARCD2 THRAP3 Th1l TRIM33 UHRF1 XRN2 ZBTB7A ZMYM2 ZNF217 ZNF512B
**Protein transport, protein localization**	AP2A2 CLTC COG1 COG3 COG5 COG8 COPB1 COPB2 COPG2 CSE1L EXOC2 EXOC3 EXOC4 EXOC5 EXOC8 IPO4 KPNA4 KPNB1 NUP153 NUP155 NUP93 RANBP2 SEC16A SEC23A SEC24B SEC24C SRP72 STXBP2 TNPO1 TRAM1 TRNT1 VCP VPS11 VPS18 VPS39
**RNA splicing**	CD2BP2 CPSF1 CPSF2 CSTF3 DDX20 DDX23 DHX15 DHX9 GEMIN5 HNRNPA3 HNRNPL HNRNPR LUC7L3 NCBP1 PCF11 POLR2A PPP2R1A PRPF31 PRPF40A PUF60 RBM10 SART1 SF1 SF3A3 SF3B1 SF3B3 SKIV2L2 SMC1A SRRM1 SYNCRIP THOC2 U2AF2 ZCCHC8
**Macromolecular complex subunit organization**	CSE1L DARS DDX20 DDX23 EPRS ERCC2 FKBP4 GEMIN5 GTF2I GTF3C4 HSP90AA1 IPO4 KPNB1 LONP1 MCM2 MED1 MED24 NCBP1 PFKL PFKM PFKP POLR2A PPP2R1A PREX1 PRPF31 SF1 SF3A3 SF3B3 THRAP3 TNPO1 TUBA1B TUBB VCP XRN2
**Cell cycle**	CUL1 CUL2 CUL3 CUL4B Dmc1 DNM2 DYNC1H1 EIF4G2 LIG3 MCM2 MRE11A NUMA1 PDS5B PHGDH PPP3CA PSMC1 PSMC4 PSMD3 PSMD5 RAD50 SART1 SF1 SMC1A SMC3 SMC4 TUBB UHRF1
**Chromosome organization**	PDS5B KDM5B RBM14 RAD50 MRE11A CHD1L DMAP1 DKC1 EP400 KDM3B MCM2 SAP130 SMC1A SMC3 SMC4 SMCHD1 SMARCA2 SMARCA4 SMARCC2 SMARCD2
**Regulation of cell death**	ACTN1 ADNP CSDA CUL1 CUL2 CUL3 DDX20 DNM2 ERCC2 PPP2R1A PREX1 SART1 SCRIB TUBB UACA VCP

**Table 3.** Selected pathways modulated by ERX-11 treatment. Differentially expressed genes were subjected to pathway analysis using IPA software and the selected top canonical pathways modulated by ERX-11 are shown. This data is related to Figure 3. **DOI:** http://dx.doi.org/10.7554/eLife.26857.017

**Pathway**	**p-Value**	**Ratio**	**Genes**
Retinoic-acid-Mediated Apoptosis Signaling	2.44E + 00	1.25E-01	PARP12,ZC3HAV1,TNFSF10,PARP9,PARP14,CRABP2,RARG,CRABP1
ERK/MAPK Signaling	1.77E + 00	7.49E-02	SRC,MKNK2,PLA2G4F,DUSP2,BAD,ELF5,PPM1J,PPP1R14B,STAT1,RAC3,ELF4,PPP2R1A,RRAS,RPS6KA4
Cyclins and Cell Cycle Regulation	1.46E + 00	8.97E-02	HDAC5,TGFB1,PPM1J,PPP2R1A,E2F1,HDAC11,HDAC7
Death Receptor Signaling	1.53E + 00	8.70E-02	PARP12,ACTG1,ZC3HAV1,LIMK1,TNFSF10,PARP9,PARP14,BIRC3
Inhibition of Matrix Metalloproteases	2.40E + 00	1.54E-01	HSPG2,MMP10,TIMP1,MMP13,MMP15,SDC1
Estrogen Receptor Signaling	1.19E + 00	7.09E-02	KAT2B,ERCC2,SRC,G6PC3,TAF6,MED24,TAF6L,RRAS,MED15
Breast Cancer Regulation by Stathmin1	4.63E-01	4.71E-02	ADCY1,ARHGEF19,PPM1J,PPP1R14B,LIMK1,PPP2R1A,E2F1,TUBA4A,RRAS

In MCF-7 cells, a majority of ER-binding proteins disrupted by ERX-11 were also blocked by tamoxifen (55/88 proteins or 62.5%) (Figure 2G and Figure 2—figure supplement 3). Importantly, a significant number of ER-binding proteins were disrupted by ERX-11 but not tamoxifen (33/88 or 37.5%) (Figure 2G and Figure 2—figure supplement 3). The combination of tamoxifen and ERX-11 had significant overlap with ERX-11 in its ability to block ER-binding proteins (Figure 2—figure supplement 3).

Co-immunoprecipitation studies validated that endogenous complexes containing ER and coregulator PELP1 do form in MCF-7 cells and that ERX-11 disrupts the formation of these complexes (Figure 2H). Proximity ligation assays confirmed the disruption of the endogenous interaction between ER and several coregulators including PELP1, SRC1 and SRC3 (Figure 2I, quantitation in Figure 2—figure supplement 4A). In contrast, ERX-11 has no effect on ER interaction with ARID1B (Figure 2I, quantitation in Figure 2—figure supplement 4B). Using an in vivo structural complementation NanoBiT assay, we found that the direct interaction between ER and PELP1 was enhanced by E2 treatment and that ERX-11 significantly reduced the interaction between ER and PELP1 (Figure 2J).

To confirm the specificity of ERX-11 for the ER AF-2 domain, we demonstrated using reporter-based assays, that ERX-11 failed to reduce the ERE-Luc reporter activity driven by a ERα-VP16 chimera that does not require AF-2 (Figure 2—figure supplement 4C). As expected, tamoxifen, did not affect the ERα-VP16 chimera-induced reporter activity, while ICI reduced the ERE-Luc reporter activity. Evaluation with an endometrial cancer cell line Ishikawa, which exhibits agonist activity via AF1, revealed that ERX-11 lacks AF1 agonist activity (Figure 2—figure supplement 4D). Collectively, these results confirm that the ERX-11 block signaling driven by functional AF2 domain but not by AF1 domain.

We then specifically evaluated whether interactions through the ER LXXLL motif was responsible for ERX-11 activity. Biotinylated ERX-11 was able to pull down both the wild-type ER and the L540Q point mutant ER (which retains E2 binding and does not interact with SRC1) and these interactions were not affected by tamoxifen (Figure 2K). Using ER L540Q point mutant, we showed that the mutant ER still interacts with biotinylated ERX-11 (Figure 2K). Interestingly, the ERX-11 binds strongly to ER▲12 mutant (helix 12 deleted ER) and this binding is blocked efficiently by tamoxifen (Figure 2K). These data suggest that the presence of helix 12 may regulate the conformation of the binding pocket and account for differences in the binding of ERX-11 and tamoxifen to ER. Our data would suggest that removal of helix 12 enables access of ERX-11 to the same binding pocket as tamoxifen and may reflect the in vitro data, where tamoxifen and ERX-11 compete efficiently for ER binding. In contrast, neither GDC-0810 nor AZD-9496 were able to block ERX-11 binding to ER or its mutants, suggesting that their binding to ER occurs through distinct pockets (Figure 2—figure supplement 5A and B).

In competition assays, tamoxifen fails to dislodge ERX-11 from ER (Figure 2—figure supplement 5C, Figure 1—figure supplement 3E). Increasing concentrations of tamoxifen is only able to dislodge ERX-11 from ER▲12 mutant at higher concentrations, suggesting that ERX-11 interaction with ER is through a second binding site (Figure 2—figure supplement 5D).

Further, using an ER restoration model, MTT cell viability assays revealed that introduction of either ER, ER▲12 or ER-L540Q into MDA-MB-231 cells, restored ERX-11 growth inhibitory activity in non-responsive MDA-MB-231 cells. These results further underscore the importance of ER in ERX-11 mode of action (Figure 2—figure supplement 5E).

### Docking simulations model ERX-11 binding to ER

We have modeled ERX-11 interaction with ER using docking simulations of ERX-11 using known crystal structures (Figure 2—figure supplement 6). In the agonist-bound conformation (3ERD.pdb), helix 12 is relocated and forms a hydrophobic cleft (i.e. AF2-binding site) that is surrounded by helices 3, 4, 5 and 12: ERX-11 can be modeled to make hydrophobic contact with the AF2 site with its two isobutyl side chain groups (Figure 2—figure supplement 6A(A)). In addition, the hydroxyl group of ERX-11 may interact with a residue near AF2 domain. These data suggest that ERX-11 interacts with ER LBD differently than the agonist.

In the antagonist-bound conformation (3ERT.pdb), 4-hydroxytamoxifen induces conformational change and makes helix 12 occupy the AF2-binding site, blocking both coactivator and corepressor binding: here, ERX-11 may interact with an alternate pocket formed by helices 5, 11 and 12, as shown in the Figure 2—figure supplement 6A(B). These data could explain why the interaction between ERX-11 and purified ER could be blocked by tamoxifen. However, in a cellular context, tamoxifen cannot block ERX-11 binding to ER suggesting that the secondary binding site of ERX-11 on ER may be stabilized by coregulators. Docking simulation of ERX-11 on human ERα with affinity-tagged corepressor peptide (Figure 2—figure supplement 6A(C))(2JFA.pdb) or rat ERβ crystal structure with ICI bound (Figure 2—figure supplement 6A(D))(1HJ1.pdb) showed that ERX-11 can still bind to the AF2 domain, in a similar manner as it does when the ligand is bound. These data further support our biochemical findings that ICI does not block ERX-11 interaction with ER.

Detailed evaluation showed that (1L2I.pdb) two isobutyl groups of ERX-11 may dock into the AF2 binding site (black dashed box) (Figure 2—figure supplement 6B). The hydroxyl group of ERX-11 may interact with Gln375 of the helix five through a hydrogen bond. The carboxamide group of ERX-11 was docked into a pocket formed with Gln542, Asp545 and Ala546 on the helix 12. Additional docking experiment on ER crystal structures without helix 12 (3ERT.pdb and 5ACC.pdb) showed that ERX-11 was found to bind to the tamoxifen-binding site in the ER▲12 (Figure 2—figure supplement 6C(A)). The superimposition of tamoxifen (red) and ERX-11 (green) clearly shows the overlap of their binding sites (3ERT.pdb) (Figure 2—figure supplement 6C(B)). This may explain our experimental results showing the competition of tamoxifen with ERX-11 on ER▲12. In the presence of SERDs, ERX-11 can bind to the AF2 domain (Figure 2—figure supplement 6C(C), which do not overlap with the binding site of SERDs (Figure 2—figure supplement 6C(D)) (5ACC.pdb). A model to explain the potential interactions between ER and ERX-11 or between ER▲12 mutant and ERX-11 in the absence or presence of agonist, SERDs or tamoxifen is included (Figure 2—figure supplement 7).

### ERX-11 blocks ER-driven breast cancer signaling pathways

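ZR-75 cells, an established ER-positive human breast cancer line, were treated with vehicle or with ERX-11 for 48 hr, and total RNA was sequenced as single-end reads. The files analysed here hold 2 vehicle and 2 ERX-11 samples. The sample labels state that E2 was present in both groups, and no sample without E2 is in the files. The authors aligned the reads to the hg19 genome with TopHat, counted the reads on each gene with HTSeq, and deposited 1 table of raw counts by gene symbol for each sample, without normalization. The total count on genes was 22447375 and 20712491 in vehicle replicates 1 and 2, and 17781317 and 23276478 in ERX-11 replicates 1 and 2. Alignments of reads to more than 1 place made up 37.6% of the lines the counter tallied in both vehicle samples and 37.6% and 38.6% in the ERX-11 samples. Such a read may be tallied more than once. Reads of this kind were not assigned to any gene, so genes with near-identical copies are counted low. Reads that fell on no annotated gene made up 14.57% of the tallied lines in ERX-11 replicate 1 (95% Wilson confidence interval 14.56 to 14.58). The share was 7.18%, 7.29% and 7.10% in vehicle replicate 1, vehicle replicate 2 and ERX-11 replicate 2. Among reads aligned to 1 place it was 23.3% in ERX-11 replicate 1 and 11.5%, 11.7% and 11.6% in the others, in the same order. The replicates were separate libraries by their counts. A chi-square comparison over genes gave 9.33 per degree of freedom between the vehicle replicates and 11.37 between the ERX-11 replicates, where sampling noise alone gives about 1, against 23.3 and 87.3 between vehicle and ERX-11 samples of the same number.

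The counts were tested with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, which kept 13321 genes. The threshold followed the cutoffs of the paper, with a Benjamini-Hochberg adjusted p under 0.01 and a fold change of at least 1.5 either way. The original DESeq used by the authors was not run, and DESeq2 was an alternative. Exon positions on GRCh37, which has the same chromosome sequences as hg19 apart from the mitochondrial one, gave the GC content of 11465 of the tested genes (86.1%). The log2 fold change between ERX-11 and vehicle fell as GC content rose, with a Spearman correlation of -0.78 across genes. In 10 groups of genes of equal size ordered by GC content, the median log2 fold change went from 0.30 in the group with the lowest GC content to -0.80 in the group with the highest. The same comparison between the replicates of one condition gave a Spearman correlation of 0.63 for vehicle replicate 2 against replicate 1 and -0.61 for ERX-11 replicate 2 against replicate 1. With gene-wise offsets that remove the trend on GC content and length within each sample, the Spearman correlation across the same genes was -0.04. Such offsets also remove any treatment effect that itself follows GC content.

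**Figure D1:**
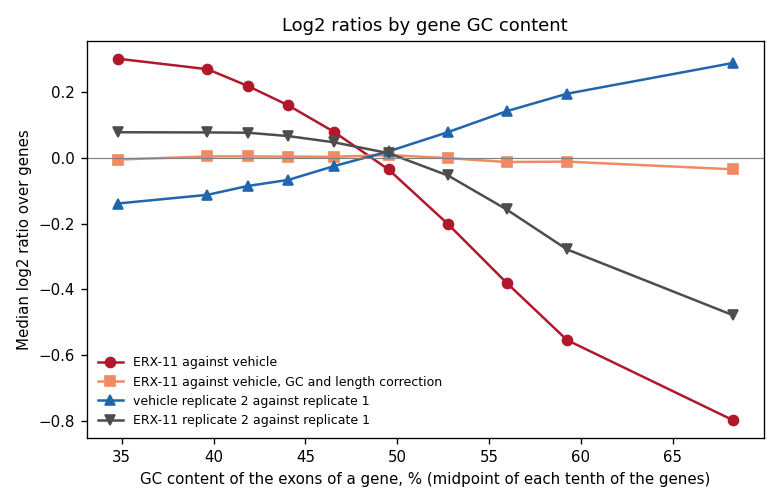
Median log2 ratio of counts (vertical axis) in 10 groups of genes of equal size ordered by the GC content of their exons (horizontal axis, percent). Lines show ERX-11 against vehicle before and after the GC and length correction, and replicate 2 against replicate 1 within vehicle and within ERX-11. The ERX-11 against vehicle line runs from 0.30 to -0.80 before the correction, and the replicate lines run from -0.14 to 0.29 in vehicle and from 0.08 to -0.48 in ERX-11.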

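ERX-11 changed 106 of the 13321 tested genes past the threshold (edgeR's quasi-likelihood test, adjusted p under 0.01 and a fold change of at least 1.5). In each of these genes both ERX-11 samples lay on the same side of both vehicle samples. The smallest adjusted p was 1.9e-06. The count depended on where the threshold lay, since a further 664 genes with a fold change of at least 1.5 had an adjusted p between 0.01 and 0.02, and 543 of these were down-regulated. With the replicate number as a block in the model the count was 1503, with DESeq2 it was 1087, and without ERX-11 replicate 1 it was 2442, the largest of all settings. The fit without ERX-11 replicate 1 keeps 1 ERX-11 sample, the one whose counts fell more with GC content. The pairing behind the block is taken from the replicate numbers in the labels. Samples with the same number did not deviate together, since the change from replicate 1 to replicate 2 in vehicle and that in ERX-11 had a correlation of -0.34 across 13321 genes, which are not independent replicates. The files hold no samples without E2, so whether a changed gene is E2-regulated was not analysed here.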

RNA-seq analyses revealed that ERX-11 altered the expression of 880 E2-regulated genes (p<0.01) in ZR-75 cells compared to vehicle control (Figure 3A). 

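At an adjusted p under 0.01 and a fold change of at least 1.5, ERX-11 down-regulated 21 genes and up-regulated 85 (edgeR's quasi-likelihood test). At an adjusted p under 0.05 the counts were 1641 down-regulated and 321 up-regulated, with DESeq2 903 and 184, and with the replicate block 1288 and 215. With the GC and length correction 128 genes were down-regulated and 155 up-regulated, and 67 of those 128 had symbols that found no GC value and so received no correction. Leaving out one sample moved the number of down-regulated genes most, from 0 without vehicle replicate 2 to 2131 without ERX-11 replicate 1.

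Among genes past the threshold, the smallest adjusted p in the upward direction belonged to IFIT1, on chromosome 10 of GRCh37 from 91152303 to 91166244. Its normalized count was 4.64 ± 0.19 CPM (edgeR's counts relative to library size; SD, n = 2) in vehicle and 300 ± 18 (SD, n = 2) in ERX-11, a log2 fold change of 6.01 (standard error 0.11, adjusted p = 1.9e-06 from edgeR). OAS2 had a log2 fold change of 5.00 (adjusted p = 4.3e-06), DDX60 of 4.64 (adjusted p = 9.4e-06), OAS1 of 3.41 (adjusted p = 9.4e-06) and IFI6 of 4.28 (adjusted p = 1.7e-05). In the downward direction, ATP5G2 went from 336.0 ± 1.4 CPM (SD, n = 2) to 196 ± 11 (SD, n = 2), a log2 fold change of -0.78 (standard error 0.07, adjusted p = 0.0040). ATP5G2 belongs to a family of similar genes, and reads shared with a copy would be left uncounted. C17orf61 had a log2 fold change of -1.01, RAPGEFL1 of -0.96, CHAC1 (chromosome 15, 41245160 to 41248710) of -2.81 and C1QTNF6 of -1.57, with adjusted p from 0.0045 to 0.0059. With the GC and length correction the log2 fold change of RAPGEFL1 was -0.47 and that of CHAC1 -2.09. ATP5G2 and C17orf61 had no GC value and kept their values.

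**Figure D2:**
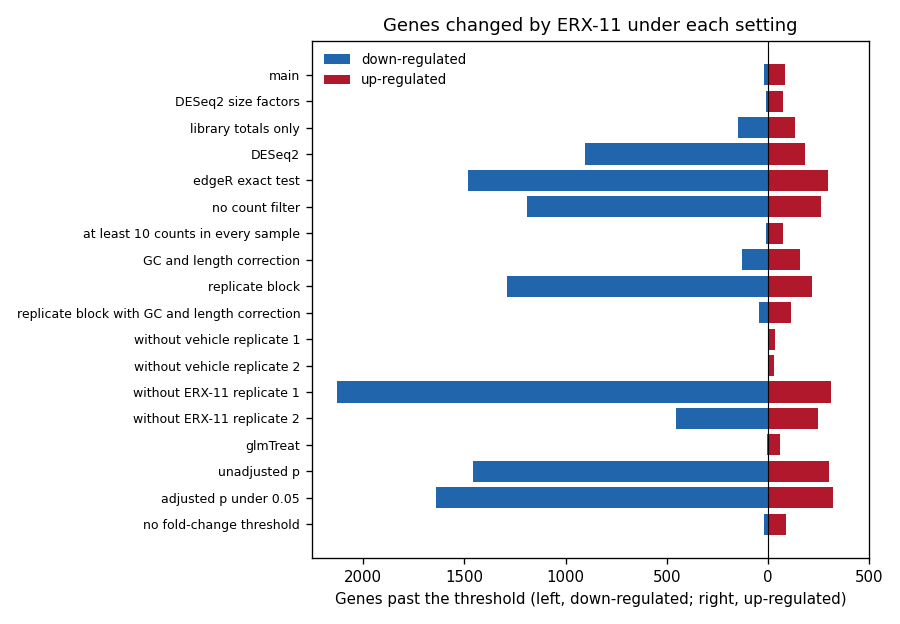
Number of genes past the threshold that were down-regulated (bars to the left) and up-regulated (bars to the right) by ERX-11, under the main setting and each alternative. The down-regulated bar ranges from 0 to 2131 genes and the up-regulated bar from 27 to 321.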

Using stringent cutoffs (p<0.01 and RPKM FC > 1.5), ERX-11 down-regulated more genes (669) than upregulated (211) as evidenced by the volcano plot (Figure 3—figure supplement 1A and B) (complete list at GEO database, accession number GSE75664). RT-qPCR analyses validated the expression of the top down-regulated (Figure 3B and Figure 3—figure supplement 1C) and up-regulated genes (Figure 3H). 

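The genes of the RT-qPCR panels had the following RNA-seq values in the same cell line at 48 hr. Of the 13 genes plotted as down-regulated, 12 had a negative log2 fold change in the counts, and none of the 13 passed an adjusted p of 0.01 in edgeR's quasi-likelihood test. Both ERX-11 samples lay below both vehicle samples for each of the 12 except TFF1, where ERX-11 replicate 1 (6851 CPM) lay above vehicle replicate 1 (6835 CPM). The 10 genes of Figure 3—figure supplement 1C had log2 fold changes from -1.34 to -0.61 with adjusted p from 0.011 to 0.017. RCOR2, on chromosome 11 from 63678702 to 63684636 of GRCh37, went from 6.86 ± 0.61 CPM (SD, n = 2) in vehicle to 2.73 ± 0.43 (SD, n = 2) in ERX-11, a log2 fold change of -1.34 (standard error 0.18, adjusted p = 0.012). SRC, on chromosome 20 from 35973088 to 36034453, went from 13.4 ± 1.5 CPM to 7.1 ± 1.2 (SD, n = 2 each), a log2 fold change of -0.93 (standard error 0.17, adjusted p = 0.017). DKK1, on chromosome 10 from 54074041 to 54077802, went from 31.6 ± 1.6 CPM to 17.2 ± 0.9 (SD, n = 2 each), a log2 fold change of -0.88 (standard error 0.12, adjusted p = 0.011). CCND1, on chromosome 11 from 69455924 to 69469242, fell from 739 ± 17 CPM to 524 ± 15 (SD, n = 2 each), a log2 fold change of -0.50 (standard error 0.07, adjusted p = 0.012). The change in TFF1, from 7724 ± 1257 to 6052 ± 1130 CPM (SD, n = 2 each), was of the size of the spread between replicates (log2 fold change -0.35, adjusted p = 0.11). PGR was 253 ± 9 CPM in vehicle and 280 ± 15 in ERX-11 (SD, n = 2 each; log2 fold change 0.15, adjusted p = 0.16).

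Of the genes of Figure 3H, XAF1 and IFI6 passed the threshold upward, and ELF5 and TNFSF10 had adjusted p of 0.012 and 0.014. Among the 13 genes plotted as down-regulated, 10 passed the threshold downward with DESeq2, with the replicate block and at an adjusted p under 0.05. With the GC and length correction 1 of the 13 passed, DKK1, and the log2 fold change of MMP15 moved from -0.94 to -0.11 and that of E2F1 from -0.61 to 0.05.

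**Figure D3:**
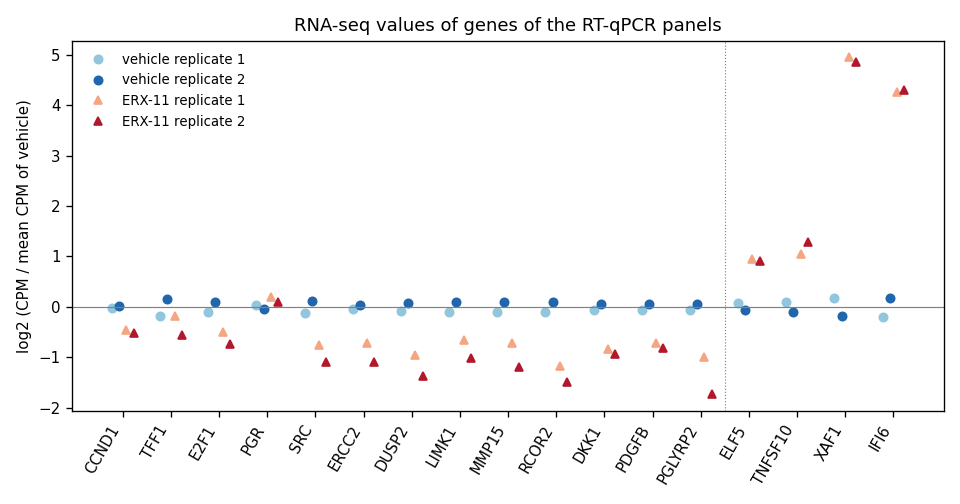
RNA-seq value of genes of the RT-qPCR panels in each of the 4 samples, as the log2 of its CPM over the mean CPM of the vehicle samples. Circles are vehicle and triangles ERX-11 samples, and the dotted line separates the 13 genes plotted as down-regulated by RT-qPCR from genes plotted as up-regulated. On the left, both ERX-11 samples lie below both vehicle samples for every gene but TFF1, where they overlap, and PGR, where they lie above, and on the right they lie above for every gene drawn.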

Gene set enrichment analysis (GSEA) confirmed the correlation between ERX-11–regulated genes and both the tamoxifen-responsive and E2-responsive genes set (Figure 3C and D). 

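The tamoxifen-responsive and E2-responsive gene sets are not in the files analysed here, so the enrichment itself was not recomputed. Among the genes that the paper measured by RT-qPCR in Figure 3B, CCND1 had a log2 fold change of -0.50 (standard error 0.07, adjusted p = 0.012 from edgeR's quasi-likelihood test), between -0.52 and -0.45 when each sample was left out in turn. TFF1, on chromosome 21 of GRCh37 from 43782391 to 43786644, had a log2 fold change of -0.35 (standard error 0.15, adjusted p = 0.11), between -0.55 and -0.16 with a sample left out. PGR, on chromosome 11 from 100900355 to 101000544, had a log2 fold change of 0.15 (standard error 0.08, adjusted p = 0.16). E2F1, a gene of Figure 3—figure supplement 1C on chromosome 20 from 32263283 to 32274191, went from 112 ± 12 to 73 ± 8 CPM (SD, n = 2 each), a log2 fold change of -0.61 (adjusted p = 0.017). With the replicate block in the model the adjusted p was 0.0036 for CCND1, 0.059 for TFF1, 0.39 for PGR and 0.0025 for E2F1. The GC and length correction moved E2F1 most, to 0.05 (adjusted p = 0.58), TFF1 to 0.16 (adjusted p = 0.069) and PGR to -0.10 (adjusted p = 0.35). From the GSEA, the paper concludes that ERX-11-regulated genes correlate with both gene sets.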

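Membership of the early and late estrogen response sets and of the ER motif sets is not in the files analysed here. ER target genes that the paper itself examines at the promoter (Figure 4E) had the following values in the RNA-seq. Figure 4E measures ER recruitment in MCF-7 cells treated with E2 for 2 hr, whereas the RNA-seq is of ZR-75 cells at 48 hr. The RNA-seq values therefore do not test that panel. GREB1, on chromosome 2 of GRCh37 from 11622467 to 11782914, was counted at 1771 ± 34 CPM (SD, n = 2) in vehicle and 1390 ± 56 (SD, n = 2) in ERX-11, a log2 fold change of -0.35 (standard error 0.07, adjusted p = 0.019 from edgeR's quasi-likelihood test). CTSD, on chromosome 11 from 1773982 to 1785803, had 2122 ± 253 and 1368 ± 475 CPM (SD, n = 2 each), a log2 fold change of -0.63 (standard error 0.21, adjusted p = 0.058). MYC, on chromosome 8 from 128747680 to 128755197, had 82 ± 6 and 74 ± 6 CPM (SD, n = 2 each), a log2 fold change of -0.14 (standard error 0.10, adjusted p = 0.27), a difference similar in size to the spread between replicates. None of the 5 target genes of Figure 4E passed the threshold in the main fit, and 1, CTSD, passed with the replicate block (log2 fold change -0.67, adjusted p = 0.0016). Correcting for GC content and length left GREB1 at -0.14 and CTSD at 0.11. From the GSEA plots, the paper reports a correlation of ERX-11-regulated genes with these signatures.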

In addition, ERX-11-regulated genes correlated well with signatures of early and late response E2 targets as well as genes driven by consensus ER motifs (Figure 3E and F).

**Figure 3.**
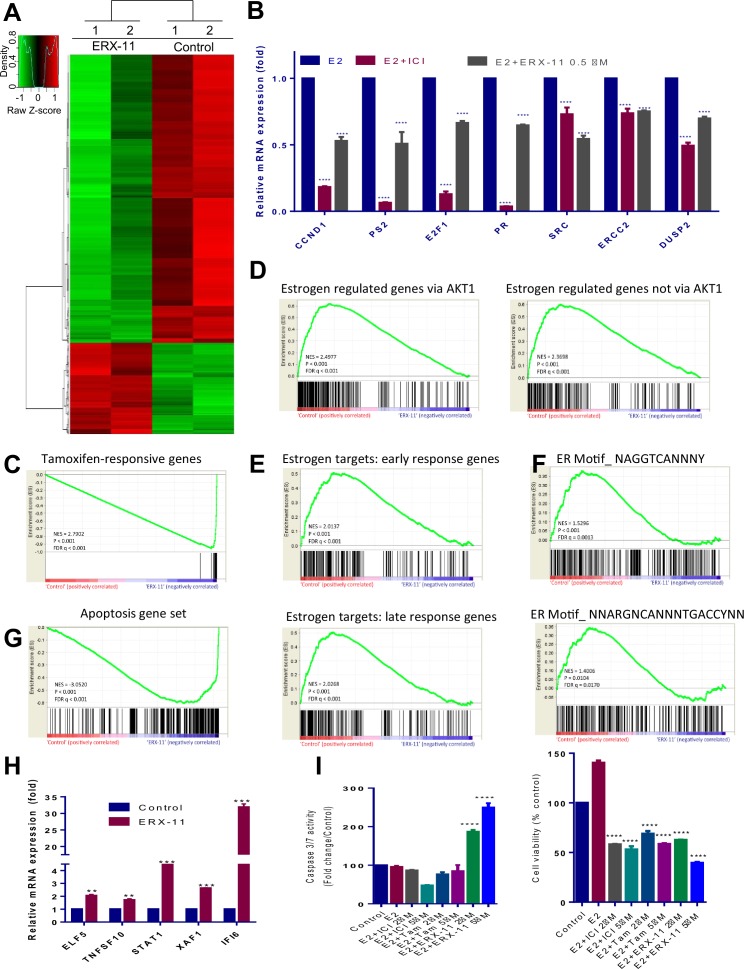
ERX-11 globally disrupts ER-mediated transcriptome. Total RNA was isolated from the ZR-75 cells that were treated with either vehicle or ERX-11 for 48 hr and subjected to RNA sequencing. The heat map of differentially expressed genes between vehicle and ERX-11 is shown (**A**). ZR-75 cells were treated with either vehicle or ERX-11 for 48 hr, and the selective genes representing each pathway were validated using RTqPCR (**B**). Gene set enrichment analysis (GSEA) testing correlation between ERX-11–regulated gene and both the tamoxifen-responsive (M3283) and estradiol-responsive genes set (M2234 and M2230) (**C, D**). GSEA analysis testing the correlation of ERX-11-regulated genes with signatures of early (M5906) and late (M5907) response estrogen targets as well as genes driven by consensus ER motifs (M17968 and M6101) (**E, F**). GSEA analysis of correlation of ERX-11 regulated gene set with an apoptotic gene set (M15912) (**G**). ERX-11 upregulated apoptotic genes were validated by RT-qPCR analyses (**H**). Data are represented as mean ±SEM. **p<0.01; ***p<0.001. Effect of indicated doses of Tam, ICI and ERX-11 on cell viability (CellTiter-Gloassay, Promega) and caspase3/7 activity (Caspase-Glo 3/7 Assay, Promega) in ZR-75cells (**I**). Data shown are the means of ±SEM performed in triplicate wells. ****p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.26857.018

**Figure 3—figure supplement 1.**
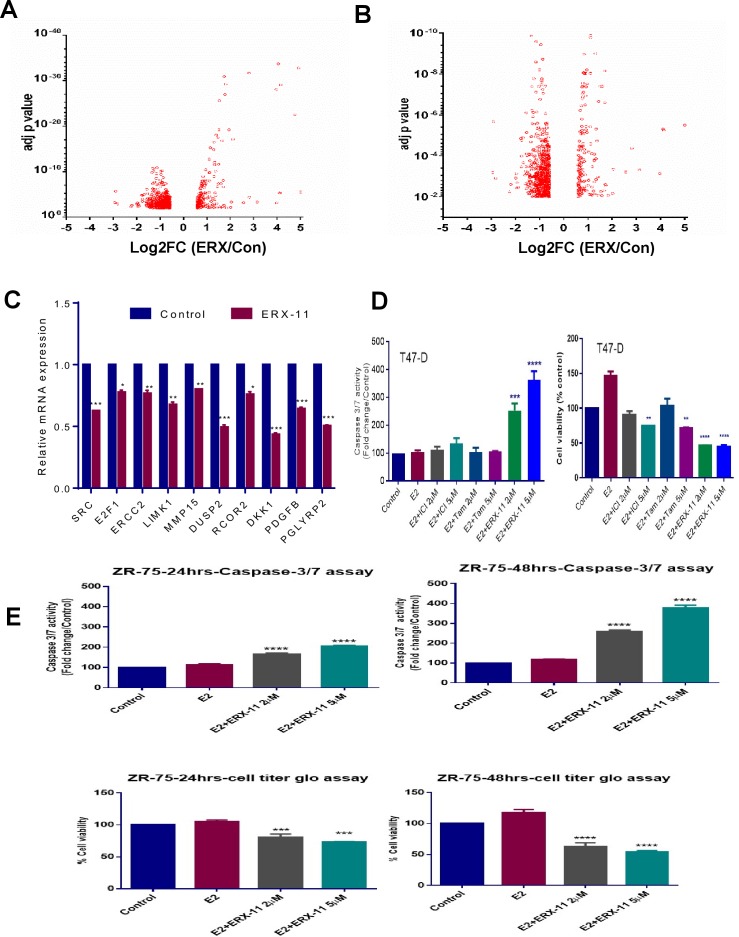
ERX-11 treatment has potential to promote apoptosis. (**A**) Volcano plot of statistical significance (adjusted p value) against RPKM fold-change (FC) between vehicle and ERX-11 treated ZR-75 cells. Only significantly changed genes (p<0.01 and FC > 1.5) were shown in the graph. (**B**) Panel B shows the volcano plot in more detail. (**C**) RT-qPCR validation of the expression of some of the top down regulated genes by ERX-11 treatment (*p<0.05; **p<0.01; ***p<0.001). (**D**) Effect of indicated doses of Tam, ICI, ERX-11 on cell viability (right panel) and caspase 3/7 activity (Caspase-Glo 3/7 Assay, Promega) in T-47D cells (left panel). (**E**) Effect of ERX-11 treatment (24 hr, 48 hr) on cell viability (bottom panel) and caspase 3/7 activity in ZR-75 cells (upper panel).p<1***p<0.001****p<0.0001). **DOI:** http://dx.doi.org/10.7554/eLife.26857.019

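The pathway scores come from IPA software and were not recomputed. The counts of the genes that Table 3 lists for each pathway were examined instead. The paper drew these genes from those it called changed in this same RNA-seq. Their separation and direction here largely repeat that choice and are no independent evidence for a pathway. All 46 distinct genes of the table were tested, and in each of them both ERX-11 samples lay on the same side of both vehicle samples. 35 were lower and 11 higher with ERX-11, with adjusted p from 3.1e-05 to 0.024 in edgeR's quasi-likelihood test. 5 passed an adjusted p of 0.01, all upward, with the smallest adjusted p in PARP9, while at an adjusted p under 0.05 all 46 passed. Of the 9 genes listed for estrogen receptor signaling, 8 were lower, with RRAS lowest at a log2 fold change of -1.06 (standard error 0.23, adjusted p = 0.022), and KAT2B was higher at 0.71 (standard error 0.11, adjusted p = 0.015). All 9 genes listed for breast cancer regulation by stathmin1 were lower, from -1.17 for ARHGEF19 to -0.61 for E2F1. All 7 genes of cyclins and cell cycle regulation were lower, from -0.91 for HDAC11 (standard error 0.11, adjusted p = 0.010) to -0.61. In ERK/MAPK signaling 12 genes were lower, with DUSP2 lowest at -1.15 (standard error 0.19, adjusted p = 0.015), and ELF5 was higher at 0.92. The median GC content of the 46 genes was 58.5%. With the GC and length correction, 0 of the 35 lower genes and 8 of the 11 higher genes passed the threshold, 5 of the 35 had a log2 fold change above 0, and the median over the 46 genes moved from -0.74 to -0.14. With the replicate block, 32 lower and 11 higher genes passed. From the pathways assigned to its changed genes, the paper concludes that ERX-11 lowers ER, breast cancer, cell cycle and MAPK signaling genes.

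**Figure D4:**
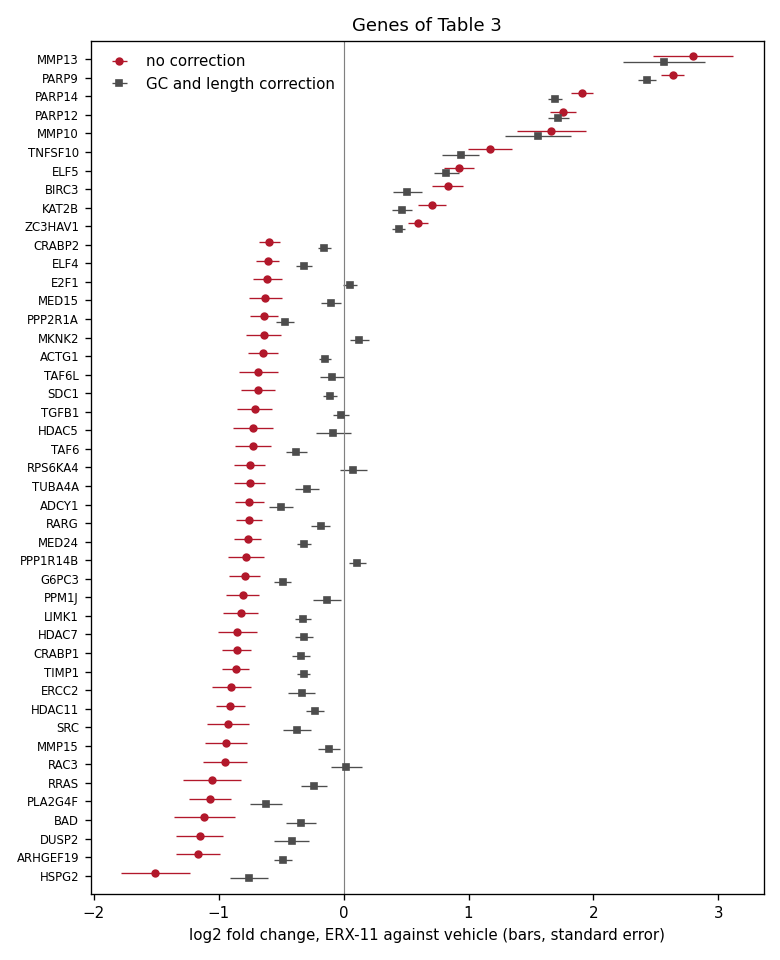
Log2 fold change of ERX-11 against vehicle (horizontal axis, bars are standard errors) of genes of Table 3, without correction (circles) and with the GC and length correction (squares). The higher genes stay above 0 after the correction, and 30 of the 35 lower genes stay below 0, closer to it, while 5 cross it.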

Ingenuity pathway analysis (IPA) revealed that ERX-11 significantly down-regulated genes involved in ER-signaling, breast cancer, cell cycle, and MAPK signaling (Table 3). ERX-11 upregulated gene set positively correlated with apoptotic genes, on GSEA analyses (Figure 3G). 

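The apoptotic gene set is not in the files analysed here, and its enrichment was not recomputed. The following 4 genes, which the paper measured by RT-qPCR as apoptotic genes (Figure 3H), were higher in both ERX-11 samples than in both vehicle samples. XAF1, on chromosome 17 of GRCh37 from 6658766 to 6678966, rose from 0.28 ± 0.05 CPM (SD, n = 2) in vehicle to 8.3 ± 0.4 (SD, n = 2) in ERX-11, a log2 fold change of 4.86 (standard error 0.24, adjusted p = 9.7e-05 from edgeR's quasi-likelihood test). IFI6, on chromosome 1 from 27992575 to 27998723, rose from 25 ± 5 to 492 ± 10 CPM (SD, n = 2 each), a log2 fold change of 4.28 (standard error 0.13, adjusted p = 1.7e-05). TNFSF10, which encodes the death receptor ligand TRAIL, lies on chromosome 3 from 172223298 to 172241265 and rose from 3.1 ± 0.3 to 7.0 ± 0.8 CPM (SD, n = 2 each), a log2 fold change of 1.17 (standard error 0.17, adjusted p = 0.014). ELF5, on chromosome 11 from 34500338 to 34546740, rose from 13.5 ± 0.9 to 25.7 ± 0.5 CPM (SD, n = 2 each), a log2 fold change of 0.92 (standard error 0.12, adjusted p = 0.012). These genes moved little with the processing, and the largest shift was that of IFI6 to 4.80 under the GC and length correction. With the replicate block these 4 passed the threshold. XAF1, IFI6 and TNFSF10 are also on a hand-written list of interferon-stimulated genes, and ELF5 is not. From the GSEA, the paper concludes that the up-regulated gene set correlates positively with apoptotic genes.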

Importantly, ERX-11 but not tamoxifen or ICI-treatment-induced apoptosis in ZR-75 (Figure 3I) and in T-47D cells (Figure 3—figure supplement 1D) as shown by induction of caspase 3/7 activity. Apoptosis can be seen as early as 24 hr, however, the effect is more pronounced at 72 hr (Figure 3—figure supplement 1E). These results suggest that ERX-11 both reduces the expression of genes involved in proliferation and enhances expression of genes that promote apoptosis.

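Of the genes tied to proliferation, CCND1 fell by 0.50 on the log2 scale (standard error 0.07, adjusted p = 0.012 from edgeR's quasi-likelihood test) and E2F1 by 0.61 (standard error 0.11, adjusted p = 0.017). The 7 genes listed in Table 3 for cyclins and cell cycle regulation had a median log2 fold change of -0.73. Their adjusted p ran from 0.010 to 0.022, so none passed an adjusted p of 0.01 and all passed 0.05. The paper took them from genes it called changed in this same RNA-seq, so their fall is no independent evidence. With the replicate block 6 of the 7 passed the threshold downward, and with DESeq2 also 6. Corrected for GC content and length, the median of the 7 was -0.13 and none passed either threshold with a fold change of at least 1.5. CCND1, which is not among these 7, kept a log2 fold change of -0.32 (adjusted p = 0.0037). Among the apoptosis genes, XAF1 had a log2 fold change of 4.86 and TNFSF10 of 1.17, and under the GC and length correction 4.78 and 0.94. BAD, a pro-apoptotic gene in the ERK/MAPK list of Table 3, was lower with ERX-11 (log2 fold change -1.11, standard error 0.24, adjusted p = 0.022), and BIRC3, an inhibitor of apoptosis in the death receptor list, was higher (0.83, standard error 0.13, adjusted p = 0.014). The paper proposes that ERX-11 lowers genes of proliferation and raises genes that promote apoptosis. It draws on the results of this section together, which include the RT-qPCR, the GSEA and the caspase assays.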

### ERX-11 inhibits ER-mediated transcription

Using ERE-Luc reporter based transcription assays, we found that ERX-11 significantly reduced the E2-induced ERE-Luc reporter gene activity in ZR-75 cells in a similar fashion as tamoxifen (Figure 4A). In HEK-293T cells, expression of AIB1 and SRC1 enhanced ER-driven ERE-Luc reporter activity and was blocked by both tamoxifen and ERX-11 in both a ligand-dependent (Figure 4B) and ligand-independent manner (Figure 4C). Further, ZR-75 cells stably overexpressing either PELP1 or AIB-1 were responsive to ERX-11 (Figure 4D). These results indicate that ERX-11 interferes with both ligand-dependent and ligand-independent transcriptional function of ER.

**Figure 4.**
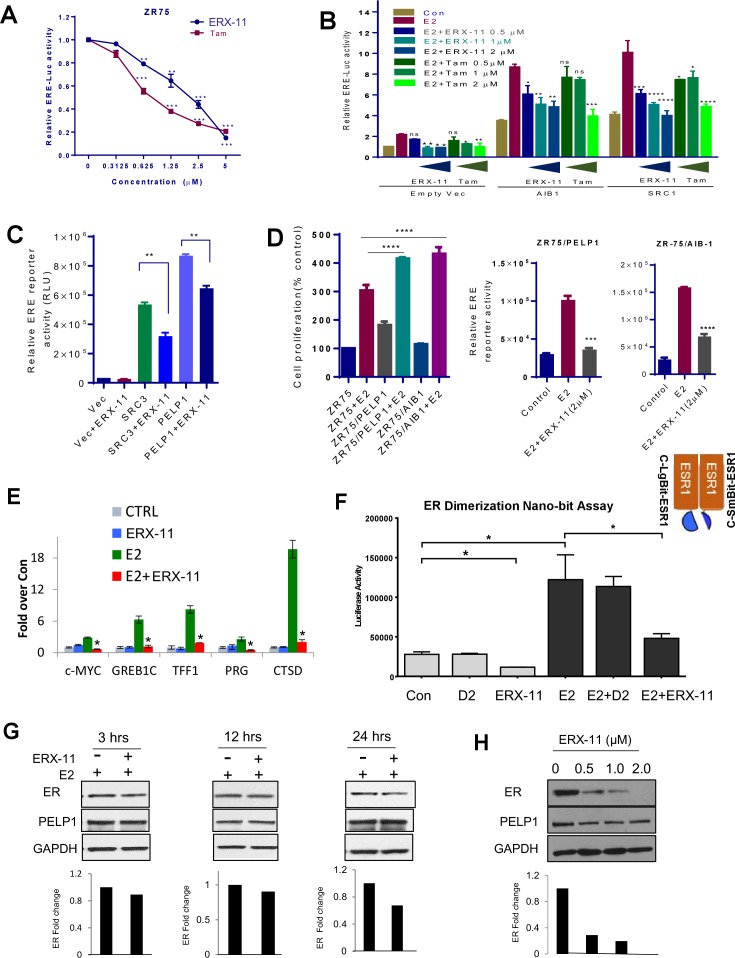
ERX-11 affects ER ligand-dependent and independent transcriptional activity. ZR-75 cells stably transfected with ER and ERE-Luc vectors were treated with E2 (10^−8^M) in the presence of indicated concentrations of ERX-11 or tamoxifen. After 24 hr, the reporter gene activity was measured (**A**). HEK-293T cells stably transfected with ERE-Luc vector were transiently transfected with control or coregulator-expressing vector along with ER expression vector and after 24 hr treated with indicated doses of ERX-11 or tamoxifen along with E2 (10^−8^M). After 24 hr, the reporter gene activity was measured (**B**). HEK-293T cells stably transfected with ERE-Luc vector were transiently transfected with control or coregulator-expressing vectors along with ER expression vector and after 24 hr treated with ERX-11. After 24 hr, the reporter gene activity was measured (**C**). Cell proliferation of ZR-75 model cells stably expressing PELP1 or AIB1 was measured using Cell Titer Glo assay (D, left panel). ZR-75 model cells stably expressing PELP1 or AIB1 were transfected with ERE-Luc reporter vector. After 48 hr, the cells were treated with ERX-11 and the reporter activity was measured 24 hr later (D right panel). The effects of ERX-11 on ER recruitment at ER target genes were examined using a ChIP assay in MCF-7 cells (**E**). The effect of ERX-11 on ER dimerization as evaluated by the NanoBiT luciferase assay is shown (**F**). ZR-75 cells were treated with E2 with or without ERX-11 (1 µM) for the indicated time, and the stability of ER was determined using western blotting. Quantitation of ER levels compared to control (E2-treated cells) was shown after normalizing to the levels of GAPDH (**G**). ZR-75 cells were treated with ERX-11 for 5 days, and the status of ER was determined using Western blotting (**H**). Data shown are the means of ±SEM performed in triplicate wells. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.26857.020

**Figure 4—figure supplement 1.**
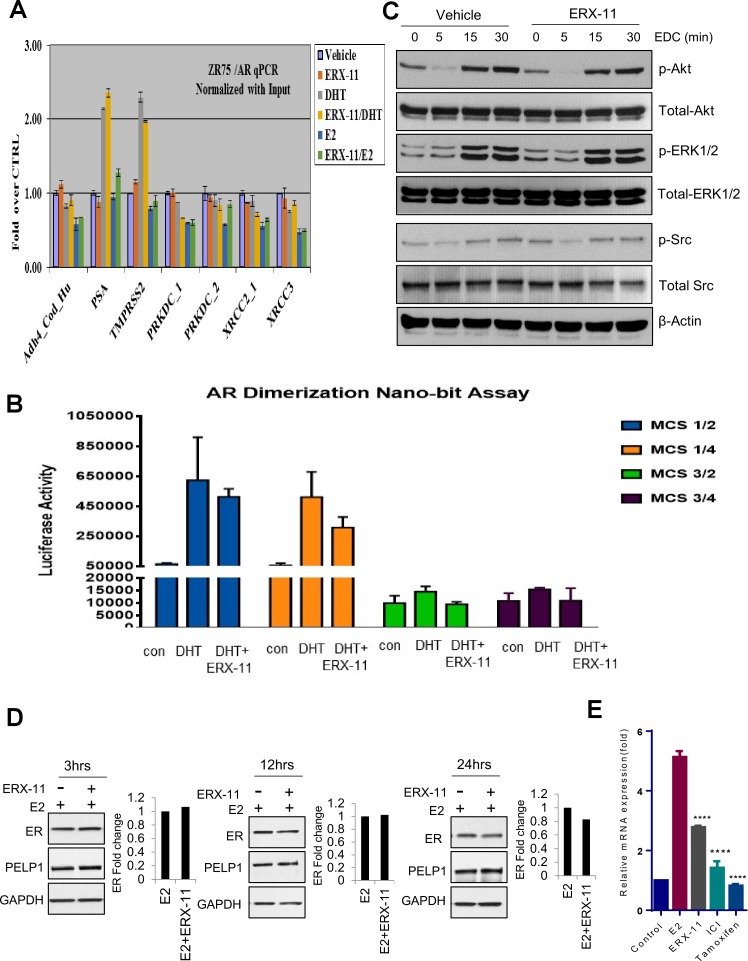
Effect of ERX-11 on AR functions, E2 mediated non-genomic actions and ER stability. (**A**) Evaluation of the effect of ERX-11 on AR DNA binding to its target sequences. (**B**) The effect of ERX-11 on AR dimerization as evaluated by the NanoBiT luciferase assay. (**C**) Evaluation of the effect of ERX-11 on estrogen dendrimer conjugates (EDCs, that uniquely localize in the cytoplasm) on the activation of estrogen-mediated non-genomic signaling. (**D**) T-47D cells were treated with E2 with or without ERX-11 for indicated times and the stability of ER was determined using western blotting. Quantitation of ER fold change over control (E2 treated) was shown and is normalized with GAPDH. (**E**) T-47D cells were treated with ERX-11 or Tam or ICI for seven days and level of ESR1 was measured using RTqPCR. **DOI:** http://dx.doi.org/10.7554/eLife.26857.021

Using chromatin immunoprecipitation studies, we found that ERX-11 treatment significantly blocked ER recruitment to canonical ER target gene promoters following E2 treatment (Figure 4E). In contrast, ERX-11 did not affect AR recruitment to AR target genes (Figure 4—figure supplement 1A). Since ERX-11 binds to ER, we hypothesized that the effect of ERX-11 on ER DNA binding may be mediated via disruption of ER dimerization. Using the NanoBiT assay, we demonstrated that ERX-11 efficiently blocks the dimerization of ER (Figure 4F). In contrast, ERX-11 did not affect AR dimerization (Figure 4—figure supplement 1B).

Using E2 dendrimer conjugates (EDC), that are potent in activating ER non-genomic signaling but not ER genomic signaling (Chakravarty et al., 2010), we showed that ERX-11 was unable to influence the EDC-mediated non-genomic activation of the Src, AKT and MAPK pathways (Figure 4—figure supplement 1C). A detailed time course evaluation showed that ERX-11 treatment only modestly altered the stability of ER within 24 hr in ZR-75 and T-47D cells (Figure 4G, Figure 4—figure supplement 1D). However, similar to its inhibitory activity on ER transcription, after several days of ERX-11 treatment, decreased ER levels were detected (Figure 4H). Accordingly, RTqPCR results showed that ERX-11 reduce the ER transcript levels under conditions of long-term treatment (7 days). These results reflect the inhibition of ER signaling indirectly affected autoregulation of ER transcript by E2-ER signaling (Figure 4—figure supplement 1E).

### ERX-11 suppresses ER-driven breast tumor growth in vivo

Our prior studies indicated that our peptidomimetics are orally bioavailable (Ravindranathan et al., 2013). We detected no overt signs of toxicity after 14 days of treatment of C57BL/6 mice (n = 3) with 10, 50 or 100 mg/kg/day of ERX-11 via oral gavage. ERX-11 treatment neither caused weight loss nor have uterotrophic effects or any observable hematologic, liver and kidney abnormalities (data not shown). We designated our highest dose (100 mg/kg) as the maximum tolerated dose and used 10% of this dose (10 mg/kg/day) for testing as therapeutic dose, so that we would have at least a 10:1 therapeutic to toxicity ratio.

Established ZR-75 xenografts (n = 8 tumors/group) in the mammary fat pad of nude mice were randomized to feed via oral gavage 5 days/week with either 10 mg/kg ERX-11 or vehicle (30% Captisol). ERX-11 treatment resulted in significantly smaller tumors (63% reduction compared to control) (Figure 5A). ERX-11–treated tumors exhibited less proliferation (Ki67 staining), and more apoptosis (TUNEL and caspase-3 staining) than controls (Figure 5A,B). Further, ERX-11 treatment group had lower ER but similar PELP1 protein expression levels within the tumor, compared to control (Figure 5B). The mice body weights in the control and ERX-11 treated groups were similar (Figure 5—figure supplement 1A). Mice treated with ERX-11 exhibited no uterotrophic effects, no changes in ovary, liver and kidney gross morphology on H and E staining, or acute phase injury to liver and kidney (Figure 5—figure supplement 2A–D). These data indicate that ERX-11 is a potent inhibitor of the growth of ER-positive breast tumors in vivo with no overt signs of toxicity in mice.

**Figure 5.**
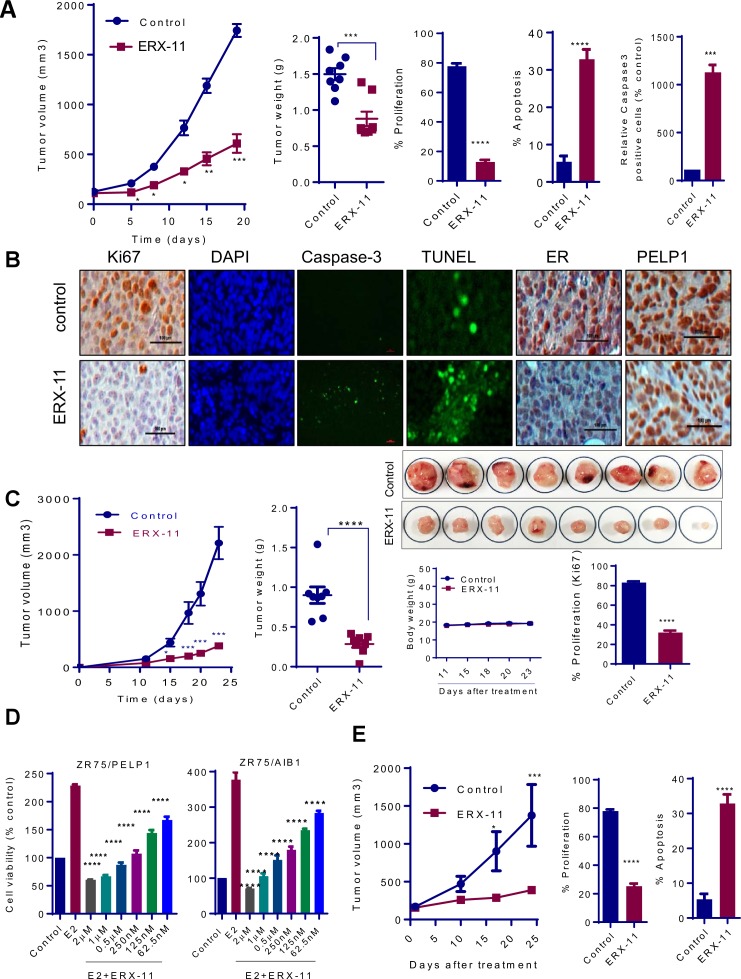
ERX-11 inhibits the growth of ER-positive, syngeneic and coregulator-driven breast tumors in vivo. ER-positive ZR-75 cells were injected into the mammary fat pads of nude mice implanted subcutaneously with E2 pellet. After 2 weeks, mice with xenografts were treated with vehicle or 10 mg/kg/day of ERX-11 (n = 8) by oral gavage. Tumor growth was measured at the indicated time points. Tumor volume is shown in the graph (**A**). The weights of the control or ERX-11-treated tumors at the time of necropsy are shown. Ki-67 expression as a marker of proliferation was analyzed by IHC and quantitated. Apoptosis was measured using Caspase3 activation and by using TUNEL assay, and the number of TUNEL-positive and cleaved caspase 3 cells were counted in five different fields and plotted as histogram. DAPI was used to visualize the nuclei (**A, B**). Representative IHC analysis of ER and PELP1 performed on xenograft tumors that were treated with or without ERX-11 (**B**). Effect of ERX-11 on the growth of ER-positive D2A1 syngeneic tumors. Small pieces of D2A1 syngeneic tumors were implanted subcutaneously into the BALB/c mice. After 1 week, mice (n = 8) were treated with vehicle or ERX-11 (20 mg/kg/day). Tumor growth was measured at indicated time points. The body weights and extirpated tumor weights are shown. Ki-67 expression was analyzed by IHC and quantitated (**C**). The effect of ERX-11 on the coregulator-driven cell survival was measured by MTT assay using ZR-75 cells stably expressing SRC3/AIB1 or PELP1 (**D**). MCF-7-PELP1 cells were injected into the mammary fat pad of nude mice (n = 5) implanted with an estrogen pellet. After 3 weeks, mice were treated with vehicle or ERX-11 (10 mg/kg/day). Tumor volume, status of Ki-67 and apoptosis was shown (**E**). Data shown are the means of ±SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.26857.022

**Figure 5—figure supplement 1.**
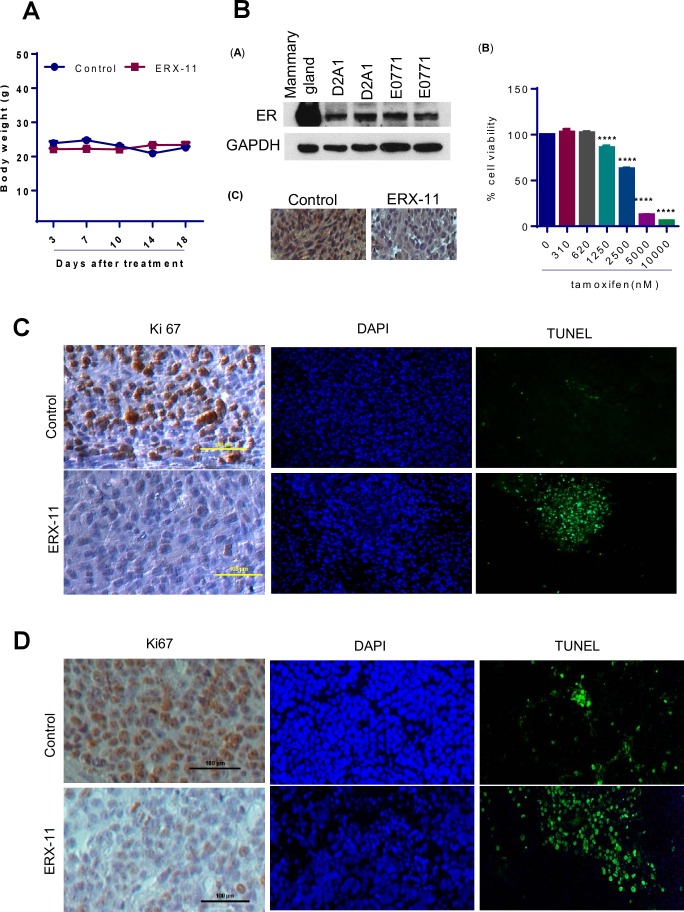
Characterization of ERX-11 treated tumors. (**A**) Body weights of mice implanted with ZR-75 xenograft tumors treated with vehicle or ERX-11. (**B**) Characterization of D2A1 model cells: (**A**) Western blot analysis of D2A1 cell lysates. Murine mammary lysate and E0771 lysate was used as positive control. (**B**) Effect of tamoxifen on the growth of D2A1 cells was measured by MTT assay. (**C**) IHC analysis of ER on D2A1 xenografts. (**C**) D2A1 tumors treated with or without ERX-11 were analyzed for Ki-67 expression as a marker of proliferation and apoptosis using TUNEL assay. (**D**) MCF-7-PELP1 tumors treated with or without ERX-11 were analyzed for Ki-67 expression (as a marker of proliferation) and apoptosis using TUNEL assay. **DOI:** http://dx.doi.org/10.7554/eLife.26857.023

**Figure 5—figure supplement 2.**
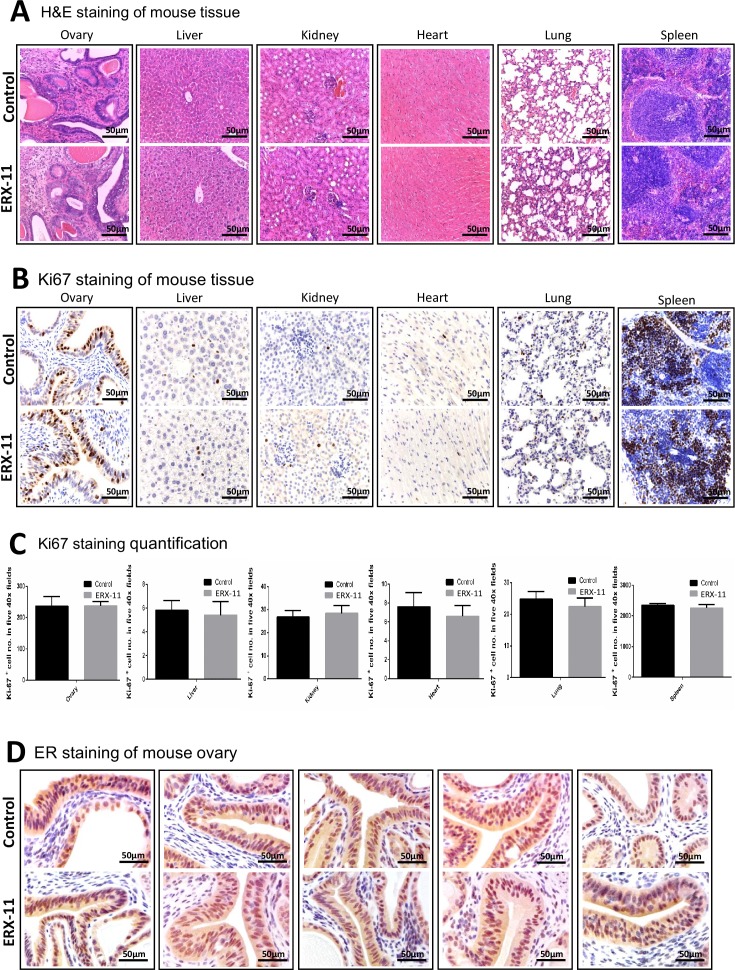
Normal tissues collected from mice that were treated with vehicle or ERX-11 were examined for toxicity. (**A**) Effect of ERX-11 on various tissues as seen by H and E. (**B**) Effect of ERX-11 on Ki67 staining. (**C**) Effect of ERX-11 on Ki67 with quantitation. (**D**) Effect of ERX-11 on ER staining in the ovary. **DOI:** http://dx.doi.org/10.7554/eLife.26857.024

To address the potential immunogenicity of ERX-11, D2A1 ER-positive breast cancer xenografts were established in a syngeneic BALB/c model system with an intact immune system. In D2A1 model cells, cellular gene int-5/aromatase in BALB/c mammary alveolar hyperplastic nodule (D2 HAN/D2 tumor cells) is activated as a result of mouse mammary tumor virus integration within the 3' untranslated region of the aromatase gene. Thus, these models also have ability to synthesize local estrogen via aromatase induction. Further, this model express ER, and represent a model of intra-tumoral estrogen-driven mammary cancer (Figure 5—figure supplement 1B(A,C). D2A1 cells are responsive to antiestrogen treatment (Figure 5—figure supplement 1B(B). Oral administration of ERX-11 dramatically limited the proliferation of these rapidly progressing tumors (Figure 5C). The proliferative indices of ERX-11-treated tumors were significantly lower than controls (Figure 5C, Figure 5—figure supplement 1C), while the apoptotic indices were higher than control (Figure 5—figure supplement 1C). Again, no overt signs of toxicity was noted in these mice; specifically, no enlargement of the spleen or evidence of immune complex deposition within the kidneys was detected (data not shown). These data further support the potential clinical translatability of ERX-11.

### ERX-11 reduces growth of therapy-resistant breast cancer cells

To evaluate the effect of ERX-11 on coregulator-driven proliferation, we used ZR-75 cells stably overexpressing AIB-1 and PELP1. While these modified ZR-75 cells are highly proliferative (Figure 4D), ERX-11 was potent in blocking their proliferation (Figure 5D). ERX-11 was potent (73% reduction in tumor volume compared to control) against the growth of MCF-7-PELP1 xenografts, which overexpress PELP1 (3-fold higher than parental MCF-7) (Figure 5E). IHC analysis of ERX-11 treated tumors showed decreased Ki-67 staining (Figure 5E, Figure 5—figure supplement 1D).

Importantly, ERX-11 had activity against ER-driven breast cancer cell lines that were either resistant to tamoxifen (*MCF-7-TamR,* Figure 6A*, or MCF-7-HER2,* Figure 6B) or to letrozole (*MCF-7-LTLT,* Figure 6C). In these cell lines, ERX-11 was still able to interact with the ER, both in the absence and presence of tamoxifen (Figure 6D). In contrast to SERD (ICI), which had limited activity on the tamoxifen resistant cell lines, ERX-11 had potent activity (Figure 6A) (Figure 6—figure supplement 1A). ERX-11 was potent against the growth of MCF-7-LTLT xenografts (Figure 6E). IHC analysis of ERX-11-treated tumors showed decreased Ki-67 staining (Figure 6—figure supplement 1B).

**Figure 6.**
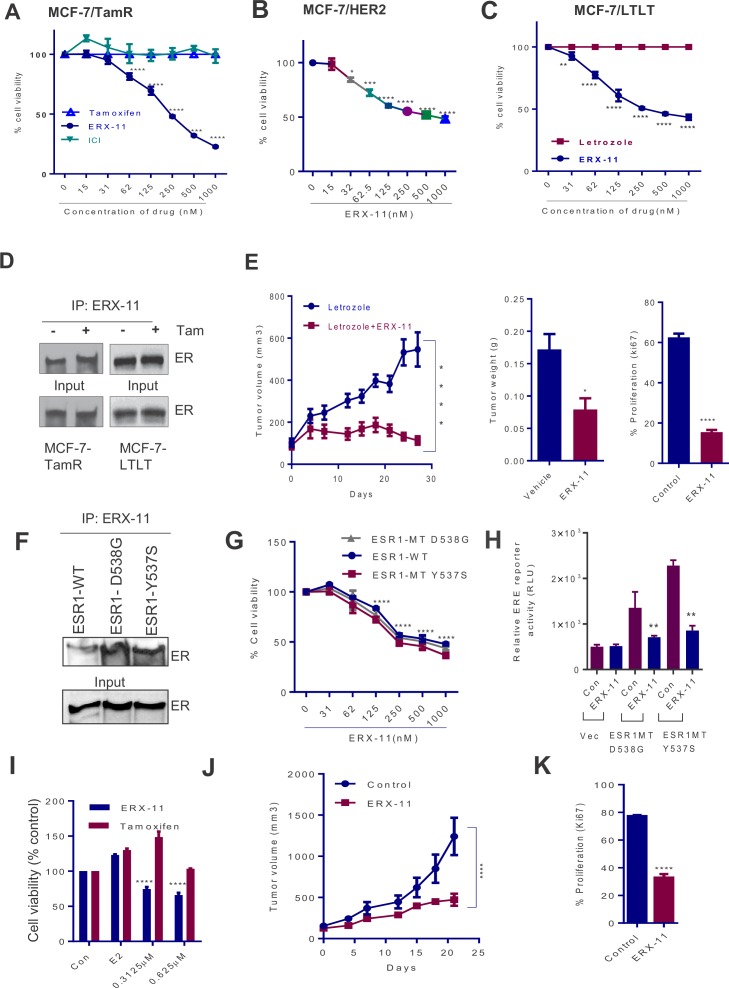
ERX-11 reduces the growth of ER positive and ER-MT endocrine-therapy-resistant tumors. Cell viability assays evaluated the effect of ERX-11 on Tamoxifen-resistant MCF-7-TamR cells (**A**), tamoxifen-resistant MCF-7/HER2 cells (**B**) and letrozole-resistant MCF-7-LTLT cells (**C**). ICI was used as control. Results are represented as mean ± SEM. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. MCF-7-TamR and MCF-7-LTLT cells were cultured in 1 µM tamoxifen or 1 µM letrozole, respectively, and nuclear lysates were subject to biotin-ERX-11 pull down followed by western blotting with ER antibody (**D**). Following implantation and growth of ER-positive letrozole-resistant xenografts in nude mice (n = 8), mice were treated with control or ERX-11 (20 mg/kg/day). Tumor volume, tumor weight and Ki-67 status of control and treated tumors was shown (**E**). Nuclear extracts prepared from HEK-293T cells transiently transfected with WT- or MT-ER expression plasmids and analyzed for interaction between WT- and MT-ER to the biotin-ERX-11 using avidin pulldown followed by western blot analysis (**F**). Effect of ERX-11 on the cell viability of ZR-75 ESR1-KO cells stably expressing ESR1-WT or ESR1-Y537S mutant or ESR1-D538G mutant (**G**) was measured using MTT assay. ER-negative MDA-MB-231 cells were co-transfected with ERE reporter along with WT-*ESR1* and MT-*ESR1* plasmids. After 48 hr, the cells were treated with ERX-11 (500 nM) and the reporter activity was measured 24 hr later (**H**). Effect of ERX-11 and tamoxifen on the cell viability of ZR-75 cells stably expressing ER-Y537S mutant was measured using MTT assays (**I**). ZR-75 cells stably expressing ER-Y537S mutant were injected into the mammary fat pads of nude mice implanted subcutaneously with an estrogen pellet. After 2 weeks, mice with xenografts were treated with vehicle or ERX-11 (20 mg/kg/day, n = 6). Tumor growth was measured at indicated time points (**J**). Ki-67 expression was analyzed by IHC and quantitated (**K**). Data shown are the means of ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.26857.025

**Figure 6—figure supplement 1.**
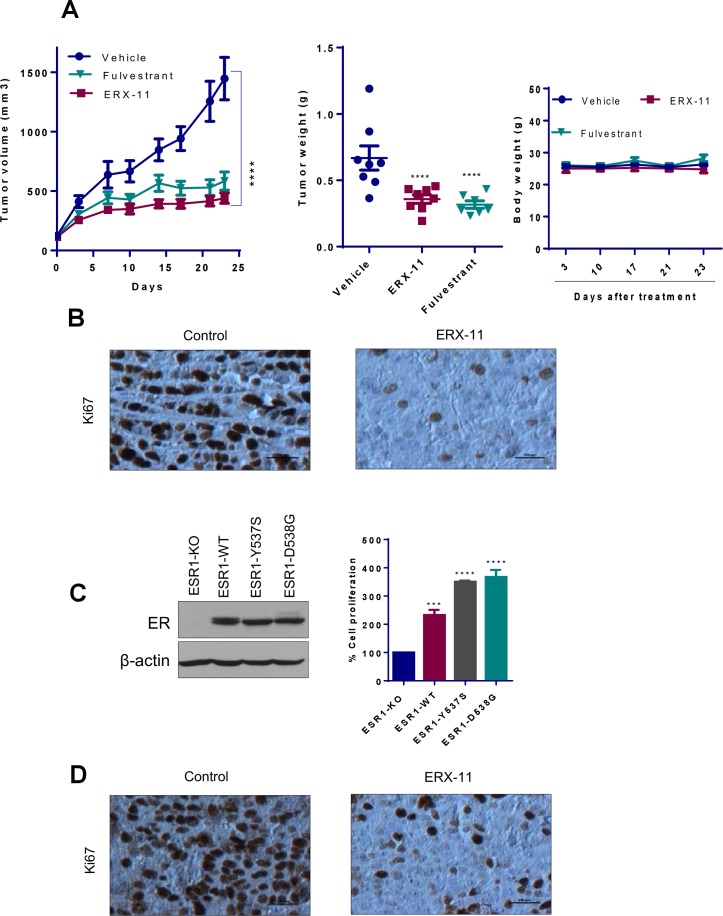
ERX-11 reduces the growth of ER-positive and ER-MT endocrine-therapy-resistant tumors. (**A**) MCF-7-LTLT xenografts were treated with vehicle or ERX-11 or Fulvestrant. Tumor volume, tumor weights and body weights are shown****p<0.0001. (**B**) MCF-7-LTLT tumors treated with or without ERX-11 were analyzed for Ki-67 expression as a marker of proliferation. (**C**) *ESR1* was knocked out in ZR-75 cells using CRISPR/Cas9 system and then stably transfected with *WT-ESR1* or *MT-ESR1* (537S, and 538G) and cell proliferation was measured ***p<0.001; ****p<0.0001. Mutant-*ESR1* expressing cells showed higher rate of proliferation compared to WT-ER expressing cells. Expression of WT and mutant *ESR1* in the model cells was analyzed using western analysis. (**D**) ZR-75-ESR1-MT Y537S tumors treated with vehicle or ERX-11 were analyzed for Ki-67 expression as a marker of proliferation. **DOI:** http://dx.doi.org/10.7554/eLife.26857.026

We then evaluated the effect of ERX-11 against two prevalent ER mutants (*MT-ESR1-Y537S*, *MT-ESR1-D538G*) (Toy et al., 2013; Robinson et al., 2013; Jeselsohn et al., 2014; Merenbakh-Lamin et al., 2013). Using biotinylated ERX-11, we showed that ERX-11 interacts directly with *ESR1*-MT (*ESR1-MT-D538G, ESR1-MT-Y537S*), with high affinity comparable to the affinity to WT-ER (Figure 6F). Using CRISPR/Cas9, we knocked down ER in ZR-75 cells and then stably transfected with *WT-ESR1* or *MT-ESR1* (Y537S, and D538G). While *ESR1-MT* expressing cells showed higher rates of proliferation than *WT-ESR1*-expressing cells (Figure 6—figure supplement 1C), they were still inhibited by ERX-11 (Figure 6G). Further the ability of these *ESR1-MT* to drive ligand-independent transcription from an ERE-Luc reporter was also efficiently blocked by ERX-11 (Figure 6H). Further, these *ESR1-MT* expressing cells were resistant to tamoxifen, however, were sensitive to ERX-11-mediated growth inhibition (Figure 6I). Further, oral ERX-11 administration had significant activity against the growth of ZR-75-*ESR1MT-Y537S* xenografts in vivo (Figure 6J), with significant reduction in proliferative indices (Figure 6K, Figure 6—figure supplement 1D). These data support the efficacy of ERX-11 against breast tumors driven by mutant *ESR1*.

### ERX-11 has activity against primary patient derived breast tumor explants

We recently developed an ex vivo culture model of primary breast and prostate tumors, which allows for the evaluation of drugs on breast tumors while maintaining their native tissue architecture (Dean et al., 2012; Schiewer et al., 2012). In brief, surgically extirpated de-identified breast tissues are sliced into small pieces and grown ex vivo for a short term on a gelatin sponge in the absence or presence of ERX-11 (Figure 7A). Incubation of ERX-11 with ER-positive breast tumor samples (*patient characteristics detailed in Table 4*) dramatically decreased their proliferation in 11/12 patients (Ki67 staining) compared to untreated controls (Figure 7B). Further, ERX-11 treatment significantly reduced the ER staining (Figure 7C), but not PELP1 staining (Figure 7—figure supplement 1) in 12/12 ER-positive tumors. Importantly, ERX-11 treatment had no effect on the proliferation on 6/6 triple negative breast cancer (TNBC) tumors (Figure 7D). These results suggest that ERX-11 has the potential to selectively influence the growth of human breast tumors expressing ER.

**Figure 7.**
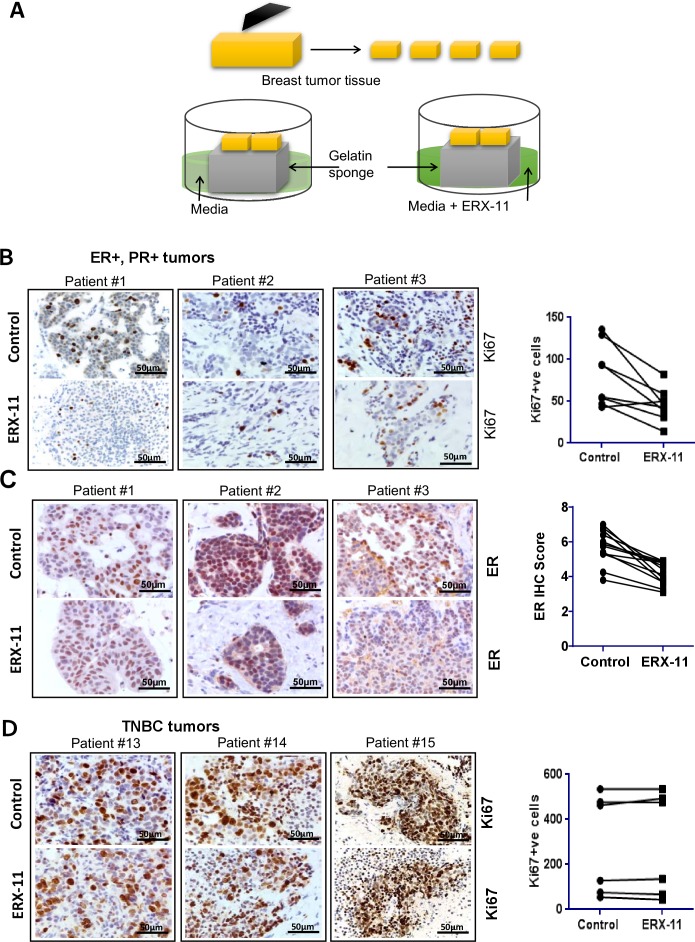
ERX-11 decreases the growth of patient-derived explants (**PDEx**): Schematic representation of ex vivo culture model is shown. (**A**) The explants were treated with ERX-11 for 48 hr. Effect of ERX-11 on Ki67 expression in ER-positive tumors with representative sections from three individual tumors and overall trend are shown (**B**). Effect of ERX-11 on ER expression in three representative ER-positive tumors is also shown (**C**). Effect of ERX-11 on Ki67 expression in three representative ER-negative tumors is shown (**D**). **DOI:** http://dx.doi.org/10.7554/eLife.26857.027

**Figure 7—figure supplement 1.**
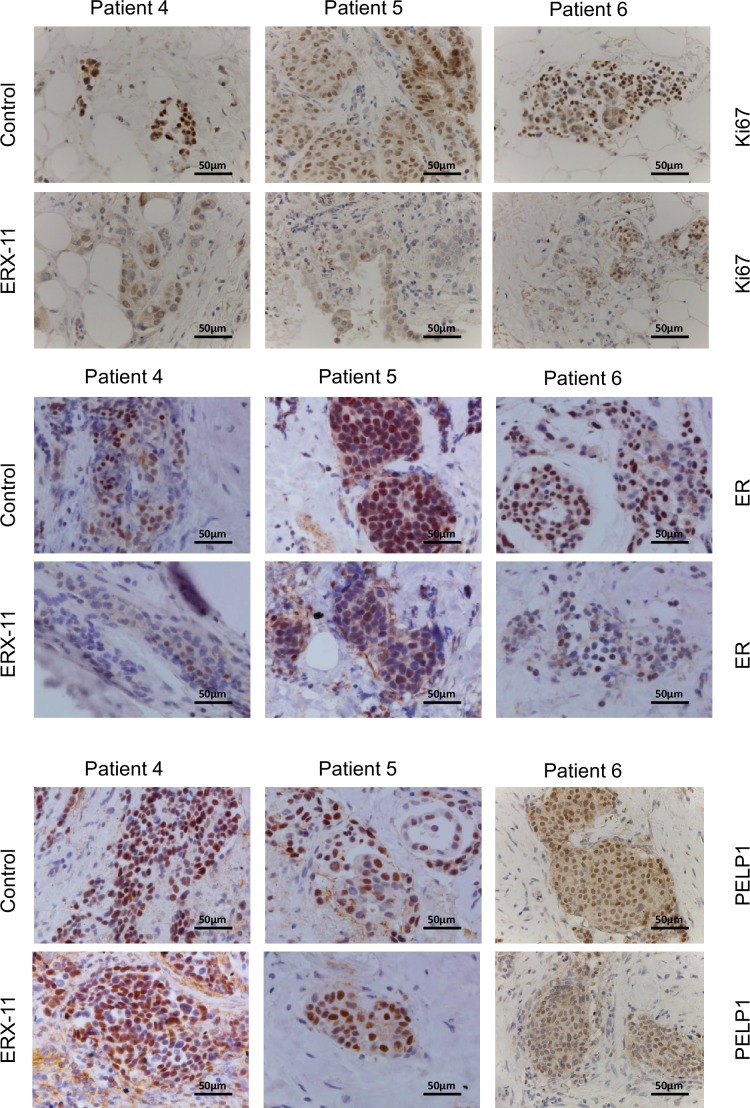
Effect of ERX-11 treatment on the status of ER. Effect of ERX-11 treatment on ER + PR + patient-derived explants from three individual patients, as assessed by Ki67, ER and PELP1 immunohistochemistry. **DOI:** http://dx.doi.org/10.7554/eLife.26857.028

**Table 4.** Clinicopathologic characteristics of the 12 patients, whose ER+, PR + status in breast tumors were analyzed by Ki67 and ER staining. This data is related to Figure 7B,C. **DOI:** http://dx.doi.org/10.7554/eLife.26857.029

**Case #**	**Tumor**	**ER%**	**PR%**	**HER2**
1	IDC	100	80	Negative
2	IDC	90	90	Negative
3	Papillary	100	70	Non-amplified
4	IDC	90	90	Negative
5	IDC	100	95	Non-amplified
6	IDC	100	30	Negative
7	IDC	100	10–40	Negative
8	IDC	80	50	Negative
9	IDC	50–60	80–90	Negative
10	IDC	100	100	Non-amplified
11	IDC	100	95	Non-amplified
12	IDC	95	95	Negative

## Discussion

The majority of breast cancer is ER positive. Therapeutic agents that suppress oncogenic ER activation by depletion of hormone-driven growth signaling or by blocking synthesis of hormone have become the mainstay of systemic treatment for breast cancer. However, both de novo and acquired therapy resistance are major clinical challenges. Importantly, ER signaling is intact in these therapy-resistant tumors. ER interaction with critical coregulator proteins appears to mediate ER signaling in these therapy-resistant and ER-positive metastatic tumors. While AIs and AEs may disrupt some of these ER-coregulator interactions, their ability to target these interactions is limited in therapy-resistant cells. In this study, we described the development of a novel inhibitor that targets ER interactions with coregulators. Using in vitro and in vivo assays, we demonstrated that (Musgrove and Sutherland, 2009) ERX-11 blocks both ligand-dependent and ligand-independent ER signaling, (Ma et al., 2015) ERX-11 effectively blocks ER signaling in both therapy-sensitive and therapy-resistant cells and (McDonnell and Norris, 2002) disruption of ER signaling by ERX-11 has biological activity against both therapy-sensitive and therapy-resistant cells, with minimal overt signs of toxicity in vitro and in vivo.

Until recently, protein–protein interactions have been viewed as undruggable. However, the recent advent of a transformative class of compounds (peptidomimetics) allowed us to rationally design and synthesize small organic molecules that structurally emulate target protein sequences in defined conformations. We have developed a novel oligo-benzamide scaffold for mimicking helical protein segments (Ravindranathan et al., 2013; Ahn and Han, 2007). The rigid framework of the oligo-benzamide scaffold can present functional groups mimicking amino acid residues in a helical conformation (e.g. ones in i, i-3/4, and i + 7 positions). Furthermore, we have established efficient synthetic routes to make bis- and tris-benzamides as alpha-helix mimetics (Lee and Ahn, 2011; Marimganti et al., 2009). Based on the helix mimicking tris-benzamide scaffold, we designed ERX-11 to block the interactions between ER and a subset of its coregulator proteins containing the NR box in a helical structure.

The unbiased IPMS analyses suggest that ERX-11 interacts with ER and blocks the interactions of ER with multiple coregulators. While the broad effect of ERX-11 protein–protein interactions raises potential concerns about off-target activities, they are largely mitigated by the lack of overt signs of toxicity in cell culture models and multiple animal models tested to date. In addition, the multiplicity of targeted protein-protein interactions makes the development of resistance to the ERX-11 less likely. Thus, ERX-11 represents an exciting new mechanism to attenuate ER oncogenic functions.

Like tamoxifen, ERX-11 potently blocks the proliferation of therapy-sensitive cells. Unlike tamoxifen, ERX-11 has activity in multiple therapy-resistant models, including those driven by ER ligand-binding domain mutants. Unlike a classic SERD, ERX-11 does not cause immediate ER degradation, but appears to affect *ESR1* levels over several days, by blocking its transcription.

Our data clearly indicate that ERX-11 binds to AF2 domain of ER. However, the exact interface between ERX-11 and ER has not been established. The ability of tamoxifen to compete efficiently for ERX-11 binding to purified ER in vitro and to ER within the cell suggests a significant overlap between the tamoxifen and ER-binding site on ER. In addition, the inability of the SERDs and ICI to disrupt the interaction between ER and ERX-11 suggests that ERX-11 may also interact with a secondary tamoxifen-binding site within ER. As shown for ER beta, tamoxifen has two distinct binding sites- one in the consensus ligand-binding pocket, and another in the hydrophobic groove of the coactivator recognition surface (Wang et al., 2006). Published studies using LXXLL peptide probes showed ER undergo distinct conformational changes as a result of binding with different ligands and such changes expose distinct surfaces on ER facilitating interaction with various coregulators (Paige et al., 1999). These studies also reported that tamoxifen binding can create unique surface on ER that facilitate binding of unique LXXLL-binding peptides (Tamrazi et al., 2002). Further investigations of the ERX-11- ER interface with co-crystallization studies are ongoing and are likely to clarify the precise nature of the interaction.

Our studies also suggest that ERX-11 can interact with ER, even in therapy-resistant cells. While therapy resistance can be attributed to multiple mechanisms, structural changes in ER via post-translational modifications or point mutations may create new binding surfaces on ER for coregulator interactions and potentially for ERX-11 interactions. The interaction between ERX-11 and ER-MTs in therapy-resistant cells supports a model for ERX-11 interaction with ER at an alternate secondary site distinct from the site of tamoxifen binding. These findings may explain the differences between ERX-11 and tamoxifen in their activity in both therapy-sensitive and therapy-resistant breast cancer cells.

The ability of ERX-11 to block ER dimerization may be responsible for its disruption of ER DNA binding and these findings are supported by published reports that LXXLL peptides may affect ER dimerization (Tamrazi et al., 2002). We have noted that ERX-11 has a weak affinity for the A-isoform of PGR but not for the B-isoform. We have also found that ERX-11 does not interact with other steroid receptors like GR or AR. In addition, ERX-11 failed to show activity on AR-expressing prostate cancer cells.

Disruption of multiple protein–protein interactions by ERXs may result in significant toxicity. To evaluate this, we have initially tested toxicity using a dose of 100 mg/kg in immune competent C57BL/6 mice for 14 days. We did not observe any uterotropic activity or immune effects. Further, no overt signs of toxicity was found in various E2-responsive organs including the liver, lung, heart, and kidney. Similarly, in five separate studies using a dose of 10 mg/kg in tumor-bearing mice, we did not find any overt signs of toxicity; however, ERX-11 treatment significantly limited ER expression in the tumors and reduced tumor growth. To address potential issues with immunogenicity of these tris-benzamides, we also evaluated ERX-11 treatment in syngeneic models and found no overt signs of toxicity.

While the ER coregulator protein levels are tightly regulated under normal conditions, many coregulators are over-expressed in breast cancer (Lonard et al., 2007), substantially contribute to ER-signaling, drive disease progression (Singh and Kumar, 2005) and correlate with a poor prognosis (List et al., 2001; Azorsa et al., 2001; Tamrazi et al., 2002). The differential coregulator milieu within breast tumors and the dependence of breast tumors on ER and coregulator-driven signaling may explain why ERX-11 has potent antiproliferative activity within the tumor but does not have any overt signs of toxicity. Since ERX-11 blocked some but not all ER coregulator interactions, ERX-11 may function as a polypharmacology agent, and its activity may depend on the concentration and repertoire of coregulators present in a tumor cell.

Importantly, using ex vivo culture of patient-derived tumor tissues, we demonstrated that ERX-11 is effective in limiting proliferation of ER-positive but not ER-negative tumors. We also discovered that ERX-11 treatment of primary tumors within their native microenvironment also reduced ER levels within the tumor. None of the primary ER-negative tumors responded to ERX-11 therapy. These explant studies represent the first evaluation of a drug effect using tissues from primary breast cancer patients and are likely to show biologically relevant outcomes.

In response to hormone binding, ER interacts with multiprotein complexes containing coregulators and transcriptional regulators to activate transcription (McKenna et al., 1999; Collingwood et al., 1999; Tsai and O'Malley, 1994; Torchia et al., 1998). Even though coregulators modulate ER functions, each coregulator protein appears to play an important but not overlapping function in vivo (Han et al., 2006; Xu et al., 1998). Accordingly, the ERX-mediated blockage of coregulator interactions with ER resulted in both inactivation and activation of unique sets of genes and pathways modulated by ER oncogenic signaling, leading to tumor suppression. 

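In the RNA-seq of ZR-75 cells, genes moved both ways with ERX-11. At an adjusted p under 0.01 and a fold change of at least 1.5, 21 genes were down-regulated and 85 up-regulated (edgeR's quasi-likelihood test), and at an adjusted p under 0.05 the numbers were 1641 and 321. By pathway in Table 3, all 9 stathmin1 genes and all 7 cell cycle genes were lower. In contrast, 5 of the 8 genes of retinoic acid mediated apoptosis and 6 of the 8 genes of death receptor signaling were higher. The paper took these genes from those it called changed in this same RNA-seq, so they are no independent test of a pathway. The higher genes of the retinoic acid and death receptor pathways, apart from BIRC3, are also on a hand-written list of interferon-stimulated genes. Of the 6 genes listed for inhibition of matrix metalloproteases, HSPG2, TIMP1, MMP15 and SDC1 were lower and MMP10 and MMP13 higher, the last with a log2 fold change of 2.80 (standard error 0.32, adjusted p = 0.0083). With the GC and length correction, a setting chosen after seeing the data, the split at an adjusted p under 0.05 changed to 384 down-regulated and 270 up-regulated genes. Genes without a GC value received no correction and stayed in these numbers. A corrected fit on genes with a GC value only, also chosen after seeing the data, gave 89 down-regulated and 169 up-regulated at an adjusted p under 0.01. The paper reasons that blocking coregulator interactions inactivates some ER-driven genes and activates others.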

The pathways/genes modulated by ERX-11 can be used to correlate with the outcome of its therapy, and they may serve as biomarkers that prognosticate response to these agents.

The biology of E2- ER signaling is complex and context dependent. Elegant studies have shown that ER, depending on the ligand and presence of unique set of coregulators can promote apoptosis (Jordan, 2015). In that scenario, antiestrogen and SERM are shown to inhibit apoptosis, hence, many of these drugs exhibit cytostatic response. Estrogen-induced apoptosis is shown to cause an increase in Fas receptor associated with the extrinsic pathway of apoptosis (Lewis-Wambi and Jordan, 2009). Similarly, a recent study found that inhibition of SRC family coregulators using small molecule inhibitor promote significant apoptosis (Song et al., 2016). We consistently observed activation of apoptosis by ERX-11 but failed to observe any apoptosis by tamoxifen or ICI in our assays. We believe that activation of apoptosis is not due to elimination of ER rather due to unique mechanism of action of ERX-11. Specifically, we predict that changes in the ER signaling is due to alterations in coregulator binding to ER. 

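Table 3 lists 8 genes under retinoic acid mediated apoptosis and 8 under death receptor signaling, some of them under both. The paper took them from the genes it called changed in this same RNA-seq. PARP9, on chromosome 3 of GRCh37 from 122246771 to 122283424, rose from 25.4 ± 1.6 CPM (SD, n = 2) in vehicle to 158 ± 9 (SD, n = 2) in ERX-11, a log2 fold change of 2.63 (standard error 0.09, adjusted p = 3.1e-05 from edgeR's quasi-likelihood test). PARP14 and PARP12 rose by 1.91 and 1.76 on the log2 scale (adjusted p = 9.7e-05 and 0.00033). ZC3HAV1, TNFSF10 and BIRC3 had log2 fold changes of 0.60, 1.17 and 0.83 with adjusted p from 0.012 to 0.014, just outside the threshold. All of these higher genes except BIRC3 are also on a hand-written list of interferon-stimulated genes. ACTG1, LIMK1, CRABP1, CRABP2 and RARG were lower, from -0.86 for CRABP1 to -0.60 for CRABP2, with adjusted p from 0.012 to 0.018. The GC and length correction brought these 5 to between -0.34 and -0.15, while PARP9, PARP14 and PARP12 kept log2 fold changes of 2.43, 1.69 and 1.72. It lowered ZC3HAV1, TNFSF10 and BIRC3 to 0.44, 0.94 and 0.51, which left ZC3HAV1 and BIRC3 below a fold change of 1.5. The paper bases the activation of apoptosis by ERX-11 on its assays, and sets the RNA-seq changes in apoptosis genes beside them.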

Accordingly, our RNAseq data showed that alterations in genes that contribute activation of apoptosis. However, further studies are needed to clearly identify the mechanisms by which ERX-11 promotes apoptosis.

Currently used drugs (AEs and AIs) are associated with an initial period of clinical response; however, most patients develop resistance with cancer progression. Recent studies suggested that selective estrogen receptor downregulators (SERDs), molecules that eliminate ER expression, may have utility for treating breast cancers that have progressed on AE and/or AIs (McDonnell et al., 2015). Several orally available SERDs (GDC-0810, AZD9496) were recently developed and shown to have utility in treating resistant tumors using preclinical models (Lai et al., 2015; Weir et al., 2016). However, it is important to note that each of the SERDs are only in phase I clinical trials (clinical trials.gov) and none of them are either FDA approved or have proven efficacy in patients. The only FDA-approved agent is Fulvestrant (ICI), which has known pharmacologic limitations as evidenced by its dosing regimen of intramuscular injections every 14 days. Recent studies also showed *ESR1* mutations lead to constitutive activity and reduced sensitivity to ER antagonists, and mutations such as Y537S contribute to fulvestrant resistance in vivo (Toy et al., 2017). Since ERXs are small, stable, orally bioavailable small molecular inhibitors, their use as an alternative therapeutic approach may decrease therapy resistance and reduce side effects, which are the current limitations of AEs or AIs.

In summary, we have developed and tested the utility of ERX-11 as a novel therapeutic agent for ER-positive, therapy-sensitive and therapy-resistant breast cancers. Since ERX-11 is orally available and is well tolerated with fewer side effects, ERX-11 can be readily extended to clinical use as a therapeutic agent, and may enhance the survival of advanced breast cancer patients.

## Materials and methods

### Cell lines

Human breast cancer cells MCF-7, ZR-75, T-47D, MDA-MB-231, BT474, BT549, BT453, SUM159, 4T1, MM468, HCC1937, HCC1187, HCC70, MDA-MB-157, MDA-MB-453, MDA-MB-468 and HEK293T cells were either obtained from American Type Culture Collection (ATCC, Manassas, VA) or a kind gift from Dr. John Minna at UT Southwestern. Ishikawa cells were purchased from Sigma (St. Louis, MO). All of these cells were passaged in the user's laboratory for fewer than 6 months after receipt or resuscitation. Validation experiments were performed using a number of luminal, basal and TNBC cells with extensive prior available molecular profiles were a kind gift of Dr. John Minna. All the model cells utilized are free of mycoplasma contamination. Additionally, STR DNA profiling of the cells was used to confirm the identity using UTHSA and UT Southwestern core facilities. MCF-7-PELP1 cells (Vallabhaneni et al., 2011), MCF-7-HER2 cells (Nabha et al., 2005), MCF-7-TamR cells (Nabha et al., 2005), MCF-7-LTLTca cells (Macedo et al., 2008) and D2A1 cells (Tekmal and Durgam, 1997) were described earlier. MCF-7-LTLTca and MCF-7-TamR cells were cultured in Phenol red-free RPMI medium containing 10% dextran charcoal-treated serum supplemented with either 1 μmol/L of letrozole or 1 μmol/L of tamoxifen, respectively.

### Reagents

17-β-Estradiol (cat#E2257), and (Z)−4-Hydroxytamoxifen (cat# H7904) were purchased from Sigma (St. Louis, MO). CRISPR/Cas9 plasmids targeting *ESR1* gene were obtained from Horizon Discovery (Cambridge, MA). The anti-PELP1 (cat# 300-180A) and anti-AIB1 (cat# A300-347A) antibodies were purchased from Bethyl Laboratories (Montgomery, TX). Cleaved caspase 3 antibody was purchased from Cell signaling technology (cat# 9661S, Danvers, MA). TUNEL kit (cat# 11684795910) for apoptosis detection was purchased from Roche (Mannheim, Germany) and Ki-67 (1:150) anti-human clone MIB-1 antibody (cat#M7240) was purchased from Dako (Carpinteria, CA).

### ERX-11 synthesis

The designed tris-benzamides were constructed by iterative amide bond formation of a 3-alkoxy-4-nitrobenzoic acid with a 3-alkoxy-4-aminobenzamide (Figure 1—figure supplement 3). A 4-nitrobenzoic acid containing a trityl-protected hydroxyethoxy group **3** g was coupled to bis-benzamide 8 that was synthesized by following the previously reported procedure (Ravindranathan et al., 2013), making tris-benzamide **9** (Figure 1—figure supplement 3C). See the chemistry supplement for detailed synthetic procedures and characterization.

### Cell viability assays

The effects of ERX analogues on cell viability were measured using the MTT Cell Viability Assay in 96-well plates. Breast cancer cells were seeded in 96-well plates (1 × 10^3^ cells/well) in phenol red-free RPMI medium containing 5% dextran-coated charcoal-treated fetal bovine serum (DCC-FBS) serum. After an overnight incubation, cells were treated with varying concentrations of the ERX analogues in the presence or absence of E2 (1 × 10^−8^ M) for 7 days. For some experiments viability was also measured using Cell Titer-Glo Luminescent Cell Viability Assay (Promega) in 96-well, flat, clear-bottom, opaque-wall micro plates according to manufacturer’s protocol. For some experiments, apoptosis was measured using Caspase-Glo 3/7 Assay (Promega) using manufacturer’s protocol.

### Immunoprecipitation and western blotting

Western blotting and immunoprecipitation were performed as described previously (Nair et al., 2010). Biotin-ERX-11 pull-down assays were done using a previously established protocol using avidin beads (Mann et al., 2013). Pull-down assays using ER-AF2-GST were performed as described previously (Nair et al., 2010). Purified ER full-length proteins and ER LBD (AF2) protein was purchased from Thermo Fisher Scientific, Waltham, MA. The sequences of LXXLL peptides used in the competition assays. SRC1- LXXLL peptide: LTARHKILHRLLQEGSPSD; SRC2- LXXLL peptide: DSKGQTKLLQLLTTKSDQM; SRC3/AIB1- LXXLL peptide: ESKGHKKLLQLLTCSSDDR; PELP1-LXXLL-1 peptide: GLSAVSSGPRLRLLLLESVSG; PELP1-3 LXXLL peptide: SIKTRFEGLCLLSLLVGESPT

### Animal studies

All animal experiments were performed after obtaining UTHSA IACUC approval and using methods in the approved protocol. For xenograft tumor assays, 2 × 10^6^ ZR-75, or ZR-75- ER MT-Y537S, or MCF-7- PELP1 cells were mixed with an equal volume of matrigel and implanted in the mammary fat pads of 6-week-old female athymic nude mice as described (Cortez et al., 2012). Based on our previous data as well as published findings, the number of mice needed were chosen to demonstrate differences in tumor incidence or treatment effect. Calculations are based on a model of unpaired data power = 0.8; p<0.05. Once tumors reached measurable size, mice were divided into control and treatment groups (n = 5–8 tumors per group). The control group received vehicle and the treatment groups received ERX-11 (10 mg/kg/day) in 30% Captisol orally. Dose were selected based on pilot MTD study of 10, 50 and 100 mg/kg of ERX-11 for 14 days using C57BL/6 mice. The mice were monitored daily for adverse toxic effects. For MCF-7-LTLT xenograft studies, MCF-7-LTLT model cells were first injected into the mammary glands of nude mice implanted with androstenedione pellets. When the tumor was established, it was dissected into small pieces and they were again implanted subcutaneously into nude mice implanted with androstenedione pellets. Fulvestrant treatment was used as a positive control and MCF-7-LTLT xenografts were treated with 200 mg/kg/ 2 days a week/sc. For syngeneic mice studies, D2A1 cells were first injected into the mammary glands of BALB/c mice. When the tumor was established, it was dissected into small pieces and they were again implanted subcutaneously into the BALB/c mice. After three days of tumor tissue implantation, mice were randomly selected to receive control (n = 7–8) and treatment (n = 7–8) with 20 mg/kg/day of ERX-11 orally. Tumor growth was measured with a caliper at 3–4 day intervals. At the end of each experiment, the mice were euthanized, and the tumors were removed, weighed and processed for IHC staining.

### Patient-derived explant (PDEx) studies

UTSW Patients provided written consent allowing the use of discarded surgical samples for research purposes according to an institutional board-approved protocol. De-identified patient tumors were obtained from the UTSW Tissue Repository after institutional review board approval (STU-032011–187). Excised tissue samples were processed and cultured ex vivo as previously described (Mohammed et al., 2015). Briefly, tissue samples were incubated on gelatin sponges for 48 hr in culture medium containing 10% FCS, followed by treatment with either vehicle or E2 (10 nM) in the absence or presence of 10 μM ERX-11 for 48 hr (see Table 4 for clinicopathologic characteristics of these tumors). Representative tissues were fixed in 10% formalin at 4**°**C overnight and subsequently processed into paraffin blocks. Sections were stained with hematoxylin and eosin and examined to confirm and quantify the presence/proportion of tumor cells. Immunohistochemistry was then performed.

### Protein interaction analyses

String analyses were performed for human PELP1 using the http://string-db.org website, with the evidence view at the highest stringency for no more five interactors.

### Conformational analysis of ERX-11

A Monte Carlo conformational search was performed using the torsional sampling method (MCMM) implemented in MacroModel (version 9.0, Schrödinger, New York, NY) with automatic setup options. The calculation was done with the maximum number of steps set to 5000 using 100 steps per rotatable bond and an energy cutoff of 21 kJ/mol above the global energy minimum. The searches were done using MM3 force field (chosen for its accuracy with organic molecules) combined with the GB/SA water solvation model with standard settings and the following cut-offs: van der Waals, 8.0 Å; electrostatic, 20.0 Å; and hydrogen bond, 4.0 Å. The observed conformations were minimized by 500 iterations of Polak-Ribiere Conjugate Gradient (PRCG) algorithm (a conjugate gradient minimization scheme that uses the Polak-Ribiere first derivative method with restarts every 3N iterations) (0.05 kJ/mol).

### Molecular docking of ERX-11 to ER

AutoDock 4.2 software package, as implemented through the graphical user interface called AutoDockTools (ADT), was used to create input PDBQT files of a receptor and a ligand. The input file of ER was prepared using the published coordinates (PDB 1L2I). Water molecules were removed from the protein structure and hydrogen was added. All other atom values were generated automatically by ADT. The docking area was assigned visually around the peptide ligand. A grid box of 24 Å x 20 Å x 24 Å was calculated around the docking area using AutoGrid. The x,y,z coordinates of the center of the grid box were set to x = −9.0, y = 14.0 and z = 26.0, respectively. The input file of ERX-11 was created from its energy-minimized conformation using ADT. Docking calculations were performed with AutoDock Vina 1.1.2. A search exhaustiveness of 16 was used and all other parameters were left as default values.

### Reporter gene assays

Briefly, cells were transiently co-transfected with 200 ng of ERE-Luc reporter with 100 ng of ER-WT, ER-MT, PELP1, SRC1, SRC2, SRC3 or control vectors using Turbofect transfection reagent (Thermo Scientific, Waltham, MA). After 24 hr, cells were treated with either vehicle or ERX-11 for an additional 24 hr. β-galactosidase reporter (50 ng) plasmid was co-transfected and used for data normalization. Cells were lysed in Passive Lysis Buffer, and luciferase activity was measured using the luciferase assay system (Promega, Madison, WI) in a luminometer.

### RNA sequencing and RT-qPCR

RNA-seq was performed using the UTHSA core–established protocol. Briefly, ZR-75 cells were treated with either vehicle or ERX-11 for 48 hr, and total RNA was isolated using RNAesy mini kit (Qiagen) according to the manufacturer’s instructions. Differential expression analysis was performed by DEseq and significant genes with at least 1.5-fold change with p<0.01 were chosen for analysis. The interpretation of biological pathways using RNA-seq data was performed with IPA software using all significant and differentially expressed genes. RNA-seq data have been deposited in the GEO database under accession number GSE75664. To validate the selected genes, reverse transcription (RT) reactions were performed by using SuperScript III First Strand kit (Invitrogen, Carlsbad), according to manufacturer’s protocol. Real-time PCR was done using SybrGreen on an Illumina Real-Time PCR system, using primers listed in Table 5.

**Table 5.** Primer sequences used for RTqPCR **DOI:** http://dx.doi.org/10.7554/eLife.26857.030

Gene name	Primer sequence
SRC-325F	GAGCGGCTCCAGATTGTCAA
SRC-410R	CTGGGGATGTAGCCTGTCTGT
E2F1-378F	ACGCTATGAGACCTCACTGAA
E2F1-626R	TCCTGGGTCAACCCCTCAAG
ERCC2-68F	GGAAGACAGTATCCCTGTTGGC
ERCC2-169R	CAATCTCTGGCACAGTTCTTGA
LIMK1-276F	CAAGGGACTGGTTATGGTGGC
LIMK1-367R	CCCCGTCACCGATAAAGGTC
MMP15-149F	AGGTCCATGCCGAGAACTG
MMP15-305R	GTCTCTTCGTCGAGCACACC
DUSP2-491F	GGGCTCCTGTCTACGACCA
DUSP2-574R	GCAGGTCTGACGAGTGACTG
RCOR2-118F	CACTCGCACGACAGCATGAT
RCOR2-285R	CATCGCAATGTACTTGTCAAGC
DKK1-95F	CCTTGAACTCGGTTCTCAATTCC
DKK1-232R	CAATGGTCTGGTACTTATTCCCG
PDGFB-63F	CTCGATCCGCTCCTTTGATGA
PDGFB-301R	CGTTGGTGCGGTCTATGAG
PGLYRP2-23F	TCCTACTCGGATTGCTACTGTG
PGLYRP2-206R	AAGTGGTAGAGGCGATTGTGG
ELF5-357F	TAGGGAACAAGGAATTTTTCGGG
ELF5-519R	GTACACTAACCTTCGGTCAACC
TNFSF10-46F	TGCGTGCTGATCGTGATCTTC
TNFSF10-126R	GCTCGTTGGTAAAGTACACGTA
STAT1-368F	ATCAGGCTCAGTCGGGGAATA
STAT1-553R	TGGTCTCGTGTTCTCTGTTCT
XAF1-297F	GCTCCACGAGTCCTACTGTG
XAF1-403R	GTTCACTGCGACAGACATCTC
IFI6-257F	GGTCTGCGATCCTGAATGGG
IFI6-401R	TCACTATCGAGATACTTGTGGGT

### ChIP

Chromatin immunoprecipitation (ChIP) analysis was performed using antibodies specific for the ER (Santa Cruz). Briefly, MCF-7 (7 × 10^6^) or T-47D (2 × 10^7^) cells were plated in 150 mm dishes, starved in unsupplemented phenol red-free DMEM for 24 hr and then treated for 2 hr with either ethanol or E2 after prior incubation with either DMSO or ERX-11. Relative recruitment was determined by qPCR of purified ChIP and input DNA in triplicate. The results presented are representative of two independent experiments.

### NanoBiT luciferase studies

The NanoBiT assay utilizes a structural complementation-based approach to monitor protein–protein interactions within living cells. Large BiT (LgBiT; 18 kDa) and Small BiT (SmBiT; 1 kDa) subunits of NanoLuc Luciferase were optimized for the analysis of protein interaction dynamics. When LgBiT and SmBiT subunits are separated, the Large BiT part loses the majority of luciferase activity. However, when the direct interaction between fusion proteins on LgBiT and SmBiT occurred, the interaction promotes structural complementation between LgBiT and SmBiT and results in full luciferase activity. Protein–protein interaction are then monitored in living cells following addition of the Nano-Glo Live Cell Reagent, a non-lytic detection reagent containing the cell-permeable furimazine substrate and observed luminescent signals.

To generate different NanoBiT fusion constructs, human ER and PELP1 coding sequences were amplified by PCR and separately subcloned into NB-MCS vectors (Promega). To test the protein–protein interaction between ER and PELP1 by using the NanoBiT assay, C-LgBit-*ESR1* paired with C-SmBit-*PELP1* or C-LgBit-*PELP1* with C-SmBit-*ESR1* constructs were transiently transfected into HEK-293T cells by using Fugene HD transfection reagent (Promega). To test the ER dimerization, C-SmBit-*ESR1* were cotransfected with either N-LgBit-*ESR1* or C-LgBit-*ESR1* constructs. On the day after transfection, the medium for the HEK-293T cells was changed to phenol red-free DMEM containing 1% charcoal-stripped FBS. After a 24 hr incubation, the cells were treated with DMSO or ERX-11 (10 μM) for 2 hr and then treated cells with EtOH or E2 (10 nM) for 30 mins. After treatment, Nano-Glo live cell reagents were added into cells and luminscence was measured after 10 mins.

### Proximity ligation assays

MCF-7 cells were cultured on collagen-coated cover slips. After treated with vehicle or 10 µM ERX-11 for 30 min, cells are treated with vehicle or 10 nM E2 for 30 min. After the treatment, cells were washed with PBS and then fixed with 10% buffered formalin for 20 min and permeabilized with ice cold methanol at −20°C for 5 min. The cells were then blocked with blocking solution (provided with Duolink In Situ PLA probe, Sigma) for 30 min at 37°C followed by incubating with primary antibodies for ER from different species at 37°C for 2 hr. After washing twice with Wash Buffer A (Duolink In Situ Reagents) at room temperature, cells were then incubated with the appropriate anti-species secondary antibodies to which oligonucleotides had been conjugated (anti-rabbit PLA probe PLUS and anti-mouse PLA probe MINUS) for 1 hr at 37°C, followed by treatment with Duolink ligation-ligase solution for 30 min at 37°C. Finally, the cells were incubated with the Duolink amplification-polymerase solution for 60 min at 37°C, followed by washing and mounting on slides with Duolink Mounting Medium with DAPI. Images were taken using a Nikon Fluorescence Microscope.

### IPMS

MCF-7 or ZR-75 cells were grown in RPMI-1640 medium supplemented with 10% FBS. After cells reach 90% confluence, the medium was changed to phenol red-free RPMI1640 containing 1.5% charcoal stripped serum for 48 hr to starve the cells. After starvation, the cells were treated with vehicle or 10 µM ERX-11 for 2 hr followed by a 2 hr treatment with vehicle or 10 nM E2. Then, the cells were washed using PBS and incubated with Pierce IP Lysis Buffer (Thermo Fisher Scientific Inc.) at 4°C for 20 min. The cell lysates were centrifuged at 14,000 rpm at 4°C for 10 min, and the supernatants were used for IPMS analysis.

Dynabeads Protein G (Invitrogen) are pre-coupled with anti- ER antibody (Santa Cruz, sc-8002) and then incubated with 1.5 mg cell lysate over night at 4°C. Then the Dynabeads were washed using PBS and PBST (0.01% Tween 20) and eluted in 30 µL NuPAGE LDS sample buffer at 95°C for 15 min. The final eluents containing ER and associated proteins were separated by using SDS-PAGE. The obtained proteins were proteolytically digested and subjected to mass spectrometry (MS) analysis.

Gel band samples were digested overnight with trypsin (Promega) following reduction and alkylation with DTT and iodoacetamide (Sigma). The samples then underwent solid-phase extraction cleanup with Oasis HLB plates (Waters) and the resulting samples were analyzed by LC/MS/MS, using an Orbitrap Fusion Lumos (Thermo Electron) coupled to an Ultimate 3000 RSLC-Nano liquid chromatography systems (Dionex). Samples were injected onto a 75 μm i.d., 50 cm long Easy Spray column (Thermo) and eluted with a gradient from 0% to 28% buffer B over 60 min. Buffer A contained 2% (v/v) ACN and 0.1% formic acid in water, and buffer B contained 80% (v/v) ACN, 10% (v/v) trifluoroethanol, and 0.08% formic acid in water. The mass spectrometer operated in positive ion mode with a source voltage of 2.2 kV and capillary temperature of 275°C. MS scans were acquired at 120,000 resolution and up to 10 MS/MS spectra were obtained in the ion trap for each full spectrum acquired using higher-energy collisional dissociation (HCD) for ions with charge 2–7. Dynamic exclusion was set for 25 s.

Raw MS data files were converted to a peak list format and analyzed using the central proteomics facilities pipeline (CPFP), version 2.0.3. Peptide identification was performed using the X!Tandem and open MS search algorithm (OMSSA) search engines against the human protein database from Uniprot, with common contaminants and reversed decoy sequences appended. Fragment and precursor tolerances of 20 ppm and 0.1 Da were specified, and three missed cleavages were allowed. Carbamidomethylation of Cys was set as a fixed modification and oxidation of Met was set as a variable modification. Label-free quantitation of proteins across samples was performed using SINQ normalized spectral index Software.

### Immunohistochemistry

For immunohistochemical analysis sections were incubated overnight with the ER (1:50) or PELP1 (1:200) or Ki67 (1:100) antibody in conjunction with proper controls. The sections were then washed three times with 0.05% Tween in PBS for 10 min, incubated with secondary antibody for 1 hr, washed three times with 0.05% Tween in PBS for 10 min, visualized by DAB substrate and counterstained with hematoxylin QS (Vector Lab, Burlingame, CA). A proliferative index was calculated as the percentage of Ki-67-positive cells in five randomly selected microscopic fields at 40X per slide. TUNEL analysis was done using the in situ Cell Death Detection Kit (Roche, Indianapolis, IN) as per the manufacturer’s protocol, and five randomly selected microscopic fields in each group were used to calculate the relative ratio of TUNEL-positive cells.

For the PDEx samples, 5-µm sections were de-waxed, rehydrated and endogenous peroxidases were blocked with hydrogen peroxide. Sections were then boiled in citrate and blocked in 5% serum for 1 hr. Primary antibodies were incubated overnight at 4°C at 1:200 for Ki67 (Vector Laboratories Burlingame, CA) and at 1:400 for ER (Santa Cruz Biotechnology, CA). Biotinylated anti-rabbit secondary antibodies (DAKO Carpentaria, CA) were incubated for 60 min at room temperature after slides were washed for 1 hr in PBS. Slides were incubated in ABC-HRP complex (Vector Laboratories Burlingame, CA) for 30 min. Bound antibodies were then visualized by incubation with 3,3’ diaminobenzidine tetrahydrochloride (liquid DAB, DAKO). Slides were then rinsed in tap water and counterstained with hematoxylin, and then cover slide were mounted. Tumor cells with nuclear staining were recorded as positive manually per tissue core, by a reviewer who was blinded to the clinical data. The numbers of Ki67-positive tumor cells were counted in three high-power fields (x40). The ER immunostaining was registered semi-quantitatively in two ways. Staining intensity (0, no staining; 1, weak staining; 2, moderate staining; and 3, intense staining) and the proportion of stained cells (0, no staining; 1, 1–25% staining; 2, 26–50%; 3, 51–75%; and 4, if more than 75% of the tumor cells were positive.

### Statistics

GraphPad Prism 6 software (GraphPad Software, SanDiego, CA) was used to analyze all data. Data represented in the bar graphs is shown as mean ± SEM. *t-*test was performed for all pairwise comparisons. A value of p<0.05 was considered as statistically significant. The multiple groups’ statistical data were analyzed with one-way ANOVA. RNA-seq data were analyzed using IPA software.

**Table 6.** Analyses of the amino acids at the flanking sequences of top ER binders whose interactions are blocked by ERX-11 in MCF-7 and ZR-75 cells, as determined by unbiased IP-MS. **DOI:** http://dx.doi.org/10.7554/eLife.26857.031

**Protein/GENE ID**	**# LXXLL motifs**	**LXXLL sequences**	**Serine at i ± 3/4**
Plectin Q15149-3	6	210 GHNLISLLEVL 220 213 LISLLEVLSGDS 224 421 YRELVLLLLQWM 431 659 LRYLQDLLAWV 669 1102 YQQLLQSLEQG 1112 4006 TGQLLLPLSDA 4016	yes
FAM83H Q6ZRV2	2	816 AAQLLDTLGRS 826 966 SLRLRQLLSPK 976	yes
AHNAK Q09666	0		
CLTC: cQ00610	5	563 TAFLLDALKNN 573 854 RNRLKLLLPWL 864 1001 PNELIELLEKIV 1011 1021 HRNLQNLLILT 1031 1418 PLLLNDLLMVLS 1429	yes
FAS P49327	10	76 DPQLRLLLEVT 86 418 HATLPRLLRAS 428 560 QIGLIDLLSCM 570 691 APPLLQELKKV 701 1175 QQELPRLLSAA 1185 1211 EDPLLSGLLDSP 1221 1346 GFLLLHTLLRGH 1358 1470 RCVLLSNLSST 1480 2216 QLNLRSLLVNP 2226 2381 NRVLEALLPLKG 2391	yes
TRG P27635	1	116 VNRLLDSLEPP 126	no
ACTN4 O43707	1	81 GLKLMLLLEVIS 92	yes
TFG Q92734	0		
Coatomer subunit alpha P53621	1	83 RRCLFTLLGHLDYI 96	no
Q9NVI7-2	1	99 ALSLLHTLVWA 109	no

## Appendix 1

Supplementary information on synthetic procedures and characterization of compounds Chemicals and general synthetic procedures N^α^-Fmoc-protected amino acids, aminomethylated polystyrene resin (100–200 mesh), Rink amide MBHA resin (100–200 mesh), and Rink amide linker were purchased from EMD Chemicals (Gibbstown, NJ). All amino acids used were of the L-configuration. Other chemicals and solvents were purchased from the following sources: benzotriazol-1-yloxytri(pyrrolidino)phosphonium hexafluorophosphate (PyBOP), and 6-chloro-1-hydroxybenzotriazole (Cl-HOBt), 1-[Bis(dimethylamino)methylene]−1 H-1,2,3-triazolo[4,5-b]pyridinium 3-oxide hexafluorophosphate (HATU), N,N-diisopropylethylamine (DIEA), and trifluoroacetic acid (TFA) (Oakwood Products, West Columbia. SC); acetonitrile (CAN), ethyl acetate (EtOAc), hexanes, N,N-dimethylformamide (DMF), dichloromethane (DCM), tetrahydrofuran (THF), and methanol (Fisher Scientific, Pittsburgh, PA); 4-amino-3-hydroxybenzoic acid, tin(II) chloride dehydrate, tetrakis(triphenyphosphine)palladium, triphenylsilane, and triisopropylsilane (TIS), N,N-Di-Boc-1H-pyrazole-1-carboxamide, biotin, α-cyano-4-hydroxycinnamic acid (CHCA), piperidine, anisole, acetic anhydride, ninhydrin, dimethyl sulfide (DMS), 1,2-ethanedithiol, iodomethane, 1-bromobutane, 2-bromopropane, 1-bromo-2-methylpropane, benzyl bromide, allyl bromide, 2-bromoethanol, 4-bromobutyric acid, and 4-amino-1-propanol (Aldrich, Milwaukee, WI). DMF, DCM, THF, and chloroform were dried over activated 4 Å molecular sieves before use. Other solvents were used without further purification. Thin-layer chromatography (TLC) was performed on silica gel plates (250 mm, Sorbent Technologies, Atlanta, GA) and the plates were visualized under UV at 254 nm. Standard grade silica gel (230–400 mesh, Sorbent Technologies, Atlanta, GA) was used for flash column chromatography. HPLC analyses were carried out on Agilent 1100 series HPLC system (Foster City, CA) equipped with a diode-array UV detector and a C18-bounded HPLC column (Vydac 218TP104, 4.6 mm ×250 mm, 10 μm) by using a 40 min-gradient elution from 10% to 90% acetonitrile in water (0.1% TFA) and a flow rate of 1.0 mL/min. Eluents were monitored at 220 nm. ^1^H and ^13^C NMR spectra were recorded on Bruker AVANCE III 500 (500 MHz) NMR spectrometer. Chemical shifts were reported in ppm from tetramethylsilane (TMS) as an internal standard. Data were expressed as follows: chemical shift (d), multiplicity (s, singlet; d, doublet; dd, doublet of doublet; t, triplet; dt, doublet of triplet, q, quartet; brs, broad singlet; m, multiplet), coupling constants (Hz). Solid-phase reactions were carried out in 12 mL polypropylene cartridges with 20 m PE frit (Applied Separations, Allentown, PA) and a labquake tube shaker (Fisher Scientific, Pittsburgh, PA) was used for mixing. MALDI-TOF MS was measured on Shimadzu AXIMA Confidence MALDI-TOF mass spectrometer (nitrogen UV laser, 50 Hz, 337 nm) by using α-cyano-4-hydroxycinnamic acid (CHCA) as matrix. General procedure for the alkylation of phenol A 500 mL round-bottomed flask was charged with methyl 3-hydroxy-4-nitrobenzoate 1 (31.4 mmol), K_2_CO_3_ (62.8 mmol), DMF (300 mL), and alkyl halide (94.2 mmol). The reaction mixture was heated at 90°C for 12 hr. Alternatively, the reaction mixture was stirred at room temperature for the synthesis of 2a. The reaction mixture was cooled to room temperature, and then partitioned between EtOAc (400 mL) and brine (300 mL). The organic layer was separated and the aqueous layer was extracted with EtOAc (200 mL). The combined organic layers were washed brine (200 mL ×3), dried over Na_2_SO_4_, filtered, and concentrated under reduced pressure to give the compound two as yellow solid. The product was used in the next reaction without further purification. General procedure for the hydrolysis of esters A 500 mL round-bottomed flask was charged with methyl 3-alkoxy-4-nitrobenzoate 2 (31 mmol), MeOH (200 mL), THF (200 mL) and 10% NaOH (30 mL). Alternatively, 1N LiOH (60 mL) was used for the synthesis of 3 f. The reaction mixture was stirred at room temperature for 12 hr. The volatile was removed under reduced pressure, and the resulting residue was acidified with 1 N HCl (200 mL) and then extracted with EtOAc (300 mL). The organic layer was separated and washed with 1 N HCl (100 mL) and brine (100 mL). The organic layer was then dried over Na_2_SO_4_, filtered, and concentrated under reduced pressure to give the compound three as yellow solid. General procedure for amide bond formation Fmoc-Rink amide MBHA resin (0.40 g, 0.20 mmol, 0.5 mmol/g) was swollen in DMF for 2 hr and washed with DMF (3 × 2 min). The Fmoc protecting group was removed by treating with piperidine (20% in DMF, 1 × 5 min and 1 × 30 min), and washed with DMF (3 × 2 min). 3-Alkoxy-4-nitrobenzoic acid three was introduced by using a preactivated HOAt ester which was prepared by mixing a 3-alkoxy-4-nitrobenzoic acid 3 (4 equiv), HATU (four equiv), and DIEA (eight equiv) in DMF (8 mL) for 1 hr. The solution was added to the resin and shaken at room temperature for 24 hr. The resin was then filtered and washed with DMF (3 × 2 min). General procedure for reduction of nitro group Resin-bound nitro group (0.20 mmol) was swollen in 50% AcOH/0.5N HCl/THF (1:1:6, 8 mL) for 20 min and treated with SnCl_2_⋅2H_2_O (five equiv). The reaction mixture was shaken at room temperature for 24 hr. The resin was then filtered, and washed with 0.5N HCl/DMF (1:6) (3 × 5 min), H_2_O/DMF (1:6) (3 × 5 min), and DMF (3 × 5 min). Procedure for guanidinylation Resin-bound N-Fmoc group 7i was swollen in DMF for 2 hr and washed with DMF (3 × 2 min). The Fmoc protecting group was removed by treating with piperidine (20% in DMF, 1 × 5 min and 1 × 30 min), and washed with DMF (3 × 2 min). Then, the resulting resin was swollen in DMF and treated with N,N’-di-Boc-1H-pyrazole-1-carboxamidine (three equiv.) and DIEA (six equiv.). The reaction mixture was shaken at room temperature for 24 hr. The resin was then filtered, and washed with DMF (3 × 2 min) giving resin-bound N,N’-di-Boc-guanidine 7 j. General procedure for cleavage of tris-benzamide Resin-bound tris-benzamide seven was washed with DMF (3 × 2 min) and DCM (3 × 2 min), and dried in vacuo. The dried resin was treated with a cleavage mixture of TFA/TIS/H_2_O (95:2.5:2.5, 8 mL) for 90 min. The TFA solution was then filtered, and the resin was washed with TFA (2 mL). The combined TFA solution was concentrated to a volume of approximately 0.5 mL with a gentle stream of nitrogen, and the tris-benzamide was precipitated with cold diethyl ether (10 mL). The resulting precipitate was collected by centrifugation and the ether solution was decanted. Washing with cold diethyl ether was repeated and the tris-benzamide was dried in vacuo. The title compound was obtained as a yellow solid (5.1 g, 84% yield over two steps) using iodomethane (13.4 g, 94.2 mmol). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 13.66 (br s, 1 hr), 7.98 (d, *J* = 8.2 Hz, 1 hr), 7.78 (d, *J* = 1.5 Hz, 1 hr), 7.66 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 4.00 (s, 3 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 166.3, 152.0, 142.4, 136.2, 125.5, 121.8, 15.0, 57.3. The title compound was obtained as a yellow solid (6.4 g, 91% yield over two steps) using 2-bromopropane (11.8 g, 94.2 mmol). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 13.62 (br s, 1 hr), 7.93 (d, *J* = 8.3 Hz, 1 hr), 7.78 (d, *J* = 1.5 Hz, 1 hr), 7.63 (dd, *J* = 8.3, 1.5 Hz, 1 hr), 4.92 (septet, *J* = 6.1 Hz, 1 hr), 1.32 (d, *J* = 6.1 Hz, 6 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 166.3, 150.1, 143.7, 135.9, 125.3, 121.7, 117.0, 72.9, 22.0. The title compound was obtained as a yellow solid (7.7 g, 93% yield over two steps) using 1-bromobutane (12.9 g, 94.2 mmol). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 13.63 (br s, 1 hr), 7.96 (d, *J* = 8.2 Hz, 1 hr), 7.77 (d, *J* = 1.5 Hz, 1 hr), 7.64 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 4.24 (t, *J* = 6.4 Hz, 2 hr), 1.75–1.69 (m, 2 hr), 1.48–1.41 (m, 2 hr), 0.94 (t, *J* = 7.3 Hz, 3 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 166.3, 151.3, 142.6, 136.1, 125.4, 121.7, 115.7, 69.6, 30.8, 19.0, 14.0. The title compound was prepared according to the published procedure. The title compound was obtained as a yellow solid (7.5 g, 89% yield over two steps) using benzyl bromide (8.2 g, 47.1 mmol). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 13.66 (br s, 1 hr), 8.01 (d, *J* = 8.2 Hz, 1 hr), 7.89 (d, *J* = 1.5 Hz, 1 hr), 7.68 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.48–7.35 (m, 5 hr), 5.41 (s, 2 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 166.2, 151.0, 142.8, 136.3, 136.1, 129.0, 128.6, 127.9, 125.5, 122.1, 116.3, 71.1. The title compound was obtained as a yellow solid (8.7 g, 85% yield over two steps) using tert-butyl 4-bromobutyrate [5] (10.5 g, 47.1 mmol). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 13.65 (br s, 1 hr), 7.98 (d, *J* = 8.2 Hz, 1 hr), 7.76 (d, *J* = 1.5 Hz, 1 hr), 7.65 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 4.25 (t, *J* = 6.3 Hz, 2 hr), 2.38 (t, *J* = 7.5 Hz, 2 hr), 1.99–1.92 (m, 2 hr), 1.41 (s, 9 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 172.2, 166.2, 151.3, 142.6, 136.2, 125.5, 121.9, 115.8, 80.3, 69.0, 31.4, 28.2, 24.5. A 500 mL round-bottomed flask was charged with methyl 3-hydroxy-4-nitrobenzoate 1 (5.0 g, 25.4 mmol), K_2_CO_3_ (7.0 g, 50.6 mmol), TBAB (0.42 g, 1.3 mmol), DMF (200 mL), and 2-bromoethyl trityl ether [6] (14.0 g, 38.1 mmol). The reaction mixture was heated at 90°C for 12 hr and then cooled to room temperature. The solution was then poured into brine (200 mL) and extracted with EtOAc (200 mL ×2). The combined organic extracts were washed with brine (100 mL ×3), dried over Na_2_SO_4_, filtered, and concentrated under reduced pressure to give compound 2 g as a yellow solid. The product was used in the next reaction without further purification. A 1 L round-bottomed flask was charged with compound 2 g, MeOH (200 mL), THF (600 mL) and 10% NaOH (40 mL). The reaction mixture was stirred at room temperature for 24 hr and then concentrated under reduced pressure. The reaction mixture was acidified with 5% citric acid (200 mL) and extracted with extracted with EtOAc (300 mL ×2). The combined organic extracts were washed with brine (200 mL ×3), dried over Na_2_SO_4_, filtered, and concentrated under reduced pressure to give the crude product. Recrystallization from EtOAc/hexanes (1:1) gave compound 3 g as a light yellow solid (11.2 g, 94% yield over two steps). R_f_ = 0.33 (EtOAc). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 13.65 (br s, 1 hr), 8.01 (d, *J* = 8.2 Hz, 1 hr), 7.89 (d, *J* = 1.5 Hz, 1 hr), 7.69 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.40–7.38 (m, 6 hr), 7.35–7.32 (m, 6 hr), 7.29–7.26 (m, 3 hr), 4.49–4.47 (m, 2 hr), 3.31–3.29 (m, 2 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 166.3, 151.22, 143.9, 142.9, 136.0, 128.7, 128.4, 127.5, 125.3, 122.0, 116.1, 86.5, 69.3, 62.7. A 250 mL round-bottomed flask was charged with methyl 3-hydroxy-4-nitrobenzoate 1 (2.7 g, 13.6 mmol), K_2_CO_3_ (3.8 g, 27.2 mmol), TBAB (0.23 g, 0.68 mmol), DMF (100 mL), and 3-(tritylamino)propyl methanesulfonate (7.0 g, 17.7 mmol). The reaction mixture was heated at 90°C for 12 hr and then cooled to room temperature. The solution was then poured into brine (200 mL) and extracted with EtOAc (200 mL ×2). The combined organic extracts were washed with brine (100 mL ×3), dried over Na_2_SO_4_, filtered, and concentrated under reduced pressure to give compound 2 hr as a yellow solid. The product was used in the next reaction without further purification. A 500 mL round-bottomed flask was charged with compound 2 hr, MeOH (100 mL), THF (100 mL) and 1N LiOH (28 mL). The reaction mixture was stirred at room temperature for 24 hr and then concentrated under reduced pressure. The reaction mixture was acidified with 5% citric acid (50 mL) and extracted with extracted with EtOAc (100 mL ×2). The combined organic extracts were washed with brine (100 mL ×3), dried over Na_2_SO_4_, filtered, and concentrated under reduced pressure to give the crude product. Purification by flash chromatography using EtOAc gave compound 3 hr as a white solid (3.0 g, 46% yield over two steps). The compound 3 hr (3.0 g, 6.2 mmol) was treated with a cleavage mixture of TFA/TIS/DCM (10:5:85, 50 mL) for 30 min. The excess of TFA were removed under reduced pressure and precipitation with diethyl ether gave the crude product, which was directly used for the next reaction without further purification. A 250 mL round-bottomed flask was charged with the crude product, NaHCO_3_ (2.7 g, 31.1 mmol), THF (100 mL), and H_2_O (50 mL). Then, Fmoc-OSu (3.2 g, 9.5 mmol) was added to the solution and the reaction mixture was stirred at room temperature for 12 hr. The volatile was removed under reduced pressure and the aqueous phase was washed with diethyl ether. The aqueous phase was acidified with 1 N HCl (50 mL) and then extracted with EtOAc (100 mL ×2). The combined organic layers were washed with 1 N HCl (50 mL) and brine (50 mL). The organic layer was then dried over Na_2_SO_4_, filtered, and concentrated under reduced pressure to give the compound 3i as a yellow solid (2.5 g, 87% yield over two steps). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 13.67 (br s, 1 hr), 7.99 (d, *J* = 8.3 Hz, 1 hr), 7.89 (d, *J* = 7.6 Hz, 2 hr), 7.77 (d, *J* = 1.4 Hz, 1 hr), 7.69 (d, *J* = 7.6 Hz, 2 hr), 7.66 (dd, *J* = 8.3, 1.5 Hz, 1 hr), 7.41 (t, *J* = 7.6 Hz, 2 hr), 7.37 (t, *J* = 5.6 Hz, 1 hr), 7.33 (dt, *J* = 0.9, 7.5 Hz, 2 hr), 4.33 (d, *J* = 6.7 Hz, 2 hr), 4.24–4.20 (m, 3 hr), 3.16 (q, *J* = 6.4 Hz, 2 hr), 1.88 (quin, *J* = 6.4 Hz, 2 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 166.29, 156.6, 151.5, 144.4, 142.5, 141.2, 136.2, 128.1, 127.5, 125.60, 125.55, 121.7, 120.6, 115.8, 67.5, 65.6, 47.3, 37.3, 29.2. The title compound was obtained as a yellow solid (64 mg, 53% overall yield) using compound 3a and Fmoc-Rink amide MBHA resin (0.70 mmol/g, 0.30 g, 0.21 mmol). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 9.88 (br s, 1 hr), 9.46 (br s, 1 hr), 8.06 (d, *J* = 8.7 Hz, 1 hr), 7.99 (br s, 1 hr), 7.99 (d, *J* = 8.3 Hz, 1 hr), 7.95 (d, *J* = 8.2 Hz, 1 hr), 7.85 (d, *J* = 1.5 Hz, 1 hr), 7.66 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.65 (d, *J* = 1.5 Hz, 1 hr), 7.62 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.59 (d, *J* = 1.8 Hz, 1 hr), 7.55 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.36 (br s, 1 hr), 4.04 (s, 2.2 hr), 4.03 (s, 0.8 hr), 3.93 (d, *J* = 6.7 Hz, 2 hr), 3.92 (d, *J* = 6.4 Hz, 2 hr), 2.17–2.07 (m, 2 hr), 1.05 (d, *J* = 6.7 Hz, 6 hr), 1.02 (d, *J* = 6.7 Hz, 6 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 167.8, 164.7, 164.1, 152.1, 151.31, 150.30, 141.5, 139.9, 132.4, 131.5, 130.29, 130.27, 125.6, 124.5, 122.8, 120.4, 120.3, 120.1, 113.8, 111.7, 111.6, 75.1, 75.0, 57.3, 28.34, 28.26, 19.6, 19.5. HRMS-ESI (m/z): [M-H]- calcd for C30H34N4O8: 577.2304, found: 577.2318. The title compound was obtained as a yellow solid (65 mg, 49% overall yield) using compound 3b and Fmoc-Rink amide MBHA resin (0.70 mmol/g, 0.30 g, 0.21 mmol). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 9.84 (br s, 1 hr), 9.46 (br s, 1 hr), 8.00 (d, *J* = 8.2 Hz, 1 hr), 7.99 (br s, 1 hr), 7.99 (d, *J* = 8.2 Hz, 1 hr), 7.96 (d, *J* = 8.2 Hz, 1 hr), 7.85 (d, *J* = 1.5 Hz, 1 hr), 7.65 (d, *J* = 1.8 Hz, 1 hr), 7.63 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.61 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.59 (d, *J* = 1.8 Hz, 1 hr), 7.55 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.36 (br s, 1 hr), 4.96 (septet, *J* = 6.1 Hz, 1 hr), 3.93 (d, *J* = 6.4 Hz, 2 hr), 3.92 (d, *J* = 6.4 Hz, 2 hr), 2.17–2.08 (m, 2 hr), 1.35 (d, *J* = 6.1 Hz, 6 hr), 1.05 (d, *J* = 6.7 Hz, 6 hr), 1.02 (d, *J* = 6.7 Hz, 6 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 167.8, 164.7, 164.1, 151.3, 150.30, 150.25, 142.9, 139.6, 132.4, 131.5, 130.3, 125.5, 124.5, 122.7, 120.4, 120.2, 120.1, 115.6, 111.7, 111.6, 75.1, 75.0, 73.0, 28.34, 28.28, 22.1, 19.6, 19.5. HRMS-ESI (m/z): [M-H]- calcd for C32H38N4O8: 605.2617, found: 605.2640. The title compound was obtained as a yellow solid (83 mg, 48% overall yield) using compound 3 c and Fmoc-Rink amide MBHA resin (0.70 mmol/g, 0.40 g, 0.28 mmol). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 9.85 (br s, 1 hr), 9.46 (br s, 1 hr), 8.04 (d, *J* = 8.2 Hz, 1 hr), 7.99 (br s, 1 hr), 7.99 (d, *J* = 8.2 Hz, 1 hr), 7.96 (d, *J* = 8.2 Hz, 1 hr), 7.84 (d, *J* = 1.5 Hz, 1 hr), 7.65 (d, *J* = 1.8 Hz, 1 hr), 7.64 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.61 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.59 (d, *J* = 1.8 Hz, 1 hr), 7.55 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.36 (br s, 1 hr), 4.28 (t, *J* = 6.3 Hz, 2 hr), 3.93 (d, *J* = 6.7 Hz, 2 hr), 3.92 (d, *J* = 6.4 Hz, 2 hr), 2.16–2.10 (m, 2 hr), 1.79–1.73 (m, 2 hr), 1.51–1.43 (m, 2 hr), 1.05 (d, *J* = 6.7 Hz, 6 hr), 1.02 (d, *J* = 6.7 Hz, 6 hr), 0.96 (d, *J* = 7.3 Hz, 3 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 167.8, 164.7, 164.1, 151.5, 151.3, 150.3, 141.8, 139.8, 132.4, 131.5, 130.30, 130.29, 125.5, 124.4, 122.7, 120.4, 120.3, 120.0, 114.4, 111.7, 111.6, 75.1, 75.0, 69.6, 30.8, 28.34, 28.28, 19.61, 19.55, 19.0, 14.0. HRMS-ESI (m/z): [M-H]- calcd for C33H40N4O8: 619.2773, found: 619.2791. The title compound was obtained as a yellow solid (83 mg, 53% overall yield) using compound 3d and Fmoc-Rink amide MBHA resin (0.50 mmol/g, 0.50 g, 0.25 mmol). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 9.85 (br s, 1 hr), 9.46 (br s, 1 hr), 8.05 (d, *J* = 8.2 Hz, 1 hr), 7.99 (d, *J* = 8.2 Hz, 1 hr), 7.99 (br s, 1 hr), 7.97 (d, *J* = 8.2 Hz, 1 hr), 7.83 (d, *J* = 1.5 Hz, 1 hr), 7.65 (d, *J* = 1.8 Hz, 1 hr), 7.64 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.62 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.59 (d, *J* = 1.8 Hz, 1 hr), 7.55 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.36 (br s, 1 hr), 4.05 (d, *J* = 6.4 Hz, 2 hr), 3.94 (d, *J* = 6.4 Hz, 2 hr), 3.92 (d, *J* = 6.4 Hz, 2 hr), 2.17–2.07 (m, 3 hr), 1.05 (d, *J* = 6.7 Hz, 6 hr), 1.03 (d, *J* = 6.7 Hz, 6 hr), 1.02 (d, *J* = 6.7 Hz, 6 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 167.8, 164.7, 164.1, 151.5, 151.2, 150.3, 141.7, 139.9, 132.4, 131.5, 130.29, 130.28, 125.6, 124.4, 122.7, 120.4, 120.3, 120.1, 114.3, 111.7, 111.5, 75.8, 75.1, 75.0, 28.34, 28.29, 28.1, 19.61, 19.58, 19.2. HRMS-ESI (m/z): [M-H]- calcd for C33H40N4O8: 619.2773, found: 619.2794. The title compound was obtained as a yellow solid (56 mg, 57% overall yield) using compound 3e and Fmoc-Rink amide MBHA resin (0.50 mmol/g, 0.30 g, 0.15 mmol). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 9.88 (br s, 1 hr), 9.46 (br s, 1 hr), 8.09 (d, *J* = 8.3 Hz, 1 hr), 7.99 (d, *J* = 8.2 Hz, 1 hr), 7.99 (br s, 1 hr), 7.97 (d, *J* = 1.8 Hz, 1 hr), 7.94 (d, *J* = 8.2 Hz, 1 hr), 7.69 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.65 (d, *J* = 1.8 Hz, 1 hr), 7.62 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.59 (d, *J* = 1.8 Hz, 1 hr), 7.56 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.50–7.38 (m, 5 hr), 7.36 (br s, 1 hr), 5.43 (s, 2 hr), 3.93 (d, *J* = 6.4 Hz, 2 hr), 3.92 (d, *J* = 6.4 Hz, 2 hr), 2.17–2.09 (m, 3 hr), 1.05 (d, *J* = 6.7 Hz, 6 hr), 1.01 (d, *J* = 6.7 Hz, 6 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 167.8, 164.7, 164.0, 151.3, 151.2, 150.3, 141.9, 139.8, 136.2, 132.5, 131.5, 130.30, 130.27, 129.1, 128.7, 127.9, 125.7, 124.6, 122.8, 120.4, 120.34, 120.26, 115.1, 111.7, 111.6, 75.1, 75.0, 71.3, 28.34, 28.26, 19.61, 19.56. HRMS-ESI (m/z): [M-H]- calcd for C36H38N4O8: 653.2617, found: 653.2632. The title compound was obtained as a yellow solid (90 mg, 49% overall yield) using compound 3 f and Fmoc-Rink amide MBHA resin (0.70 mmol/g, 0.40 g, 0.28 mmol). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 12.20 (br s, 1 hr), 9.87 (br s, 1 hr), 9.46 (br s, 1 hr), 8.06 (d, *J* = 8.2 Hz, 1 hr), 7.99 (d, *J* = 8.2 Hz, 1 hr), 7.99 (br s, 1 hr), 7.94 (d, *J* = 8.2 Hz, 1 hr), 7.84 (d, *J* = 1.5 Hz, 1 hr), 7.65 (d, *J* = 1.8 Hz, 1 hr), 7.65 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.61 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.59 (d, *J* = 1.8 Hz, 1 hr), 7.55 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.36 (br s, 1 hr), 4.30 (t, *J* = 6.3 Hz, 2 hr), 3.93 (d, *J* = 6.7 Hz, 2 hr), 3.92 (d, *J* = 6.7 Hz, 2 hr), 2.43 (t, *J* = 7.3 Hz, 2 hr), 2.16–2.09 (m, 2 hr), 2.03–1.98 (m, 2 hr), 1.05 (d, *J* = 6.7 Hz, 6 hr), 1.02 (d, *J* = 6.7 Hz, 6 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 174.4, 167.8, 164.7, 164.1, 151.4, 151.3, 150.3, 141.7, 139.9, 132.4, 131.5, 130.30, 130.28, 125.7, 124.6, 122.7, 120.4, 120.24, 120.16, 114.4, 111.7, 111.6, 75.1, 75.0, 69.0, 30.2, 28.34, 28.28, 24.4, 19.6, 19.5. HRMS-ESI (m/z): [M-H]- calcd for C33H38N4O10: 649.2515, found: 649.2535. The title compound was prepared using compound 3i and Fmoc-Rink amide MBHA resin (0.50 mmol/g, 0.40 g, 0.20 mmol). Following the general procedure, the resin-bound N-Fmoc group 7i was converted to the resin-bound N, N’-di-Boc-guanindine 7 j by the removal of Fmoc group with piperidine followed by reaction with N,N’-di-Boc-1H-pyrazole-1-carboxamidine. After cleavage from the resin and HPLC purification, ERX-12 was obtained as a yellow solid (31 mg, 20% overall yield). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 9.88 (br s, 1 hr), 9.46 (br s, 1 hr), 8.09 (d, *J* = 8.2 Hz, 1 hr), 7.99 (br s, 1 hr), 7.98 (d, *J* = 8.2 Hz, 1 hr), 7.92 (d, *J* = 8.2 Hz, 1 hr), 7.85 (d, *J* = 1.5 Hz, 1 hr), 7.69 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.66 (d, *J* = 1.8 Hz, 1 hr), 7.64 (br s, 1 hr), 7.62 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.60 (d, *J* = 1.8 Hz, 1 hr), 7.56 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.36 (br s, 1 hr), 4.32 (t, *J* = 6.1 Hz, 2 hr), 3.93 (d, *J* = 6.7 Hz, 2 hr), 3.92 (d, *J* = 6.6 Hz, 2 hr), 3.30 (q, *J* = 6.5 Hz, 2 hr), 2.16–2.08 (m, 2 hr), 2.03–1.98 (m, 2 hr), 1.05 (d, *J* = 6.7 Hz, 6 hr), 1.02 (d, *J* = 6.7 Hz, 6 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 167.8, 164.7, 164.0, 157.3, 151.5, 151.40, 150.35, 141.6, 140.0, 132.6, 131.6, 130.3, 130.2, 125.8, 124.7, 122.8, 120.4, 120.3, 114.6, 111.69, 111.65, 75.1, 75.0, 67.1, 38.0, 28.4, 28.34, 28.26, 19.6, 19.5. HRMS-ESI (m/z): [M + H]+calcd for C33H41N7O8: 664.3089, found: 664.3094. This compound was prepared according to the published procedure (Ravindranathan et al., 2013). To a solution of compound 3 g (2.82 g, 6.01 mmol) and DIEA (2.0 mL, 11.3 mmol) in DMF (30 mL) was added HATU (2.94 g, 7.50 mmol) and the mixture was stirred for 1 hr. Compound 8 (1.5 g, 3.75 mmol) was added and the resulting mixture was stirred at room temperature for 24 hr. The solution was then poured into 5% citric acid (50 mL) and extracted with EtOAc (50 mL x 2). The combined organic extracts were washed with saturated NaHCO_3_ (50 mL x 2), dried over Na_2_SO_4_, filtered, and concentrated under reduced pressure. Recrystallization from EtOAc gave compound nine as a light yellow solid (2.3 g, 72%). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 9.87 (br s, 1 hr), 9.41 (br s, 1 hr), 8.07 (d, *J* = 8.2 Hz, 1 hr), 8.02 (d, *J* = 8.2 Hz, 1 hr), 7.98 (d, *J* = 8.2 Hz, 1 hr), 7.97 (br s, 2 hr), 7.71 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.61 (br s, 1 hr), 7.60–7.58 (m, 2 hr), 7.55 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.42–7.40 (m, 6 hr), 7.36–7.33 (m, 7 hr), 7.29–7.26 (m, 3 hr), 4.52–4.50 (m, 2 hr), 3.92 (d, *J* = 6.4 Hz, 2 hr), 3.91 (d, *J* = 6.4 Hz, 2 hr), 3.33–3.32 (m, 2 hr, overlap with H_2_O peak), 2.18–2.05 (m, 2 hr), 1.05 (d, *J* = 6.7 Hz, 6 hr), 0.99 (d, *J* = 6.7 Hz, 6 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 167.8, 164.7, 164.1, 151.3, 150.2, 144.0, 141.9, 140.1, 132.1, 131.4, 130.4, 128.7, 128.4, 127.6, 125.5, 124.4, 122.6, 120.4, 120.29, 120.26, 114.7, 111.7, 86.5, 75.1, 75.0, 69.3, 62.5, 28.34, 28.26, 19.61, 19.55. A solution of compound 9 (1.0 g, 1.18 mmol) in TFA (20 mL) was stirred at room temperature for 30 min. The excess of TFA were removed under reduced pressure and precipitation with diethyl ether gave ERX-11 as a white solid (0.61 g, 85%). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 9.86 (br s, 1 hr), 9.46 (br s, 1 hr), 8.03 (d, *J* = 8.2 Hz, 1 hr), 7.99 (br s, 1 hr), 7.99 (d, *J* = 8.2 Hz, 1 hr), 7.94 (d, *J* = 8.2 Hz, 1 hr), 7.87 (d, *J* = 1.9 Hz, 1 hr), 7.65 (d, *J* = 1.9 Hz, 1 hr), 7.64 (dd, *J* = 8.5, 1.6 Hz, 1 hr), 7.61 (dd, *J* = 8.2, 1.9 Hz, 1 hr), 7.59 (d, *J* = 1.9 Hz, 1 hr), 7.55 (dd, *J* = 8.2, 1.9 Hz, 1 hr), 7.36 (br s, 1 hr), 4.30 (t, *J* = 5.0 Hz, 2 hr), 3.93 (d, *J* = 6.6 Hz, 2 hr), 3.92 (d, *J* = 6.6 Hz, 2 hr), 3.77 (t, *J* = 5.0 Hz, 2 hr), 2.17–2.08 (m, 2 hr), 1.05 (d, *J* = 6.6 Hz, 6 hr), 1.02 (d, *J* = 6.6 Hz, 6 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 167.8, 164.7, 164.1, 151.6, 151.34, 150.30, 141.9, 139.7, 132.4, 131.5, 130.30, 130.29, 125.6, 124.6, 122.7, 120.4, 120.3, 120.1, 114.73, 111.66, 111.58, 75.1, 75.0, 72.0, 59.7, 28.34, 28.27, 19.61, 19.55. HRMS-ESI (m/z): [M-H]- calcd for C31 H36 N4 O9: 607.2410, found: 607.2435. This compound was prepared according to the published procedure (Ravindranathan et al., 2013). To a solution of compound **3** g (1.5 g, 3.2 mmol) and DIEA (1.1 mL, 6.1 mmol) in DMF (30 mL) was added HATU (1.5 g, 4.1 mmol) and the mixture was stirred at room temperature for 1 hr. Compound **10** (0.90 g, 2.0 mmol) was added and the resulting mixture was stirred at room temperature for 24 hr. The solution was then poured into 5% citric acid (50 mL) and extracted with EtOAc (50 mL x 2). The combined organic extracts were washed with saturated NaHCO_3_ (50 mL x 2), dried over Na_2_SO_4_, filtered, and concentrated under reduced pressure. Recrystallization from EtOAc/hexanes (1:1) gave compound **11** as a light yellow solid (1.5 g, 83%). R_f_ = 0.33 (hexanes/EtOAc 4:1). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 9.80 (br s, 1 hr), 9.53 (br s, 1 hr), 8.18 (d, *J* = 8.2 Hz, 1 hr), 8.07 (d, *J* = 8.2 Hz, 1 hr), 7.99 (d, *J* = 8.2 Hz, 1 hr), 7.97 (br s, 1 hr), 7.71 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.69 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.62–7.59 (m, 3 hr), 7.42–7.40 (m, 6 hr), 7.36–7.32 (m, 6 hr), 7.29–7.26 (m, 3 hr), 6.12–6.04 (m, 1 hr), 5.43 (ddd, *J* = 17.2, 3.1, 1.7 Hz, 1 hr), 5.31 (ddd, *J* = 10.3, 2.9, 1.4 Hz, 1 hr), 4.83 (dt, *J* = 5.4, 1.4 Hz, 2 hr), 4.52–4.50 (m, 2 hr), 3.95 (d, *J* = 6.4 Hz, 2 hr), 3.91 (d, *J* = 6.4 Hz, 2 hr), 3.33–3.32 (m, 2 hr, overlap with H_2_O peak), 2.18–2.07 (m, 2 hr), 1.06 (d, *J* = 6.7 Hz, 6 hr), 0.99 (d, *J* = 6.7 Hz, 6 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 165.5, 164.8, 164.1, 151.34, 151.29, 145.0, 144.0, 141.9, 140.1, 133.2, 132.5, 128.7, 128.4, 127.6, 126.2, 125.5, 124.4, 122.6, 122.3, 120.4, 120.3, 118.4, 114.7, 112.5, 111.6, 86.5, 75.1, 75.0, 69.3, 65.6, 62.5, 28.32, 28.26, 19.56, 19.54. To a solution of compound **11** (1.5 g, 1.7 mmol) in DCM (50 mL) were added Pd(PPh_3_)_4_ (196 mg, 0.17 mmol) and phenylsilane (0.37 mL, 3.4 mmol), and the mixture was stirred at room temperature for 1 hr. The reaction mixture was then concentrated under reduced pressure and the resulting solid was washed with ether. The corresponding carboxylic acid was obtained as a white solid (1.45 g, quantitative yield) and used in the next reaction without further purification. To a solution of the carboxylic acid (300 mg, 0.35 mmol) and DIEA (0.24 mL, 1.4 mmol) in DMF (10 mL) was added HATU (179 mg, 0.46 mmol) and the mixture was stirred at room temperature for 1 hr. N-Boc-ethylenediamine (112 mg, 0.70 mmol) was added and the resulting mixture was stirred at room temperature for 24 hr. The solution was then poured into 5% citric acid (20 mL) and extracted with EtOAc (20 mL x 2). The combined organic extracts were washed with saturated NaHCO_3_ (20 mL x 2), dried over Na_2_SO_4_, filtered, and concentrated under reduced pressure. Recrystallization from EtOAc/hexanes (1:1) gave compound **12** as a light yellow solid (152 mg, 44%). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 9.86 (br s, 1 hr), 9.41 (br s, 1 hr), 8.48 (t, *J* = 5.6 Hz, 1 hr), 8.06 (d, *J* = 8.2 Hz, 1 hr), 8.03 (d, *J* = 8.2 Hz, 1 hr), 7.99 (d, *J* = 8.2 Hz, 1 hr), 7.98 (br s, 1 hr), 7.71 (dd, *J* = 8.2, 1.5 Hz, 1 hr), 7.61–7.58 (m, 2 hr), 7.55–7.51 (m, 2 hr), 7.42–7.40 (m, 6 hr), 7.36–7.32 (m, 6 hr), 7.29–7.26 (m, 3 hr), 6.95 (t, *J* = 5.6 Hz, 1 hr), 4.51–4.50 (m, 2 hr), 3.92 (d, *J* = 6.2 Hz, 2 hr), 3.91 (d, *J* = 6.2 Hz, 2 hr), 3.33–3.30 (m, 4 hr), 3.15–3.11 (m, 2 hr), 2.17–2.06 (m, 2 hr), 1.05 (d, *J* = 6.7 Hz, 6 hr), 0.99 (d, *J* = 6.7 Hz, 6 hr). A solution of compound **12** (50 mg, 0.050 mmol) in TFA/TIS/H_2_O (95:2.5:2.5, 5 mL) was stirred at room temperature for 30 min. The excess of TFA were removed with a gentle stream of nitrogen, and a white solid was precipitated with cold diethyl ether. The precipitate was filtered, washed with diethyl ether and dried in vacuo. The resulting yellow solid was used in the next reaction without further purification. To a solution of the yellow solid, biotin (24 mg, 0.10 mmol) and DIEA (0.035 mL, 0.20 mmol) in DMF (5 mL) was added HATU (43 mg, 0.11 mmol), and the resulting mixture was stirred at room temperature for 12 hr. The reaction solution was then poured into 1N HCl (20 mL) and extracted with EtOAc (20 mL x 2). The combined organic extracts were washed with saturated NaHCO_3_ (20 mL x 2) and concentrated under reduced pressure. The resulting solid was washed with EtOAc (10 mL x 5) and dried in vacuo giving **ERX-11-biotin** as a light yellow solid (32 mg, 73%). ^1^H NMR (DMSO-*d*_6_, 500 MHz): *δ* 9.87 (br s, 1 hr), 9.47 (br s, 1 hr), 8.53 (t, *J* = 5.5 Hz, 1 hr), 8.03 (d, *J* = 8.2 Hz, 1 hr), 7.99 (d, *J* = 8.2 Hz, 1 hr), 7.97 (br s, 1 hr), 7.94 (d, *J* = 8.2 Hz, 1 hr), 7.87 (d, *J* = 1.5 Hz, 1 hr), 7.65–7.64 (m, 2 hr), 7.62 (dd, *J* = 8.2, 1.8 Hz, 1 hr), 7.56 (d, *J* = 1.5 Hz, 1 hr), 7.52 (dd, *J* = 8.2, 1.7 Hz, 1 hr), 6.43 (br s, 1 hr), 6.36 (br s, 1 hr), 4.98 (t, *J* = 5.6 Hz, 1 hr), 4.32–4.29 (m, 3 hr), 4.13–4.10 (m, 1 hr), 3.93 (d, *J* = 6.4 Hz, 2 hr), 3.92 (d, *J* = 6.4 Hz, 2 hr), 3.79–3.76 (m, 2 hr), 3.33–3.31 (m, 2 hr, overlap with H_2_O peak), 3.27–3.23 (m, 2 hr), 3.09–3.05 (m, 2 hr), 2.82 (dd, *J* = 12.5, 5.2 Hz, 1 hr), 2.58 (d, *J* = 12.2 Hz, 2 hr), 2.16–2.08 (m, 4 hr), 1.64–1.43 (m, 4 hr), 1.35–1.28 (m, 2 hr), 1.05 (d, *J* = 6.7 Hz, 6 hr), 1.02 (d, *J* = 6.7 Hz, 6 hr). ^13^C NMR (DMSO-*d*_6_, 125 MHz): *δ* 173.0, 166.2, 164.7, 163.2, 162.8, 151.6, 151.4, 150.4, 141.9, 139.7, 132.4, 131.7, 130.3, 130.2, 125.5, 124.6, 122.9, 120.3, 120.13, 120.11, 114.8, 111.6, 111.4, 75.1, 75.0, 72.0, 61.5, 59.70, 59.68, 55.9, 38.8, 36.3, 28.7, 28.5, 28.4, 28.3, 25.7, 19.63, 19.55. HRMS-ESI (m/z): [M-H]^-^ calcd for C43H55N7O11S: 876.3608, found: 876.3602. General procedure for peptide synthesis The peptides were synthesized manually using standard N^α^-Fmoc/*t*Bu solid-phase peptide synthesis protocol. Aminomethylated polystyrene resin (0.25 mmol, 0.4 mmol/g) was swollen in DMF for 2 hr and washed with DMF (3 × 1 min). Fmoc-Rink amide linker (1.5 equiv), HBTU (1.5 equiv), Cl-HOBt (1.5 equiv), and DIEA (three equiv) were dissolved in DMF (6 mL). The resulting solution was then added to the resin and shaken for 12 hr. The coupling reaction was followed by Kaiser ninhydrin test, and unreacted amines were capped by using acetic anhydride (20 equiv) in DMF (6 mL) for 20 min. The Fmoc protecting group of the Rink amide linker was removed via treatment with 20% piperidine in DMF (6 mL, 1 × 5 min and 1 × 30 min) and washed with DMF (3 × 1 min). The first amino acid was introduced by using a preactivated Fmoc amino acid that was prepared by mixing a Fmoc amino acid (four equiv), HBTU (four equiv), Cl-HOBt (four equiv), and DIEA (eight equiv) in DMF (6 mL) for 5 min. The coupling reaction was conducted for 4 hr or until Kaiser ninhydrin test became negative. When a coupling reaction was found to be incomplete, the resin was washed with DMF (3 × 1 min) and the amino acid was coupled again with a freshly prepared preactivated Fmoc amino acid. When the second coupling reaction did not result in negative Kaiser ninhydrin test, the resin was washed with DMF (3 × 1 min) and the unreacted amines were capped by being treated with acetic anhydride (20 equiv) in DMF for 20 min. These steps (removal of a Fmoc group and coupling of a Fmoc amino acid) were repeated until all amino acids in the sequence of a peptide were coupled. The resin was then washed with DCM (5 × 1 min) and dried in vacuo. General procedure for cleavage and final deprotection of peptides A cleavage mixture of trifluoroacetic acid (TFA), dimethyl sulfide, 1,2-ethanedithiol, and anisole (8 mL, 90:5:3:2) was added to a peptide on dried resin (0.25 mmol) in a disposable 50 mL polypropylene tube, and the mixture was stirred for 90 min at room temperature in the dark. Then, the TFA solution was filtered, and the resin was washed with TFA (3 mL) and DCM (3 mL). The combined TFA solution was concentrated to a volume of approximately 3 mL with a gentle stream of nitrogen, and the peptide was precipitated with cold diethyl ether (40 mL). The precipitated peptide was centrifuged, and the ether solution was decanted to remove the scavengers. Washing with cold diethyl ether was repeated, and the precipitated peptide was centrifuged, decanted, and dried under vacuum. The resulting peptide was characterized via RP-HPLC and MALDI-TOF MS. General procedure for the purification of peptides A crude peptide was dissolved in 50% aqueous acetic acid, and the insoluble was removed by centrifugation. The acetic acid solution containing peptide was purified with HPLC by using a reverse phase semipreparative Vydac column (C4-bonded, 214TP1010, 10 mm × 250 mm, 10 μm) with gradient elution at a flow rate of 3.0 mL/min. A fraction containing the peptide was collected and lyophilized. The purity of all of the synthesized peptides was checked by analytical HPLC and found to be greater than 95%. The molecular mass of the purified peptides was confirmed by MALDI-TOF MS (Appendix 1—Table 1).

**Appendix 1—Table 1.** Characterization of the peptides **DOI:** http://dx.doi.org/10.7554/eLife.26857.054

LXXLL Peptide	Sequence	molecular mass (MALDI-TOF-MS)	
		calculated	observed
SRC1	Ac-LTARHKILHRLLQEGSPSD-NH_2_	[M + H]^+^ for C96H162N32O28: 2212.2	2212.4
SRC2	Ac-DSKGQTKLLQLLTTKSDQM-NH_2_	[M + H]^+^ for C92H162N26O32: 2176.2	2176.6
AIB1	Ac-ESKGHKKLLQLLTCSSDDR-NH_2_	[M + H]^+^ for C92H159N29O31: 2199.2	2199.8
PELP1	Ac-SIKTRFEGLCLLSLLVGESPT-NH_2_	[M + H]^+^ for C103H174N26O31: 2304.3	2304.6

## References

[bib1] Ahn J-M, Han S-Y (2007). Facile synthesis of benzamides to mimic an α-helix. Tetrahedron Letters.

[bib2] Azorsa DO, Cunliffe HE, Meltzer PS (2001). Association of steroid receptor coactivator AIB1 with estrogen receptor-alpha in breast cancer cells. Breast Cancer Research and Treatment.

[bib3] Burandt E, Jens G, Holst F, Jänicke F, Müller V, Quaas A, Choschzick M, Wilczak W, Terracciano L, Simon R, Sauter G, Lebeau A (2013). Prognostic relevance of AIB1 (NCoA3) amplification and overexpression in breast cancer. Breast Cancer Research and Treatment.

[bib4] Chakravarty D, Nair SS, Santhamma B, Nair BC, Wang L, Bandyopadhyay A, Agyin JK, Brann D, Sun LZ, Yeh IT, Lee FY, Tekmal RR, Kumar R, Vadlamudi RK (2010). Extranuclear functions of ER impact invasive migration and metastasis by breast cancer cells. Cancer Research.

[bib5] Collingwood TN, Urnov FD, Wolffe AP (1999). Nuclear receptors: coactivators, corepressors and chromatin remodeling in the control of transcription. Journal of Molecular Endocrinology.

[bib6] Cortez V, Mann M, Tekmal S, Suzuki T, Miyata N, Rodriguez-Aguayo C, Lopez-Berestein G, Sood AK, Vadlamudi RK (2012). Targeting the PELP1-KDM1 axis as a potential therapeutic strategy for breast cancer. Breast Cancer Research.

[bib7] Cortez V, Samayoa C, Zamora A, Martinez L, Tekmal RR, Vadlamudi RK (2014). PELP1 overexpression in the mouse mammary gland results in the development of hyperplasia and carcinoma. Cancer Research.

[bib8] Dasgupta S, O'Malley BW (2014). Transcriptional coregulators: emerging roles of SRC family of coactivators in disease pathology. Journal of Molecular Endocrinology.

[bib9] Dean JL, McClendon AK, Hickey TE, Butler LM, Tilley WD, Witkiewicz AK, Knudsen ES (2012). Therapeutic response to CDK4/6 inhibition in breast cancer defined by ex vivo analyses of human tumors. Cell Cycle.

[bib10] Girard BJ, Daniel AR, Lange CA, Ostrander JH (2014). PELP1: a review of PELP1 interactions, signaling, and biology. Molecular and Cellular Endocrinology.

[bib11] Habashy HO, Powe DG, Rakha EA, Ball G, Macmillan RD, Green AR, Ellis IO (2010). The prognostic significance of PELP1 expression in invasive breast cancer with emphasis on the ER-positive luminal-like subtype. Breast Cancer Research and Treatment.

[bib12] Han LY, Landen CN, Trevino JG, Halder J, Lin YG, Kamat AA, Kim TJ, Merritt WM, Coleman RL, Gershenson DM, Shakespeare WC, Wang Y, Sundaramoorth R, Metcalf CA, Dalgarno DC, Sawyer TK, Gallick GE, Sood AK (2006). Antiangiogenic and antitumor effects of SRC inhibition in ovarian carcinoma. Cancer Research.

[bib13] Jeselsohn R, Yelensky R, Buchwalter G, Frampton G, Meric-Bernstam F, Gonzalez-Angulo AM, Ferrer-Lozano J, Perez-Fidalgo JA, Cristofanilli M, Gómez H, Arteaga CL, Giltnane J, Balko JM, Cronin MT, Jarosz M, Sun J, Hawryluk M, Lipson D, Otto G, Ross JS, Dvir A, Soussan-Gutman L, Wolf I, Rubinek T, Gilmore L, Schnitt S, Come SE, Pusztai L, Stephens P, Brown M, Miller VA (2014). Emergence of constitutively active estrogen receptor-α mutations in pretreated advanced estrogen receptor-positive breast Cancer. Clinical Cancer Research.

[bib14] Jordan VC (2015). The new biology of estrogen-induced apoptosis applied to treat and prevent breast Cancer. Endocrine Related Cancer.

[bib15] Kumar R, Zhang H, Holm C, Vadlamudi RK, Landberg G, Rayala SK (2009). Extranuclear coactivator signaling confers insensitivity to tamoxifen. Clinical Cancer Research.

[bib16] Kurebayashi J, Otsuki T, Kunisue H, Tanaka K, Yamamoto S, Sonoo H (2000). Expression levels of estrogen receptor-alpha, estrogen receptor-beta, coactivators, and corepressors in breast cancer. Clinical Cancer Research : An Official Journal of the American Association for Cancer Research.

[bib17] Kurebayashi J (2003). Endocrine-resistant breast cancer: underlying mechanisms and strategies for overcoming resistance. Breast Cancer.

[bib18] Lai A, Kahraman M, Govek S, Nagasawa J, Bonnefous C, Julien J, Douglas K, Sensintaffar J, Lu N, Lee KJ, Aparicio A, Kaufman J, Qian J, Shao G, Prudente R, Moon MJ, Joseph JD, Darimont B, Brigham D, Grillot K, Heyman R, Rix PJ, Hager JH, Smith ND (2015). Identification of GDC-0810 (ARN-810), an orally bioavailable selective estrogen receptor degrader (SERD) that demonstrates robust activity in tamoxifen-resistant breast cancer xenografts. Journal of Medicinal Chemistry.

[bib19] Lee TK, Ahn JM (2011). Solid-phase synthesis of tris-benzamides as α-helix mimetics. ACS Combinatorial Science.

[bib20] Lewis-Wambi JS, Jordan VC (2009). Estrogen regulation of apoptosis: how can one hormone stimulate and inhibit?. Breast Cancer Research.

[bib21] List HJ, Reiter R, Singh B, Wellstein A, Riegel AT (2001). Expression of the nuclear coactivator AIB1 in normal and malignant breast tissue. Breast Cancer Research and Treatment.

[bib22] Lonard DM, Lanz RB, O'Malley BW (2007). Nuclear receptor coregulators and human disease. Endocrine Reviews.

[bib23] Lonard DM, O'Malley BW (2012). Nuclear receptor coregulators: modulators of pathology and therapeutic targets. Nature Reviews Endocrinology.

[bib24] Ma CX, Reinert T, Chmielewska I, Ellis MJ (2015). Mechanisms of aromatase inhibitor resistance. Nature Reviews. Cancer.

[bib25] Macedo LF, Sabnis G, Brodie A (2008). Preclinical modeling of endocrine response and resistance: focus on aromatase inhibitors. Cancer.

[bib26] Mann M, Cortez V, Vadlamudi R (2013). PELP1 oncogenic functions involve CARM1 regulation. Carcinogenesis.

[bib27] Marimganti S, Cheemala MN, Ahn JM (2009). Novel amphiphilic alpha-helix mimetics based on a bis-benzamide scaffold. Organic Letters.

[bib28] McDonnell DP, Norris JD (2002). Connections and regulation of the human estrogen receptor. Science.

[bib29] McDonnell DP, Wardell SE, Norris JD (2015). Oral selective estrogen receptor downregulators (SERDs), a breakthrough endocrine therapy for breast Cancer. Journal of Medicinal Chemistry.

[bib30] McInerney EM, Rose DW, Flynn SE, Westin S, Mullen TM, Krones A, Inostroza J, Torchia J, Nolte RT, Assa-Munt N, Milburn MV, Glass CK, Rosenfeld MG (1998). Determinants of coactivator LXXLL motif specificity in nuclear receptor transcriptional activation. Genes & Development.

[bib31] McKenna NJ, Lanz RB, O'Malley BW (1999). Nuclear receptor coregulators: cellular and molecular biology. Endocrine Reviews.

[bib32] Merenbakh-Lamin K, Ben-Baruch N, Yeheskel A, Dvir A, Soussan-Gutman L, Jeselsohn R, Yelensky R, Brown M, Miller VA, Sarid D, Rizel S, Klein B, Rubinek T, Wolf I (2013). D538G mutation in estrogen receptor-α: a novel mechanism for acquired endocrine resistance in breast cancer. Cancer Research.

[bib33] Mohammed H, Russell IA, Stark R, Rueda OM, Hickey TE, Tarulli GA, Serandour AA, Serandour AA, Birrell SN, Bruna A, Saadi A, Menon S, Hadfield J, Pugh M, Raj GV, Brown GD, D'Santos C, Robinson JL, Silva G, Launchbury R, Perou CM, Stingl J, Caldas C, Tilley WD, Carroll JS (2015). Progesterone receptor modulates erα action in breast cancer. Nature.

[bib34] Musgrove EA, Sutherland RL (2009). Biological determinants of endocrine resistance in breast cancer. Nature Reviews Cancer.

[bib35] Nabha SM, Glaros S, Hong M, Lykkesfeldt AE, Schiff R, Osborne K, Reddy KB (2005). Upregulation of PKC-delta contributes to antiestrogen resistance in mammary tumor cells. Oncogene.

[bib36] Nair SS, Nair BC, Cortez V, Chakravarty D, Metzger E, Schüle R, Brann DW, Tekmal RR, Vadlamudi RK (2010). PELP1 is a reader of histone H3 methylation that facilitates oestrogen receptor-alpha target gene activation by regulating lysine demethylase 1 specificity. EMBO Reports.

[bib37] O'Hara J, Vareslija D, McBryan J, Bane F, Tibbitts P, Byrne C, Conroy RM, Hao Y, Gaora PÓ, Hill AD, McIlroy M, Young LS (2012). AIB1:erα transcriptional activity is selectively enhanced in aromatase inhibitor-resistant breast cancer cells. Clinical Cancer Research.

[bib38] O'Malley BW, Kumar R (2009). Nuclear receptor coregulators in cancer biology. Cancer Research.

[bib39] Paige LA, Christensen DJ, Grøn H, Norris JD, Gottlin EB, Padilla KM, Chang CY, Ballas LM, Hamilton PT, McDonnell DP, Fowlkes DM (1999). Estrogen receptor (ER) modulators each induce distinct conformational changes in ER alpha and ER beta. PNAS.

[bib40] Ravindranathan P, Lee TK, Yang L, Centenera MM, Butler L, Tilley WD, Hsieh JT, Ahn JM, Raj GV (2013). Peptidomimetic targeting of critical androgen receptor-coregulator interactions in prostate Cancer. Nature Communications.

[bib41] Robinson DR, Wu YM, Vats P, Su F, Lonigro RJ, Cao X, Kalyana-Sundaram S, Wang R, Ning Y, Hodges L, Gursky A, Siddiqui J, Tomlins SA, Roychowdhury S, Pienta KJ, Kim SY, Roberts JS, Rae JM, Van Poznak CH, Hayes DF, Chugh R, Kunju LP, Talpaz M, Schott AF, Chinnaiyan AM (2013). Activating ESR1 mutations in hormone-resistant metastatic breast cancer. Nature Genetics.

[bib42] Schiewer MJ, Goodwin JF, Han S, Brenner JC, Augello MA, Dean JL, Liu F, Planck JL, Ravindranathan P, Chinnaiyan AM, McCue P, Gomella LG, Raj GV, Dicker AP, Brody JR, Pascal JM, Centenera MM, Butler LM, Tilley WD, Feng FY, Knudsen KE (2012). Dual roles of PARP-1 promote cancer growth and progression. Cancer Discovery.

[bib43] Shou J, Massarweh S, Osborne CK, Wakeling AE, Ali S, Weiss H, Schiff R (2004). Mechanisms of tamoxifen resistance: increased estrogen receptor-HER2/neu cross-talk in ER/HER2-positive breast cancer. JNCI Journal of the National Cancer Institute.

[bib44] Singh RR, Kumar R (2005). Steroid hormone receptor signaling in tumorigenesis. Journal of Cellular Biochemistry.

[bib45] Song X, Chen J, Zhao M, Zhang C, Yu Y, Lonard DM, Chow DC, Palzkill T, Xu J, O'Malley BW, Wang J (2016). Development of potent small-molecule inhibitors to drug the undruggable steroid receptor coactivator-3. PNAS.

[bib46] Tamrazi A, Carlson KE, Daniels JR, Hurth KM, Katzenellenbogen JA (2002). Estrogen receptor dimerization: ligand binding regulates dimer affinity and dimer dissociation rate. Molecular Endocrinology.

[bib47] Tekmal RR, Durgam VR (1997). A novel in vitro and in vivo breast cancer model for testing inhibitors of estrogen biosynthesis and its action using mammary tumor cells with an activated int-5/aromatase gene. Cancer Letters.

[bib48] Torchia J, Glass C, Rosenfeld MG (1998). Co-activators and co-repressors in the integration of transcriptional responses. Current Opinion in Cell Biology.

[bib49] Toy W, Shen Y, Won H, Green B, Sakr RA, Will M, Li Z, Gala K, Fanning S, King TA, Hudis C, Chen D, Taran T, Hortobagyi G, Greene G, Berger M, Baselga J, Chandarlapaty S (2013). ESR1 ligand-binding domain mutations in hormone-resistant breast Cancer. Nature Genetics.

[bib50] Toy W, Weir H, Razavi P, Lawson M, Goeppert AU, Mazzola AM, Smith A, Wilson J, Morrow C, Wong WL, De Stanchina E, Carlson KE, Martin TS, Uddin S, Li Z, Fanning S, Katzenellenbogen JA, Greene G, Baselga J, Chandarlapaty S (2017). Activating ESR1 Mutations Differentially Affect the Efficacy of ER Antagonists. Cancer Discovery.

[bib51] Tsai MJ, O'Malley BW (1994). Molecular mechanisms of action of steroid/thyroid receptor superfamily members. Annual Review of Biochemistry.

[bib52] Vallabhaneni S, Nair BC, Cortez V, Challa R, Chakravarty D, Tekmal RR, Vadlamudi RK (2011). Significance of ER-Src axis in hormonal therapy resistance. Breast Cancer Research and Treatment.

[bib53] Wang Y, Chirgadze NY, Briggs SL, Khan S, Jensen EV, Burris TP (2006). A second binding site for hydroxytamoxifen within the coactivator-binding groove of estrogen receptor beta. PNAS.

[bib54] Weir HM, Bradbury RH, Lawson M, Rabow AA, Buttar D, Callis RJ, Curwen JO, de Almeida C, Ballard P, Hulse M, Donald CS, Feron LJ, Karoutchi G, MacFaul P, Moss T, Norman RA, Pearson SE, Tonge M, Davies G, Walker GE, Wilson Z, Rowlinson R, Powell S, Sadler C, Richmond G, Ladd B, Pazolli E, Mazzola AM, D'Cruz C, De Savi C (2016). AZD9496: an oral estrogen receptor inhibitor that blocks the growth of ER-positive and ESR1-Mutant breast tumors in preclinical models. Cancer Research.

[bib55] Xu J, Qiu Y, DeMayo FJ, Tsai SY, Tsai MJ, O'Malley BW (1998). Partial hormone resistance in mice with disruption of the steroid receptor coactivator-1 (SRC-1) gene. Science.

How the deposited data were processed for this re-analysis (not part of the article)

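RNA-seq was analysed for 4 samples of ZR-75 cells, 2 treated with vehicle and 2 with ERX-11 for 48 hr, all with E2 according to the labels. The authors prepared the libraries with Illumina TruSeq kits, sequenced single-end reads, aligned them to UCSC hg19 with TopHat, counted reads on gene symbols with HTSeq, and deposited raw counts, 1 table per sample, without normalization or filtering. The versions of TopHat and HTSeq and of the annotation are not stated, and the labels name both a standard and a total RNA kit. The tables also hold the counter's summary of reads on no gene, on several genes and aligned to more than 1 place, which served only as depth checks. The authors' own tests used DESeq, GSEA and IPA. These were not repeated, since the original DESeq is not installed and the gene sets and IPA's content are not in the files analysed here.

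Between 17781317 and 23276478 reads per sample were counted on genes. All 4 samples were compared in 1 model, 2 vehicle against 2 ERX-11, with no covariate. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) after TMM normalization, on the 13321 genes kept by edgeR's filterByExpr, with Benjamini-Hochberg adjustment. Genes past the threshold had an adjusted p under 0.01 and a fold change of at least 1.5, after the cutoffs of the paper. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F statistic. CPM values are counts relative to TMM-normalized library sizes and are given as mean ± SD over 2 samples. With 2 samples per group the smallest p of a permutation of labels is too large to be of use, so significance rests on the model's estimate of the spread across genes (biological coefficient of variation 0.094, 5.0 prior degrees of freedom).

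GC content and exon length came from GENCODE release 44 on GRCh37, matched by symbol for 19137 symbols of the files and for 86.1% of the tested genes. Symbols that have since been renamed found no match and received no correction. The correction subtracts a loess fit (span 0.3) of each sample's log2 deviation on GC content and log2 length. Gene lists for estrogen-induced, interferon-stimulated, proliferation and pro-apoptotic genes were written by hand from general knowledge before the processed files arrived and were tested with limma's camera (limma 3.58.1, inter-gene correlation 0.01). Outside the closing observations they serve only to name interferon-stimulated genes and to give the pro-apoptotic result beside the apoptosis genes.

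Named genes are all genes of the paper's RT-qPCR panels, of Table 3 and of the ChIP panel (Figure 4E), ESR1, PELP1, NCOA1, NCOA3 and TRIM24, and the 5 genes with the smallest adjusted p in each direction among those past the threshold with both ERX-11 samples on the same side of both vehicle samples. Not every gene under this rule is given by name or drawn, and the counts over gene sets include all of them. The rule, the main design and the alternatives that follow were fixed before the processed files arrived. The alternatives were DESeq2's size factors, library totals, DESeq2 1.42.0, edgeR's exact test, no count filter, at least 10 counts in every sample, the GC and length correction, the replicate number as a block with and without that correction, leaving out each sample in turn, an unadjusted p, an adjusted p under 0.05, no fold-change threshold, and edgeR's glmTreat against a 1.2-fold change. All were run. A further 3 settings that use the GC and length correction were added after seeing the data. All of the alternatives had been run in exploration before the later predictions in the closing section were written. Some other gene families were also looked at informally during exploration and are not reported.

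The scripts were tested on simulated counts drawn from the real means and library sizes with 200 genes changed. The main fit recovered 99% of these with 1 unchanged gene called, and DESeq2 recovered 93.5% with 0. All simulated genes shared a single dispersion, and the changed genes were picked among well counted ones. The fits to the real counts let the spread differ between genes. These shares therefore do not measure how many real changes each fit finds. When a GC trend that differed between the groups was added to the simulated counts, the main fit called 1510 unchanged genes, and with the GC and length correction 1. The size of that simulated trend was chosen after the trend in the real counts had been seen. Its slopes were nearly equal in the replicates of a group, whereas those of the real replicates differed.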

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

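Interferon-stimulated genes that the paper does not name rose with ERX-11. A list of 56 interferon-stimulated genes was written before the processed files arrived. Of the 46 tested genes on it that the paper's RT-qPCR panels, Table 3 and ChIP panel do not include, 33 passed the threshold upward and 45 had a positive log2 fold change. Over all 54 tested genes of the list the mean log2 fold change was 2.44, and 39 of the 85 genes up-regulated past the threshold were on it. The result was flagged because these genes lie outside those the paper discusses and stood above their level in vehicle. The prediction for an interferon response, made beforehand, was that more than 50% of the unnamed genes would pass, and 33 did. A single deviating sample was also weighed beforehand. The median gene of the list lay 1.96 and 2.00 log2 units above the vehicle mean in ERX-11 replicates 1 and 2, so both samples carried the rise. The next 2 explanations were written after the rise was seen, and some of the marker genes and their counts had been looked at before that prediction was written. For reads from blood or immune cells, the summed CPM of 19 marker genes, relative to the total counts on genes, was 10.5 and 9.75 in vehicle and 10.9 and 8.89 in ERX-11, and the lowest ERX-11 value was 0.846 of the highest vehicle value. For GC content or length, the mean log2 fold change of the list after the correction was 2.45. Transcripts of the 22 interferon genes themselves were almost absent, with 0 and 1 counts in vehicle and 5 and 5 in ERX-11. An interferon-type response in the ERX-11 cultures is a candidate explanation that remains. Whether it came from the compound or from something else the 2 ERX-11 cultures shared, such as their handling or batch, cannot be told apart, because the labels give no batch.

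In ERX-11 replicate 1, reads on no gene made up 14.57% of the tallied lines, against 7.10% to 7.29% in the other 3 samples. It was flagged because the paper does not report on these reads. Both explanations below were written after the share was seen. Some olfactory receptor counts had been looked at before the first was written, and the second was prompted by a histone gene with the largest rise in the fit without ERX-11 replicate 2. If genomic DNA were the source, the surplus reads spread evenly over the genome would add 843 counts to the exons of 390 olfactory receptor genes, which are silent in most tissues. The gene lengths come from GENCODE, which may list longer exons than the annotation of the authors. The counts of these genes were instead below the rate of the other samples, by -42.9 counts. If the library held RNA without a poly(A) tail, transcripts of the histone gene clusters would be raised. Their summed CPM, relative to the total counts on genes, was 274 in ERX-11 replicate 1 and 111, 119 and 124 in vehicle replicates 1 and 2 and ERX-11 replicate 2, which is 2.22 times the highest of the others. HIST1H1B had 218 counts in ERX-11 replicate 1 and 5, 6 and 4 in the others, and 48 of the 51 histone genes with at least 10 counts were highest in ERX-11 replicate 1. A less complete selection of poly(A) RNA in this library is therefore a candidate explanation. The labels name both a standard and a total RNA kit and do not settle it. No biological explanation was tested, since ERX-11 replicate 2 had the same treatment. The fit without ERX-11 replicate 1 keeps 1 ERX-11 sample, replicate 2. That sample had the steeper GC slope, -0.032 against -0.011 log2 units per percent in ERX-11 replicate 1. The number of genes that fit calls therefore cannot show whether this library hid real changes.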

How the results depend on the processing

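The numbers of changed genes depended strongly on the processing. The main setting gave 106 genes past the threshold, 21 down-regulated and 85 up-regulated, with 3 RT-qPCR genes in the direction the paper plots and 5 genes of Table 3. DESeq2's size factors gave 86, 11, 75, 3 and 4 in the same order, library totals alone gave 278, 147, 131, 8 and 15, and DESeq2 gave 1087, 903, 184, 15 and 44. edgeR's exact test gave 1781, 1483, 298, 15 and 46. No count filter gave 1448, 1189, 259, 15 and 45, and at least 10 counts in every sample gave 82, 11, 71, 2 and 4. The GC and length correction gave 283, 128, 155, 6 and 8. With the replicate block the numbers were 1503, 1288, 215, 15 and 43, and with the replicate block and the GC and length correction together 158, 46, 112, 5 and 6. An unadjusted p gave 1757, 1457, 300, 15 and 46, an adjusted p under 0.05 gave 1962, 1641, 321, 15 and 46, no fold-change threshold gave 108, 22, 86, 3 and 5, and glmTreat gave 61, 4, 57, 3 and 4. Across the 4 fits that each left out one sample, the numbers went from 27 to 2442 genes, from 0 to 2131 down-regulated, from 27 to 311 up-regulated, from 3 to 15 RT-qPCR genes and from 3 to 46 genes of Table 3. Settings chosen after seeing the data gave 258, 89, 169, 7 and 8 (GC and length correction on genes with a GC value only), 313, 162, 151, 5 and 6 (DESeq2 with the GC and length correction), and 654, 384, 270, 7 and 10 (adjusted p under 0.05 with the GC and length correction).

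Many genes lay close to the p threshold. In all, 664 genes with a fold change of at least 1.5 had an adjusted p from 0.01 to 0.02 in the main fit, 543 of them down-regulated. For CCND1 the standard error rose from 0.068 in the main fit to 0.123 with the replicate block and 0.115 without ERX-11 replicate 1, while its adjusted p fell from 0.012 to 0.0036 and 0.00031, so a smaller standard error does not account for its lower p. Why p fell under these settings was not tested. The replicate block rests on the numbers in the labels, and the deviations of samples with the same number had r = -0.34 across genes (-0.12 after the GC and length correction), which gives no sign of a batch shared by samples of one number. The depth was 17781317 to 23276478 counts per sample, with 2 samples per group. Whether depth or the spread between the 2 libraries of each group limits the calls was not tested.

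The gene lists were not tested with DESeq2, edgeR's exact test, glmTreat or the other p and fold-change thresholds. Under the alternatives in which they were tested, the mean log2 fold changes of the interferon-stimulated, estrogen-induced and proliferation lists kept their direction and their side of the threshold. That of the pro-apoptotic list, 0.06 in the main fit, reversed to -0.14 with at least 10 counts in every sample. That filter kept 23 of the 24 tested genes of the list. It left out XAF1, which had 7 and 5 counts in vehicle and a log2 fold change of 4.86 in the main fit. Among the 35 named genes followed across settings, 14 of 454 rows reversed, all with the GC and length correction, without and with the replicate block. The log2 fold changes were 0.161 and 0.161 for TFF1, 0.050 and 0.049 for E2F1, -0.095 and -0.097 for PGR, 0.0011 and 0.0011 for MYC, 0.115 and 0.111 for CTSD, -0.114 and -0.114 for ESR1, and -0.0154 and -0.0152 for TRIM24. Of the other rows, 87 passed the threshold where the main fit did not, 11 no longer passed and 342 were unchanged.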

Differences from the paper's values

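The paper reports 880 changed genes, and the main fit gave 106. Of the alternatives set before the files arrived, DESeq2 (1087) and the fit without ERX-11 replicate 2 (698) fell within 1.5 times of the paper's number, and the others did not. An adjusted p under 0.05 with the GC and length correction, chosen after seeing the values, gave 654.

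For down-regulated genes the paper's number is 669, and the main fit gave 21. DESeq2 (903) and the fit without ERX-11 replicate 2 (453) came within 1.5 times of it, and no other alternative did.

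For up-regulated genes the paper's number is 211, and the main fit gave 85. Within 1.5 times of it were DESeq2 (184), the exact test (298), no count filter (259), the GC and length correction (155), the replicate block (215), an unadjusted p (300), and the fits without ERX-11 replicate 1 (311) and without ERX-11 replicate 2 (245). DESeq2's size factors, library totals, at least 10 counts in every sample, the replicate block with the GC and length correction, the fits without vehicle replicate 1 or 2, an adjusted p under 0.05, no fold-change threshold and glmTreat did not reach it. Among the settings chosen after seeing the values, the GC and length correction on genes with a GC value gave 169, DESeq2 with that correction 151, and an adjusted p under 0.05 with that correction 270.

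The largest log2 fold change plotted in Figure 3—figure supplement 1A is about 5, read by eye on an axis that ends there. IFIT1 had 6.01 (standard error 0.11) in the main fit, and no alternative set before the files arrived brought the largest value to the one in the plot.

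The paper states that more genes were down-regulated than up-regulated by ERX-11. The main fit had 21 down-regulated and 85 up-regulated genes, whereas DESeq2 had 903 and 184. Figure 3B plots lower PGR mRNA with ERX-11. The counts gave a log2 fold change of 0.15 (standard error 0.08, adjusted p = 0.16), between 0.10 and 0.22 with a sample left out in turn. With the GC and length correction PGR was at -0.095 (adjusted p = 0.35), which is the direction the paper plots. With the replicate block added to that correction it was at -0.097 (adjusted p = 0.37).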

Other observations

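The fold changes followed the GC content of the genes. The log2 fold change of ERX-11 against vehicle had a Spearman correlation of -0.781 with GC content over 11465 genes. Genes down-regulated at an adjusted p under 0.05 had a median GC content of 60.8%, against 46.5% in unchanged genes of similar abundance, and 703 of the 1445 with a GC value lay in the group of 10 with the highest GC content. Up-regulated genes had a median of 42.2%, against 47.8%. If GC bias between libraries were the source, the replicates of one condition would also differ along GC content. This prediction, and that for library size below, came after the trend and part of the differences between replicates had been seen. The Spearman correlation was 0.631 for vehicle replicate 2 against 1 and -0.607 for ERX-11 replicate 2 against 1, so the trend also separates libraries of the same treatment. Library size did not order the samples the same way as their GC slopes (Spearman correlation -0.4 over the 4 samples, too few to test). GC bias between libraries may therefore account for part of the difference between the groups. An effect of ERX-11 on GC-rich genes cannot be told apart from it with 2 samples per group, since the slopes of both vehicle samples (0.014 and 0.029 log2 units per percent) and both ERX-11 samples (-0.011 and -0.032) also separate the groups.

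The excess of down-regulated over up-regulated genes was weighed against 3 technical explanations written before the files arrived. The excess was not seen in the main fit, with a ratio of 0.25, so the first 2 of these predictions could not be decided. The number of down-regulated genes rose with the GC and length correction, from 21 to 128, which neither outcome had foreseen. Of these 128, 67 had no GC value and received no correction, against 15 of the 155 up-regulated genes. The larger of the ratios under DESeq2's size factors and library totals was 1.12. The 10 most counted genes held shares of the counts that differed by 0.231 percentage points between the groups and by up to 0.292 between replicates. These shares gave no sign of a few dominant genes setting the groups apart, though the main fit had no excess for them to explain. At an adjusted p under 0.05, where the ratio was 5.11, the first 2 explanations were tested again with predictions made only once the counts had been seen. The ratio fell to 1.42 with the GC and length correction, and the smaller of the ratios under DESeq2's size factors and library totals was 4.47. The corrected ratio still counts genes without a GC value, which received no correction. The excess of down-regulated genes may thus follow the GC trend, with the limit given above.

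Estrogen-induced genes, from a list written before the files arrived, had a mean log2 fold change of -0.304 over 40 tested genes, with 31 of 40 below 0 (limma's camera, adjusted p = 0.00038 over the 4 lists, 0.00019 before adjustment). Corrected for GC content and length, the mean was -0.162, with 25 of 40 below 0, and camera gave 0.0011 before adjustment. Camera compares genes, which are not independent replicates, and the fit has 2 samples per group. A modest loss of estrogen signaling is consistent with the prediction made beforehand, and 1 of the 40 genes passed the threshold for single genes. This test does not weigh the batch of the libraries, which the labels do not give.

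Proliferation genes had a mean log2 fold change of -0.152 over 35 tested genes, with 19 of 35 below 0 (limma's camera, adjusted p = 0.10, 0.077 before adjustment), so the prediction of a general fall, at a camera value under 0.01 before adjustment, was not met. The pro-apoptotic list without its interferon-stimulated members had a mean of -0.208 over 22 genes, with 9 of 22 above 0, and limma's camera gave 0.27 without adjustment. On this hand-written list, a general rise was thus not seen beyond its interferon-stimulated members, TNFSF10 and XAF1. The list does not hold ELF5, a gene of Figure 3H that rose with a log2 fold change of 0.92 (adjusted p = 0.012 from edgeR) and is not on the interferon-stimulated list.

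No change in ESR1 mRNA was detected at 48 hr, with 193.4 ± 0.3 CPM in vehicle and 196.8 ± 2.5 in ERX-11 (SD, n = 2 each; log2 fold change 0.02, adjusted p = 0.80 from edgeR). Among the coregulators the paper studies as proteins, PELP1 had a log2 fold change of -0.65 (adjusted p = 0.025), NCOA1 of 0.29 (adjusted p = 0.037), NCOA3 of 0.23 (adjusted p = 0.055) and TRIM24 of 0.18 (adjusted p = 0.11). With the GC and length correction PELP1 was at -0.32 (adjusted p = 0.042) and NCOA3 at 0.03. PELP1 passed the threshold with the replicate block (log2 fold change -0.65, adjusted p = 0.0026) and with DESeq2 (adjusted p = 0.0024). It did not pass with DESeq2's size factors or library totals. The adjusted p of NCOA1 was 0.11 with the replicate block.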
